# Multiparametric senescent cell phenotyping reveals targets of senolytic therapy in the aged murine skeleton

**DOI:** 10.1038/s41467-023-40393-9

**Published:** 2023-07-31

**Authors:** Madison L. Doolittle, Dominik Saul, Japneet Kaur, Jennifer L. Rowsey, Stephanie J. Vos, Kevin D. Pavelko, Joshua N. Farr, David G. Monroe, Sundeep Khosla

**Keywords:** Bone, Ageing, Senescence

## Abstract

Senescence drives organismal aging, yet the deep characterization of senescent cells in vivo remains incomplete. Here, we apply mass cytometry by time-of-flight using carefully validated antibodies to analyze senescent cells at single-cell resolution. We use multiple criteria to identify senescent mesenchymal cells that are growth-arrested and resistant to apoptosis. These p16 + Ki67-BCL-2+ cells are highly enriched for senescence-associated secretory phenotype and DNA damage markers, are strongly associated with age, and their percentages are increased in late osteoblasts/osteocytes and CD24^high^ osteolineage cells. Moreover, both late osteoblasts/osteocytes and CD24^high^ osteolineage cells are robustly cleared by genetic and pharmacologic senolytic therapies in aged mice. Following isolation, CD24+ skeletal cells exhibit growth arrest, senescence-associated β-galactosidase positivity, and impaired osteogenesis in vitro. These studies thus provide an approach using multiplexed protein profiling to define senescent mesenchymal cells in vivo and identify specific skeletal cell populations cleared by senolytics.

## Abstract (web summary)

Technical challenges have previously hindered the detailed study of in vivo senescent cells. Here, the authors deeply characterize senescent skeletal cells across murine aging, establishing CD24 as a marker of osteolineage cells cleared by senolytics.

## Introduction

Cellular senescence is a state of proliferative arrest that occurs due to the accumulation of DNA damage and cellular stress^1–4^. This is distinct from quiescence, as senescent cells can acquire a senescence-associated secretory phenotype (SASP), consisting of pro-inflammatory factors that have detrimental effects on cell and tissue function both locally and systemically^5^. Senescent cells accumulate in the bone microenvironment with age^6^, and clearance of senescent cells in old mice alleviates multiple age-related morbidities^7–12^, increases lifespan^13–15^, and preserves bone microarchitecture and strength^16^. Thus, senescent cell clearance represents a therapeutic approach to delay or alleviate age-related diseases.

The direct identification of cells undergoing senescence in vivo would allow for biological age phenotyping, determination of senolytic efficacy, and identification of novel senolytic targets; however, multiple technical obstacles prevent this process. The variable abundance and rarity of tissue-resident senescent cells^17^ requires large sample sizes to provide sufficient signal and statistical power^18^. Moreover, established markers for senescence (e.g., p16^Ink4a^, p21^cip1^) are expressed intracellularly and at low levels, typically restricting senescence phenotyping to whole-tissue RNA analyses. This method of bulk phenotyping unfortunately lacks the resolution to determine if these cell-cycle proteins are upregulated in the same cells exhibiting a SASP and growth arrest, blurring the distinction between senescence and systemic inflammation. Compounded by their expected heterogeneity^19^, it remains difficult to comprehensively study senescent cells in vivo without increased cellular resolution.

Single-cell RNA sequencing technologies have made significant technological advances, yet studies using this approach to investigate senescence present their own challenges. 

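In the GENCODE M21 annotation of the mouse genome (GRCm38), Cdkn2a (ENSMUSG00000044303) lies on the minus strand of chromosome 4 from 89274471 to 89294653 and has 2 transcripts, both protein-coding. Exon 1 of Cdkn2a-201 spans 89281986 to 89282192, and exon 1 of Cdkn2a-202 spans 89294334 to 89294653, farther upstream. Both transcripts then use the same exon 2, from 89276645 to 89276985, and overlapping versions of exon 3, which starts at 89274471 in Cdkn2a-201 and at 89274541 in Cdkn2a-202 and ends at 89274774 in both. Of the 852 exon bases of Cdkn2a-201 and the 895 of Cdkn2a-202, 575 are shared. The coding part of exon 1 is 126 bases long in Cdkn2a-201, a whole number of codons, and 190 bases long in Cdkn2a-202, which leaves 1 base over, so the shared exon 2 is read in different frames. Counting back from the 3′ end, where standard droplet libraries read a transcript, 430 of the last 500 exon bases of Cdkn2a-201 and all 500 of those of Cdkn2a-202 lie in sequence that the other transcript also has. Cdkn1a (ENSMUSG00000023067) lies on the plus strand of chromosome 17 from 29090976 to 29100727 and has 5 annotated transcripts, 4 of them protein-coding. These 4 transcripts share the same 2 coding parts, from 29098408 to 29098837 and from 29099344 to 29099390, and differ in their untranslated ends. The authors' deposited single-cell counts, from pooled Lin-CD45- bone and marrow cells of aged mice run in 2 lanes, give each of these genes a single row. Over the 9573 barcodes that passed the filters on genes and mitochondrial share, lane 1 held 10 UMIs (unique molecular identifiers, each tagging a captured transcript) of Cdkn2a and 1282 of Cdkn1a, and lane 2 held 12 and 1314.

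**Figure D1:**
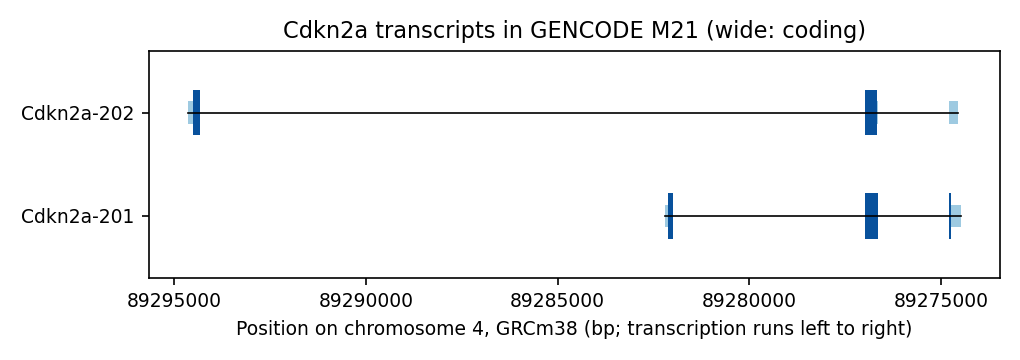
The 2 annotated transcripts of Cdkn2a on chromosome 4 of GRCm38, with position in base pairs on the x axis and a line per transcript; boxes are exons, and the wide dark boxes are their coding parts. The first exons, which end at 89294653 and 89282192, lie apart, whereas exon 2, from 89276645 to 89276985, is in both transcripts.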

Though overcome by meticulous PCR primer design, the genes encoding both p16^Ink4a^ (*Cdkn2a*) and p21^cip1^ (*Cdkn1a*) proteins generate multiple transcript variants that are challenging to segregate through standard single-cell transcriptomic libraries; *Cdkn2a* also encodes p19^Arf^ (p14^Arf^ in humans), a protein with separate functions and opposing effects on senescence to p16^Ink4a^ ^20–22^, and *Cdkn1a* has multiple variants that associate with aging to varying degrees^23^. Moreover, discrepancies between mRNA and protein expression have been observed for key senescence markers, including p16^Ink4a^ ^24^, which is compounded by the effects of senescence on translation^25^ and proteostasis^26^. Therefore, single-cell techniques leveraging multiplexed protein profiling to assess p16 or p21 proteins, as well as other properties of senescent cells (e.g., the SASP, growth arrest, apoptosis resistance), would potentially be a significant advance for studying the fundamental biology of senescence.

In the present study we leverage the power of mass cytometry by time-of-flight (CyTOF)^27^ to define, at the single-cell level, mesenchymal senescent cells in vivo. Specifically, rather than relying principally on p16 or p21 expression, we used multiple criteria to define senescent cells. Moreover, given the inherent biological variability of senescent cells with aging^28^, we used a large sample size of mice across all experiments (*n* = 88), assessed senescent cell burden in established skeletal cell populations, and tested their susceptibility to senolytic clearance through either genetic or pharmacologic approaches. Findings by CyTOF were supported by single cell RNA-sequencing (scRNA-seq) and in vitro phenotyping. Collectively, our studies establish a robust approach to define senescent mesenchymal cells in vivo using CyTOF, provide a detailed map of aging- and senolytic-induced alterations in mesenchymal cells in the murine bone microenvironment, and identify specific osteolineage populations that are highly inflammatory, senescent using rigorous criteria, and cleared by senolytics.

## Results

### Development and validation of a senescence CyTOF antibody panel

We constructed and validated a comprehensive CyTOF antibody panel to include markers for both cell identity and senescent phenotype (Table 1). A defining characteristic of senescent cells is expression of cell cycle inhibitors, in particular p16 or p21^29^, so we carefully validated antibodies to these proteins for use in CyTOF. Due to concerns regarding the specificity of antibodies to mouse p16, we tested 3 separate commercial antibodies using an in vitro workflow (Fig. 1A–C). Mouse p16 was expressed in human U2OS cells through vector transfection alongside an empty vector control. While some antibodies demonstrated high background and limited positive signal by CyTOF, one antibody in particular provided an excellent signal-to-noise ratio (Fig. 1C) and was therefore selected for the panel. Notably, this antibody has been used in other senescence studies for flow or mass cytometry^30,31^. A similar process was followed for antibodies targeting several additional antigens, including p21 (Supplementary Fig. 1A–D).

**Table 1:** CyTOF Antibody Panel and Validations

			Commercial validation		In-house validation		
Identification	Marker	Metal conjugation	CyTOF	Flow cytometry	Expression construct	Etoposide-induced senescence	Digested bone samples
Hematopoietic	CD45	89Y	**✓**				
Perivascular	CD146	141Pr	**✓**				
Bone Marrow Stromal Cells (BMSCs)	LeptinR	146Nd	**✓**				
	Nestin	168Er					
	Sca-1	169Tm	**✓**				
	CD24	142Nd		**✓**			
	CD140a / PDGFRα	148Nd		**✓**			
	SDF-1 / CXCL12	144Nd	**✓**				
	Itga11 / OsteolectinR	156Gd					
	CD200	152Sm		**✓**			
	CD29	158Gd		**✓**			
Osteoblast	Runx2	147Sm		**✓**			**✓**
	SP7	151Eu					**✓**
	ALPL	154Sm	**✓**				**✓**
	OCN	111 Cd			**✓**		**✓**
Osteocyte	Dmp1	143Nd			**✓**		
	Podoplanin	174Yb		**✓**	**✓**		
	Sclerostin	166Er		**✓**	**✓**		
Adipocyte	PPARy	153Eu		**✓**			
	Adiponectin	170Er		**✓**			
Transgene	FLAG	164Dy		**✓**	**✓**	**✓**	
SASP	MCP-1	149Sm		**✓**		**✓**	
	TNFα	162Dy	**✓**			**✓**	
	PAI-1	160Gd		**✓**		**✓**	
	IL-6	167Er	**✓**			**✓**	
	IL-1α	171Yb				**✓**	
	IL-1β	159Tb		**✓**		**✓**	
	CXCL1	175Lu				**✓**	
	pNFkB	110 Cd		**✓**		**✓**	
Senescence	CENP-B	145Nd				**✓**	
	p21	176Yb		**✓**	**✓**	**✓**	
	p16	155Gd		**✓**	**✓**	**✓**	
	p53	116 Cd		**✓**		**✓**	
DNA Damage	yH2A-X	173Yb		**✓**		**✓**	
	pATM	114 Cd		**✓**		**✓**	
Anti-Apoptosis	Bcl-2	112 Cd			**✓**	**✓**	
Proliferation	Ki67	106 Cd	**✓**				

Antibodies used in the CyTOF panel were commercially validated for CyTOF/flow cytometry and/or validated in-house using several different approaches. Checkmark indicates completed validation.

**Fig. 1:**
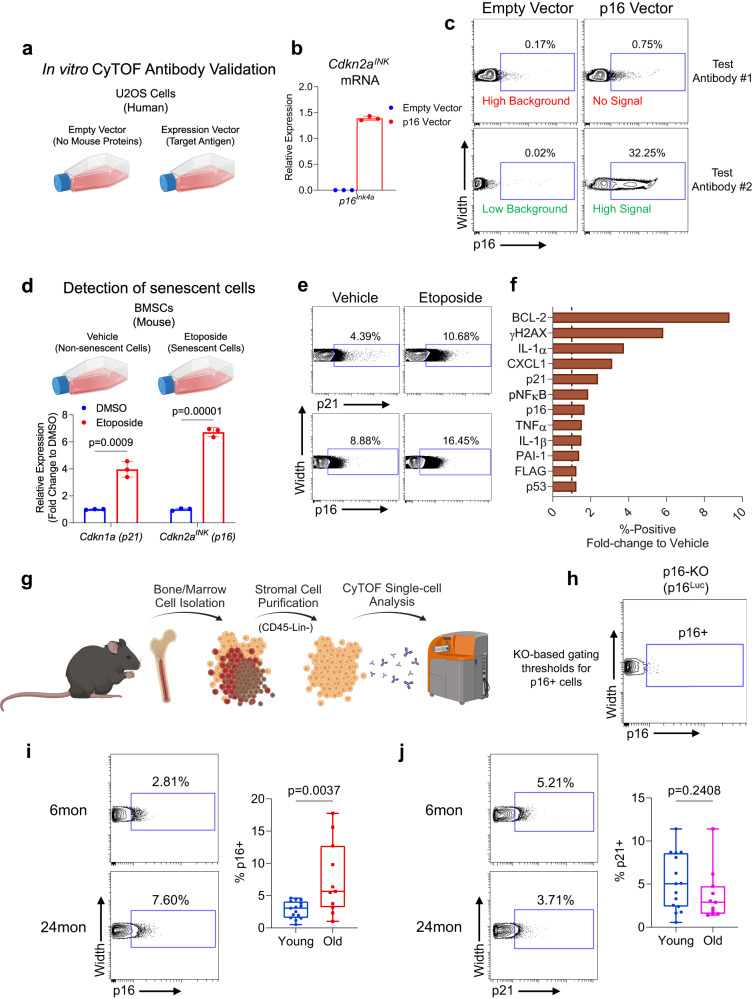
Validation of antibodies and detection of senescent cells by CyTOF. **a** Experimental workflow of single mouse protein expression in U2OS cells for the testing of CyTOF antibodies; **b** qPCR analysis confirming upregulated mouse p16^Ink4a^ mRNA (*Cdkn2a*) after expression vector transfection (*n* = 3 independently run experiments; mean ± SD); **c** CyTOF dot plots of expression samples testing different p16 antibodies, demonstrating outcomes of both failed (antibody #1) and successful (antibody #2) tests; **d** Schematic of testing senescence-specific CyTOF antibodies using etoposide-treated mouse BMSCs with qPCR confirmation of upregulated p16^Ink4a^ (*Cdkn2a*^*INK*^) and p21^Cip1^ (*Cdkn1a*) transcripts (*n* = 3 independently run experiments; mean ± SD); **e** CyTOF plots of p16 and p21 protein expression, demonstrating increased percent-positive cells with etoposide treatment; **f** Fold-change of percent-positive values for each of the senescence panel markers in etoposide-treated cells, where dotted line represents values from vehicle. **g** Schematic of bone and marrow mesenchymal cell isolation and CyTOF workflow; **h** Gating strategy for p16+ cells using similarly processed cells from p16-null mice as a negative control (**i**) Quantification of %p16+ and (**j**) %p21+ cells in young and old mice (*n* = 15 young and *n* = 12 old biologically independent animals). Schematics in (**a**, **d**, **g**) were generated using BioRender. Box plots show median and interquartile range with error bars representing minimum and maximum values. (**d**) Multiple two-sided t tests with Holm-Sidak Correction. (**i**, **j**) Two-sided Mann-Whitney test. Source data are provided as a Source Data file.

To validate our senescence/SASP antibodies and confirm our technical ability to process, stain, and detect senescent cells, our panel was tested on etoposide-induced senescent mouse bone marrow stromal cells (BMSCs) (Fig. 1D). Compared to non-senescent BMSCs, senescent BMSCs demonstrated an upregulation of cells positive for p16, p21, and a majority of our senescence/SASP markers by CyTOF (Fig. 1E, F).

We also optimized our single-cell suspension collection protocol from mouse bone and marrow: as shown by others^32,33^, marrow digestion was optimized to release high yields of non-hematopoietic cells from marrow stroma (Supplementary Fig. 2A, B). Additionally, bone tissue digestion was optimized to ensure release of both early (Runx2+, Osterix+) and late (ALPL+, Osteocalcin+) osteolineage cells (Supplementary Fig. 2C–F), which also assisted in validating our osteoblast lineage cell antibodies^34,35^. This protocol is similar to workflows used by other laboratories for single-cell analysis of the mesenchymal bone microenvironment^35–37^.

We next applied our CyTOF antibody panel to freshly isolated bone and marrow mesenchymal cells from *INK-ATTAC* mice: a transgenic model with an inducible caspase 8 cassette driven by the p16^Ink4a^ promoter, allowing for selective clearance of senescent cells through treatment with AP20187 (AP)^12^. Using this approach, we could robustly compare cellular alterations resulting from both aging and senolytic clearance within the same mouse strain; accordingly, we collected a total of 40 mice in these groups (*n* = 15 “Young” [6-month], *n* = 12 “Old” [24-month] + vehicle, and *n* = 13 Old [24-month] + AP). We applied our antibody panel to single-cell suspensions of non-immune (Lin- [CD5, CD45R (B220), CD11b, Gr-1 (Ly-6G/C), Ly6B.2 and Ter-119]) and non-hematopoietic (CD45-) mesenchymal skeletal cells (Fig. 1G, see Supplementary Fig. 2G for gating strategy) using our optimized protocol for harvesting mesenchymal lineage cells from both bone and marrow.

Using identically processed cells from p16 knock-out mice^38^ as a negative control (Fig. 1H), we identified p16+ mesenchymal cells from both young and old mice (Fig. 1I). We emphasize that our identification of p16+ cells in vivo by CyTOF utilized an antibody that specifically detected the mouse p16 protein in human cells expressing the p16^Ink4a^ construct (Fig. 1C), demonstrated an increased signal for p16+ cells in vitro following etoposide treatment (Fig. 1E), and was thresholded on p16 knock-out cells (Fig. 1H). It is also important to note that the validation of this antibody at this point is only for single-cell CyTOF and other uses (e.g., immunohistochemistry, etc.) would require independent validation of this antibody for that specific purpose. Using this antibody, we found that p16+ cells were more abundant with age, expanding from 2.81% ± 1.32% to 7.60% ± 5.60% (*P* = 0.004) of the total cell population from 6 to 24 months of age, respectively (Fig. 1I). In contrast, the prevalence of p21+ mesenchymal cells did not increase with age in the bone microenvironment (Fig. 1J; 5.21% ± 3.27% in young, 3.71% ± 2.96% in old [P = 0.241]).

### Single-cell specification of senescent mesenchymal cells in bone and marrow

Although found to be associated with age, p16 positivity can also be a characteristic of non-senescent cells^39–42^, and thus in isolation may not identify a pure population of truly senescent cells. Therefore, to define additional markers uniquely associated with age-induced senescent cells, we performed multidimensional clustering of p16+ mesenchymal cells from young and aged mice using all markers in our senescence panel (Fig. 2A, Supplementary Fig. 3A). We identified considerable cellular heterogeneity, with p16+ cells segregating into 6 unique clusters defined by expression of BCL-2, Ki67, yH2A-X, or other inflammatory markers, along with an unlabeled cluster (Fig. 2B). The BCL-2+ and BCL-2+/γH2A-X+ populations showed an increased trend with age, while the Ki67+ populations were reduced (Fig. 2C). Similar to recent findings using highly sensitive p16^Ink4a^-reporter mice (INKBRITE)^39^, we found an inverse relationship between Ki67 and p16 expression (Supplementary Fig. 3B), which also revealed that clusters both high in p16 and low in Ki67 were defined by expression of BCL-2, a major regulator of apoptosis resistance^43^ (Fig. 2D). Figure 2D also clearly demonstrates that as p16 expression increased across the clusters (red line), Ki67 expression concurrently decreased (blue line). We then performed manual gating on our samples and found that the BCL2+ subset of p16+ cells was inherently reduced in both Ki67 expression and Ki67+ cells (Fig. 2E, F), with nearly 98% of p16 + BCL2+ cells being Ki67- (Supplementary Fig. 3C). Across aging, we found that BCL-2 was the only factor clearly upregulated in old versus young p16+ cells (1.8-fold, adj. p = 0.0012; Fig. 2G); this finding is entirely consistent with extensive literature demonstrating upregulation of BCL-2 anti-apoptosis pathways in senescent cells^44–46^.

**Fig. 2:**
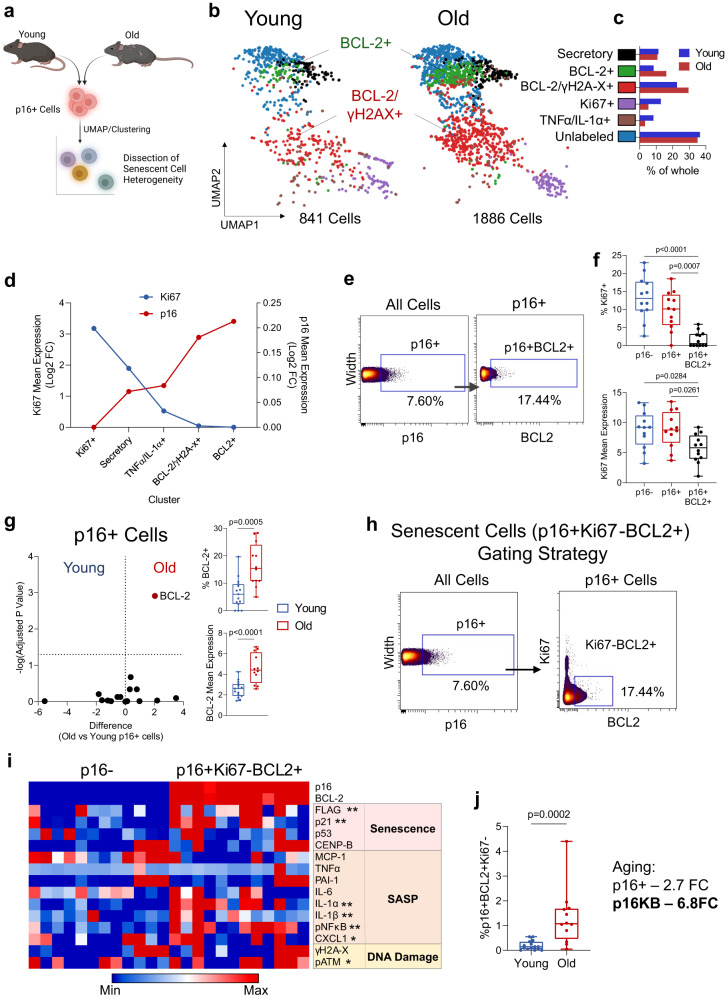
BCL-2 expression defines p16+ cells with senescent characteristics. **a** Schematic of multidimensional p16+ senescent cell analysis workflow; **b** UMAP visualization and FlowSOM clustering of pooled p16+ cells from young (*n* = 15) and old (*n* = 12) mice with **c** bar graphs indicating percent-of-whole cluster abundance changes. **d** FlowSOM clusters ranked by descending Ki67 mean expression plotted against p16 mean expression (Log2 Fold-Change). **e** Gating strategy for p16 + BCL2+ cells and **f** quantification of %Ki67+ and Ki67 mean expression alongside p16- and total p16+ cells. **g** Volcano plots of age-related changes in mean senescence marker expression within p16+ cells and quantification of % BCL-2+ cells and mean BCL-2 expression within all p16+ cells with age; **h** Gating strategy for “p16KB” cells; **i** Heatmap representation of protein expression between p16KB cells and non-senescent p16- cells, with asterisks indicating significance (*p < 0.05, **p < 0.01). Columns within each population represent a biological replicate (*n* = 12 Old). **j** Quantification of p16KB cells with age and numerical comparison to total p16+ cells (*n* = 15 young and *n* = 12 old biologically independent animals). Schematic in (**a**) was generated using BioRender. Box plots show median and interquartile range with error bars representing minimum and maximum values. (**f**, **g** [volcano plot]) Multiple two-sided t tests with Holm-Sidak Correction. (**g**, **i**, **j**) Two-sided Mann–Whitney test. Source data are provided as a Source Data file.

Based on this data, we defined a mesenchymal senescent cell population at the single cell level as being p16+/Ki67-/BCL-2+ (hereafter referred to as “p16KB” cells), which constituted 17.44% of p16+ cells (Fig. 2H). To support this, we found that p16KB cells exhibited upregulated expression of numerous markers for senescence (p21), SASP (IL-1α, IL1β, pNFκB, CXCL1) and DNA damage (pATM) (Fig. 2I), though it should be noted that p16KB SASP signatures exhibited inter-animal heterogeneity. Importantly, however, p16KB cells exhibited higher expression levels of a majority of senescence and SASP markers than parental p16+ cells (Supplementary Fig. 3D). Moreover, p16KB bone and marrow cells were highly age-associated, making up only <0.2% of all cells in young mice, yet with a fold-change of 6.8 across aging (Fig. 2J) (as compared to total p16+ cells: 2.81% in young, 2.7-fold with age, Fig. 1I).

We next performed a deeper analysis of p16KB cells through single-cell RNA-sequencing of bone and marrow cells following enrichment for mesenchymal cells as for our CyTOF samples. We were able to identify *Cdkn2a*+ (p16^Ink4a^+) cells, which contained mutually exclusive *Mki67*+ or *Bcl2*+ subpopulations (Supplementary Fig. 3E, F). The p16KB (*Cdkn2a*+ *Mk67*-*Bcl2*+) population (Cluster 4) demonstrated robust co-expression of other well-characterized anti-apoptosis genes, including *Bcl2l2* (BCL-W)^47^, *Mcl1*^48,49^*, Xiap*^50^*, Birc6*^51^, as well as *Mapk14*, which encodes the major subunit (p38α) in p38MAPK, a robust regulator of senescence and SASP^52–54^ (Supplementary Fig. 3G). To further investigate the SASP in these cells, we performed CellChat analysis and found that the p16KB cell cluster exhibited the highest levels of outgoing secretory signals of any *Cdkn2a*+ population (Supplementary Fig. 3H–J). We then applied our recently established senescence gene panel (“SenMayo”)^55^ and indeed found the highest enrichment for senescence/SASP genes in p16KB cells (Supplementary Fig. 3K, L).

Similar to p16, BCL-2+ subsetting of p21+ cells identified a population with reduced Ki67 positivity compared to total p21+ cells (Supplementary Fig. 4A). Analogous p21+/Ki67-/BCL-2+ (“p21KB cells”) were identified (Supplementary Fig. 4B), which displayed a robust SASP and DNA damage expression profile (Supplementary Fig. 4C). Interestingly, despite no age-related increase in total p21+ cells, p21KB cells did increase significantly, albeit modestly, in old mice (Supplementary Fig. 4D), thus identifying an age-associated p21+ subpopulation. However, p16KB cells greatly outnumbered p21KB cells in old mice and exhibited a more dramatic upregulation with age (Supplementary Fig. 4E). Upon further investigation, we found minimal overlap between p16KB and p21KB cells (0.04% of total cells in young, 0.10% in old; Supplementary Fig. 4F). To test the validity of both p16KB and p21KB results, we replicated this CyTOF analysis in an additional cohort of young (6-month) and aged (24-month) C57BL/6N mice (wild-type, rather than *INK-ATTAC*) (Supplementary Fig. 4G). We found our observations to be robustly conserved, revealing similar age-associated patterns for total p16+ and p21+ cells, with BCL-2 subsetting identifying growth-arrested and age-associated subpopulations for each (Supplementary Fig. 4H–J).

Collectively, using single-cell mass cytometry, we thus define p16KB and p21KB mesenchymal cells as being senescent, as these populations fulfill virtually all of the required criteria for senescent cells^56^: increased p16 or p21 protein expression, growth arrest, upregulation of anti-apoptotic pathways, upregulation of SASP and DNA damage markers, and a relatively low abundance in youth with a marked increase with aging. Moreover, we note that in addition to our use of carefully validated antibodies in the CyTOF analysis, our orthogonal approach to identify p16KB and p21KB cells does not rely solely on the specificity of any single antibody, but rather uses a combinatorial approach, making it extremely unlikely that the p16KB or p21KB senescent cells represent a false positive signal.

### Reconstruction of bone and marrow mesenchymal populations through CyTOF

Next, in order to assess which mesenchymal skeletal cell populations harbored senescent cells with age, we established our bone-resident clusters. Using t-SNE visualization and FlowSOM cell clustering, we identified 11 populations of BMSCs and differentiated cell types with expression profiles consistent with the established literature (Fig. 3A, B; see Table 2 for a detailed description of defining markers for each population). These included LeptinR+ BMSCs^57^, Sca-1+/PDGFRα+ BMSCs (also termed PαS cells)^58–60^, perivascular BMSCs^61,62^, and Nestin+ pericytes^63^. Other characteristics of these cells have been established by recent studies, such as expression of CXCL12^64^ and OsteolectinR (*Itga11*)^65^ in LeptinR+ BMSCs, Adiponectin expression in perivascular and stromal cells^66^, and PDPN (Podoplanin) expression in Sca-1/PDGFRα + BMSCs^60,67^. Additional clusters representing committed cell types included early osteoblasts (Runx2+/Osterix+)^68,69^, alkaline phosphatase (ALPL)+ osteolineage cells (Runx2+/ALPL+)^70,71^, late osteoblasts/osteocytes (Runx2+/Osterix+/Sclerostin+; note that our cell isolation protocol included a collagenase digestion thereby releasing at least a subset of osteocytic cells)^72^ and pre-adipocytes (Pparg+)^73,74^. Other populations represented less well-defined populations, including CD24^high/low^ osteolineage (CD24+/Runx2+/Osterix+) and CD24+/Osterix+ clusters. Note that the latter cells emerged as a distinct cluster and had lower expression of Runx2 than the CD24^high/low^ osteolineage (CD24+/Runx2+/Osterix+) cells (Fig. 3B), yet had strong Osterix positivity within a large portion of this cluster (Supplementary Fig. 5A, B).

**Fig. 3:**
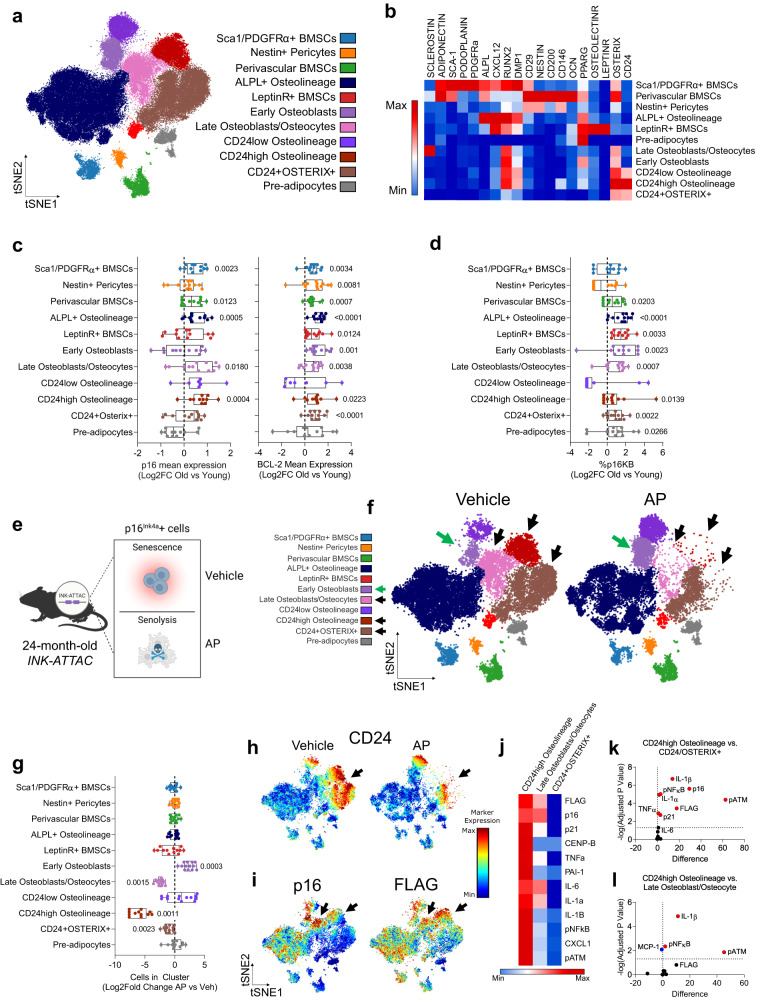
CD24^high^ osteolineage cells represent inflammatory senescent cells in old mice targeted by genetic senolytic clearance. **a** t-SNE visualization and FlowSOM clustering of *n* = 80,000 CD45-Lin- bone and marrow cells (*n* = 40 INK-ATTAC mice [*n* = 15 young, *n* = 12 old + vehicle, *n* = 13 old + AP] – 2,000 cells sampled per mouse) analyzed by CyTOF. Cells are colored by clustered population (see Table 1 for defining markers); **b** Heatmap representation of the 11 cell clusters and protein expression of identification markers; **c** Log2 fold-Change mean expression of p16 or BCL-2 in each cluster with age. **d** Log2 fold-change of %p16KB cells in each cluster across aging; **e** Schematic of p16+ senescent cell clearance in 24-month-old AP-treated *INK-ATTAC* mice; **f** t-SNE plots of FlowSOM clusters of bone/bone marrow cells from old vehicle- or AP-treated *INK-ATTAC* mice. Black arrows indicate cleared clusters while green arrows indicate increased cluster abundance; **g** Quantification of cluster abundance changes between vehicle- and AP-treated mice (Log2-fold change to vehicle); **h** CD24 expression feature plots in samples from vehicle- or AP-treated mice; **i** Feature plots of p16 and FLAG (*INK-ATTAC* transgene) protein expression; **j** Heatmap and **k**, **l** volcano plots for statistical comparisons of senescence marker expression between cleared clusters in vehicle-treated old mice. Schematic in (**e**) was generated using BioRender. Box plots show median and interquartile ranges with error bars representing minimum and maximum values. (**c**, **d**, **g**) Two-sided Mann–Whitney test or unpaired t test, as appropriate. **k**, **l** Multiple two-sided t tests with Holm-Sidak Correction. Source data are provided as a Source Data file.

**Table 2:** Defining markers for CyTOF cluster identification

Cluster name	Defining markers	References	Additional markers
Sca-1/PDGFRα + BMSCs	Sca-1 PDGFRα	^58^ ^59^	PDPN^60,67^ CXCL12^123^ Adiponectin^66,124^ Runx2^125^ CD29^58^ Dmp1^126^ ALPL^127^
Nestin+ Pericytes	Nestin CD146	^63^	CD29^128^
Perivascular BMSCs	CD146 Sca-1 CD200 CD29	^61,62^	Adiponectin^66,124^ OCN^126^ Osterix^129,130^
ALPL+ Osteolineage	ALPL Runx2	^70,71^	Dmp1 CXCL12^37,123^
LeptinR+ BMSCs	LeptinR	^57,61^	OsteolectinR^65^ CXCL12^57,131^ Runx2^132^ Pparg^133^
Early Osteoblasts	Runx2 Osterix	^68,69^	N/A
Late Osteoblasts / Osteocytes	Sclerostin Osterix Runx2	^72,81^	Dmp1^134^
CD24low Osteolineage	CD24(low) Osterix Runx2	^75–77^	N/A
CD24high Osteolineage	CD24(high) Osterix Runx2		
CD24 + /OSTERIX+	CD24 Osterix		N/A
Pre-adipocytes	Pparg	^73^	N/A

Each cluster was defined by expression of specific defining markers and additional markers as characterized by previous studies in the literature.

CD24 has previously been linked to osteogenesis^75^, while conversely also shown to mark pluripotent BMSCs^76,77^, particularly when co-expressed with Sca-1^78^ or CD200; however, these CD24 clusters lacked co-expression of these stem-like markers (Supplementary Fig. 5A, B) indicating a distinct, more committed osteoblast lineage population. Furthermore, histological staining of CD24 in femur sections from *Runx2*-TdTomato reporter mice demonstrated co-expression in cells at the trabecular bone surface, exhibiting morphology consistent with osteoblasts and/or bone lining cells (Supplementary Fig. 5C). CD24 staining was also evident in marrow cells lacking Runx2 expression, likely B cells^79^, but CD24 was not expressed in osteocytes. To further investigate the CD24 subpopulations (CD24+Runx2+Osterix+ vs CD24+Osterix+), we performed CITE-Seq with the CD24 antibody on mesenchymal bone and marrow cells, prepared in a similar manner to our CyTOF experiments (Supplementary Fig. 5D). We found that CD24 marked a population that co-expressed *Runx2* and Sp7 (Osterix) and cells expressing all three markers designated a distinct osteogenic population (Supplementary Fig. 5D). We identified CD24+*Runx2*+Sp7+ and CD24+Sp7+ populations, finding that the CD24+Sp7+ subpopulation co-expressed late osteogenic markers (e.g., *Alpl, Bglap*) (Supplementary Fig. 5E). There was less segregation between these populations than what was observed at the protein level by CyTOF, which suggests possible post-translational degradation of RUNX2 that generates a distinct CD24+Osterix+ population. The gene expression signature of CD24+ cells appeared to reflect more mature osteolineage populations, as all CD24+ cells were enriched for late osteogenic (*Bglap, Bglap2, Postn*) markers, while being downregulated in stem-like markers (*Lepr, Adipoq, Cxcl12*) (Supplementary Fig. 5F). These changes were even more marked in CD24 osteolineage cells (CD24+*Runx2*+Sp7+) (Supplementary Fig. 5G).

We next evaluated our CyTOF panel for its ability to delineate the various stages of mesenchymal cell differentiation. Diffusion mapping displayed perivascular BMSCs and Nestin+ pericytes on one end of the lineage continuum, and Sca-1/PDGFRα+BMSCs on another, converging to form several committed osteogenic clusters (Supplementary Fig. 6A). This is consistent with many studies that demonstrate the multipotency of these populations and indicate multiple sources of osteolineage cells^80^. To determine directionality, we performed pseudotime analysis and trajectory inference, seeking to recapitulate the dynamics of in vivo cell differentiation. The progression of our clusters was consistent with our current understanding of biological mesenchymal differentiation of skeletal stem cells (Supplementary Fig. 6B, C): BMSC clusters are present early, then leading to early osteoblasts, ALPL+ osteolineage, and ultimately late osteoblast/osteocyte clusters. Interestingly, it appeared that the CD24+ clusters formed their own bifurcation from the typical differentiation of BMSCs to late osteoblasts and osteocytes (Supplementary Fig. 6A) and the CD24+ populations appeared to be middle (CD24^low/high^ osteolineage [CD24+/Runx2+/Osterix+]) to later (CD24+/Osterix+) in the pseudotime progression (Supplementary Fig. 6B, C), consistent with their lack of expression of stem cell markers such as Sca-1 or CD200 (Supplementary Fig. 5A, B).

To further validate our CyTOF clusters, we performed single-cell RNA-sequencing (scRNA-seq) on a similarly prepared sample of bone and marrow cells from aged mice (Supplementary Fig. 7A). 

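The sample was a pool of Lin-CD45- cells sorted by FACS from the digested bone and marrow of 3 untreated male INK-ATTAC mice at 24 months of age. INK-ATTAC mice carry a transgene through which p16-expressing cells can be killed by a drug, which these mice did not receive. Single cells were captured in droplets and the 3′ ends of their transcripts were sequenced (10x Chromium), so that each counted UMI stands for a captured transcript. The authors deposited 2 tables of UMI counts per gene and cell barcode, 1 per lane, which their Cell Ranger pipeline had made from the reads, with no normalization and with empty droplets already left out. Lane 1 held 116827845 UMIs over 10968 barcodes (median 3980 UMIs and 1568.5 genes per barcode) and lane 2 held 120556381 UMIs over 11016 barcodes (median 4094.5 UMIs and 1601 genes). In lane 1, 20828 genes had a UMI, and in lane 2, 20936. Of the male-specific gene Ddx3y there were 4932 UMIs in lane 1 and 4986 in lane 2, against 34 and 39 UMIs of the female-specific Xist.

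The 2 lanes held the same cells. Of the 11056 barcodes in either lane, 10928 were in both, and across these barcodes the log10 UMI totals of the lanes had a Pearson r of 0.999858, against 0.00547 when the barcodes of lane 2 were shuffled. Summed over all genes and shared barcodes, the squared differences between the lanes' counts came to 0.559 of their summed counts, where independent sampling of the same cells would give 1. The lanes therefore differed by less than the sampling noise and were counted as 1 sample, with their UMIs summed per barcode and the value of each lane given where it matters. Because the mice were pooled, there is 1 biological sample and no test between animals or conditions is possible. The 95% intervals given with single-cell values were computed on the mean of the 2 lanes for UMI levels (exact Poisson) and ratios (exact conditional binomial), and for shares on the cells with a UMI in either lane (exact Clopper-Pearson). All of them cover counting error only.

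After leaving out barcodes with fewer than 200 genes or with over 20% mitochondrial UMIs, as in the methods of the study, 9573 of the 11056 barcodes remained. Counts were normalized with SCTransform, and cells were clustered on 30 principal components of 3000 variable genes at a resolution of 0.8. The anchor integration of the methods was not applied, since it would have placed each cell in the data again as a separate cell. Levels of a gene in a group of cells are given as CPM, its summed UMIs scaled to the summed UMIs of the group, and not as a mean over cells. Doublets were kept. The doublet caller Scrublet called 203 of 9499 cells (2.14%) in lane 1 and 195 of 9542 (2.04%) in lane 2.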

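The 9573 cells formed 17 clusters, which were named from lists of marker genes fixed before the data were examined. Both LEPR+ stromal-like clusters together held 1916 cells (20.0%, exact interval 19.2% to 20.8%). All 12 markers of that list, among them Lepr, Cxcl12, Adipoq, Kitl and Ebf3, were found in the larger of the 2 clusters, with 1122 cells and Serpina12 and Crym as its leading genes by fold, and 11 in the smaller, with 794 cells. A Sca-1/PDGFRa+ fibroblast-like cluster of 146 cells (1.53%, 1.29% to 1.79%) carried all 13 of its markers, and its leading genes were Fn1, Prg4, Igfbp6, Myoc and Cilp. It also held cells with osteoblast transcripts. Bglap was at 189 CPM there in 28 of the 146 cells, against 0.541 CPM in the LEPR+ stromal-like cells. Spp1 was less specific. It reached 15239 CPM in 49 of the 146 cells, but 1451 of the 1916 LEPR+ stromal-like cells also had a UMI, at 1596 CPM. No cluster was named osteoblast, pericyte or adipocyte from its list at this resolution. The LEPR+ stromal-like and fibroblast-like clusters are called mesenchymal cells from here on and came to 2062 cells (21.5%, 20.7% to 22.4%), with a median of 2641 UMIs per cell.

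The other clusters comprised 63 endothelial-like cells (0.658%), led by Ptprb, Flt1 and Cav1, 145 megakaryocyte-like cells (1.51%), led by Pf4 and Ppbp, and 46 plasma cell-like cells (0.481%), led by Ighg2c and Igkc. The largest class was erythroid-like, with 6400 cells in 8 clusters (66.9%, 65.9% to 67.8%) and a median of 14215 UMIs per cell. The largest of these 8 clusters, with 1528 cells, carried 5 of the 14 erythroid markers and was led by Gm26917 and histone genes, with the stress gene Hspa1b among its top 10 genes. A cluster of 250 cells (2.61%), of which 81.2% had a UMI of both Lepr and Cxcl12, stayed unnamed because its median of 1276 UMIs per cell was low and none of the markers of its nearest list, the erythroid list with 8 of 14 markers found, led it, and 607 cells (6.34%) of another 2 clusters also stayed unnamed. The erythroid list was the nearest for these too, and 1 of them, with 249 cells, carried 13 of its 14 markers and had the highest globin level of the 17 clusters, at 178521 CPM. With these 607 cells the erythroid-like share would be 73.2%. When the 2062 mesenchymal cells were clustered again, they formed 8 sub-clusters, of which 4 were LEPR+ stromal-like, 1 was fibroblast-like, 1 of 73 cells was erythroid-like and 2 stayed unnamed. The number of mesenchymal cells moved most, among the alternatives set before the data were examined, when at least 500 genes per cell were required, to 1259 cells. That filter kept 9233 of the 9573 cells, but the smaller LEPR+ stromal-like cluster then stayed unnamed.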

After multidimensional analysis, we found that skeletal cell populations identified through single-cell transcriptomics were entirely consistent with our CyTOF clusters (Supplementary Fig. 7B). Specifically, the BMSC populations (Sca-1/Pdgfra+, Perivascular, and Nestin+ Pericytes) and CD24 osteolineage populations (*Cd24a*, *Runx2*) appeared well conserved, in addition to the distribution of expression for certain markers (e.g. *Cxcl12*) (Supplementary Fig. 7C). However, *Sost* (Sclerostin) was expressed at very low/undetectable levels, which has been observed by others, even within osteocyte-enriched samples^81^. 

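Ly6a, which encodes Sca-1, was at 399 CPM (357 to 445) in the fibroblast-like cells, against 16.5 CPM (13.2 to 20.2) in the LEPR+ stromal-like cells, and Pdgfra was at 244 CPM (211 to 279) in the former and 372 CPM (356 to 389) in the latter. In the erythroid-like cells these genes were at 0.391 and 0.342 CPM. Of the 11 genes on the pericyte list, 7 were highest in the fibroblast-like cells, among them Rgs5 at 404 CPM in 14 of the 146 cells and Acta2 at 181 CPM in 10, and 2 in the LEPR+ stromal-like cells, Pdgfrb at 843 CPM and Notch3 at 238 CPM. The other 2, Mcam (CD146) and Nes (Nestin), were highest in the endothelial-like cluster, at 161 CPM (105 to 229) and 99.0 CPM (56.1 to 154), where Ly6a was also at 894 CPM. In the mesenchymal cells, Mcam was at 1.49 CPM (0.647 to 2.68), with a UMI in 8 of 2062 cells, 7 of them fibroblast-like, and Nes at 1.73 CPM (0.863 to 3.09), with a UMI in 12 cells. Cxcl12 (chromosome 6, 117168535 to 117181367 on the plus strand of GRCm38) reached 20966 CPM (20846 to 21087) in the LEPR+ stromal-like cells, against 458 CPM (412 to 506) in the fibroblast-like, 2578 CPM in the endothelial-like and 20.8 CPM in the erythroid-like cells. With every cell thinned to 2000 UMIs, which kept 7711 of the 9573 cells, 99.9% of the LEPR+ stromal-like cells and 6.06% of the erythroid-like cells had a Cxcl12 UMI, against 99.8% and 41.3% before thinning.

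Cd24a lies on chromosome 10 from 43578284 to 43584265 and Runx2 on chromosome 17 from 44495987 to 44814797. Runx2 was at 248 CPM (235 to 261) in the LEPR+ stromal-like cells, 128 CPM (104 to 155) in the fibroblast-like cells and 0.352 CPM in the erythroid-like cells. Cd24a was at 103 CPM (95.1 to 112) in the LEPR+ stromal-like and 239 CPM (206 to 274) in the fibroblast-like cells, below its level of 1173 CPM (1167 to 1180) in the erythroid-like cells. A Cd24a UMI was found in 553 of the 2062 mesenchymal cells (26.8%, 24.9% to 28.8%), in 43.4% of the megakaryocyte-like cells at a median of 4432 UMIs and in 93.7% of the erythroid-like cells. Thinned to 2000 UMIs, the shares were 12.6% of the mesenchymal, 26.4% of the megakaryocyte-like and 79.5% of the erythroid-like cells. Cd24a followed the erythroid transcripts from cluster to cluster. Per 1000 UMIs of 10 non-globin erythroid genes there were 99.8 and 107 Cd24a UMIs in both LEPR+ stromal-like clusters, 106 in the fibroblast-like cluster, and between 48.1 and 155 in the 8 erythroid-like clusters. Runx2 was detected in 1204 mesenchymal cells (58.4%), and 337 cells had a UMI of both Cd24a and Runx2. Were the 2 genes detected independently of each other, 322.9 cells would have both. Of these CD24 osteolineage cells, 163 also had both genes by lane 1 alone, 182 by lane 2 alone, and 64 by each lane. From the match of such markers between its scRNA-seq clusters and its CyTOF clusters (Supplementary Fig. 7), the paper concludes that the overall population structure was comparable between the 2 methods.

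**Figure D2:**
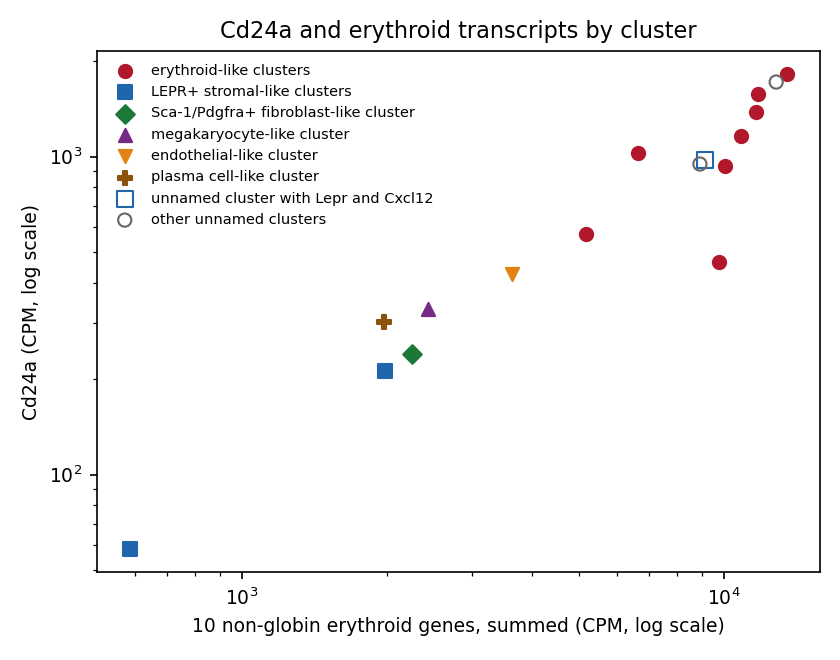
Cd24a against the summed level of 10 non-globin erythroid genes in each of the 17 clusters, both in CPM on log scales; each point is a cluster, coloured by its class. The LEPR+ stromal-like cluster with the lowest Cd24a, at 58.5 CPM, is also lowest in the erythroid genes, and the erythroid-like clusters lie between 468 and 1813 CPM of Cd24a.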

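Sost lies on the minus strand of chromosome 11 from 101962458 to 101967015 (GRCm38), in a single annotated transcript. Neither lane held a Sost UMI in any deposited barcode. None of the 9573 cells had one, which allows a share of up to 0.0313% of the cells and a level of up to 0.0258 CPM, and none of the 2062 mesenchymal cells had one, which allows up to 0.145% of the cells and 0.471 CPM. Other transcripts of mature osteoblasts and osteocytes were present. Dmp1 had 94 UMIs in lane 1 and 88 in lane 2 over 27 mesenchymal cells (1.31%), and most of these UMIs, 79 and 77, came from 8 of the fibroblast-like cells. No erythroid-like cell had a Dmp1 UMI. Mepe had 6 UMIs in each lane, in 5 mesenchymal cells. Bglap, which encodes osteocalcin, had 153 and 164 UMIs in 31 mesenchymal cells, 28 of them fibroblast-like. Its level was 24.9 CPM (21.1 to 29.0) in the mesenchymal and 0.405 CPM in the erythroid-like cells, although 1.17% of the deeper erythroid-like cells had a UMI against 1.50% of the mesenchymal cells. Phex was more widespread, with a UMI in 1037 of the mesenchymal cells (50.3%) and a level of 269 CPM. Unlike Dmp1 and Bglap, it was lower in the fibroblast-like cells, at 59.0 CPM in 21 of 146 cells, so most cells with Phex were LEPR+ stromal-like.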

Besides these limitations by scRNA-seq, the overall population structure was comparable to that which we observed using CyTOF, adding confidence that this proteomic approach provides accurate interpretations of the bone microenvironment.

### Mature osteolineage populations harbor age-induced senescent cells

To identify mesenchymal populations affected by aging, we next examined senescence-specific effects, focusing on p16KB senescent cells, as we have previously demonstrated that clearing p16+ cells in *INK-ATTAC* mice prevents age-related bone loss, reduces bone resorption, and increases bone formation^16^. We found that multiple clusters exhibited upregulation of p16 and/or BCL-2 expression with age (Fig. 3C), with many of these clusters exhibiting an expected increase in the percentage of senescent p16KB cells with age (Fig. 3D).

We next tested if the above populations were those that are cleared in aged *INK-ATTAC* mice (Fig. 3E; Supplementary Fig. 8A). Upon treatment with AP, cells in the late osteoblast/osteocyte cluster were markedly reduced (Fig. 3F, G), which is consistent with our previous data demonstrating a central role of osteocyte senescence with age^6,16,82–84^. In addition to this confirmatory result, we also uncovered that the CD24^high^ osteolineage population was markedly reduced following AP treatment (Fig. 3F, G), along with a modest reduction in CD24+Osterix+ cells. Due to the substantial effect of p16+ cell clearance on CD24+ cell clusters (Fig. 3H), we further investigated what might underlie this effect. To do so, we leveraged the *INK-ATTAC* transgene (FLAG-tagged caspase 8 driven by an endogenous p16 promoter fragment) to monitor p16^INK4a^ transcriptional activation^12,13^. When overlaying the expression of p16 along with FLAG on our clustered populations (Fig. 3I), we found concordance between the endogenous p16 protein and the caspase 8/FLAG protein produced by the transgene promoter fragment. Moreover, the 2 populations most robustly cleared by AP in the *INK-ATTAC* mice – the CD24^high^ osteolineage cells and the late osteoblasts/ osteocytes (Fig. 3F, G) – exhibited both high p16 and caspase 8/FLAG expression (arrows in Fig. 3I). There was modest clearance of CD24+/Osterix+ cells (Fig. 3G), and although these cells did not have particularly high p16 and caspase 8/FLAG levels, clearly those levels were sufficient to reduce their numbers following AP treatment.

To test if CD24+ cells were directly killed by transgenic p16+ cell clearance, we isolated skeletal mesenchymal cells from 24-month-old *INK-ATTAC* mice in a similar manner to our CyTOF preparations and treated the cells with AP20187 in vitro for 24 h. We found increased apoptosis in CD24+ cells following AP20187 treatment, as demonstrated by increased % Annexin V+ cells by flow cytometry, with no such change in CD24- cells (Supplementary Fig. 8B), providing further evidence that this population is targeted in the bone microenvironment of *INK-ATTAC* mice. However, despite these findings demonstrating the pro-apoptotic effects of AP20187 on cell populations enriched for p16+ cells, it is possible the robust in vivo reduction of late osteoblastic/osteocytic cells observed by CyTOF may also be driven by additional non-apoptotic routes, including that treatment with AP20187 resulted in blockade of terminal differentiation of early osteoblasts, and additional studies are needed to address this possibility.

We also acknowledge that there do appear to be some populations (e.g., early osteoblasts) where sub-populations of cells have high p16/caspase 8/FLAG expression, but do not appear to be cleared by AP (Fig. 3H, I). The reasons for this are unclear at present, but it is possible that these p16+ cells are cleared but rapidly repopulate, as the mice are harvested 4-6 days following the last AP dose. This was also apparent in the CD24^low^ osteolineage population, which exhibited higher overall Ki67+ cells than the CD24^high^ osteolineage population (Supplementary Fig. 8C). Further studies are needed, however, to address this issue. In addition to clearance of these clusters, the early osteoblast cluster increased in number after AP treatment (Fig. 3F, G), suggesting that this is a newly replenished osteogenic population that appears after the clearance of senescent cells. This is supported by pseudotime analyses, which indicated that there is an emergence of cells that are early in the differentiation continuum following clearance of p16+ senescent cells (Supplementary Fig. 8D). This finding is entirely consistent with our previous work which demonstrated that AP treatment in aged *INK-ATTAC* mice improved endosteal osteoblast numbers and bone formation rates^16^. Finally, to support these findings we performed CITRUS analysis, which generates separately stratified clusters from the original dataset to observe statistical differences, and independently found downregulation of CD24+ clusters with AP treatment, along with an increase in Runx2+ and Runx2/Osterix+ early osteoblast clusters (Supplementary Fig. 8E).

Importantly, as noted above, we have previously demonstrated senescence within osteocytes with age – and their clearance with senolytic therapy – through gene expression and histological senescent phenotyping^16^. Entirely consistent with this, we now demonstrate concomitant increases in p16 and BCL-2 expression (Fig. 3C) and in %p16KB cells (Fig. 3D) in the late osteoblast/osteocyte cells, along with clearance of these cells following AP20187 treatment (Fig. 3E–G). In addition, we identify populations (CD24^high^ osteolineage and CD24+Osterix+ cells) that also demonstrate increases in %p16KB cells with age (Fig. 3C, D) and are targets of senolytic clearance (Fig. 3E–G). Interestingly, in aged mice, CD24^high^ osteolineage cells displayed the highest expression levels of markers for senescence, SASP, and DNA damage, with the CD24+Osterix+ cells being the lowest, and the late osteoblast/osteolineage cells having intermediate levels of these markers (Fig. 3J–L). These data thus reveal that CD24^high^ osteolineage cells exhibit a robust senescent and inflammatory profile relative to other skeletal populations and - in addition to osteocytes, as previously reported^16^ - these CD24^high^ osteolineage cells are key targets of p16-driven senolytic clearance.

### CD24 osteolineage populations exhibit a unique SASP profile with age

To further investigate the senescent profile of CD24+ osteolineage cells, we applied CITRUS analysis and compared this to our established FlowSOM clusters (Fig. 4A). Consistent with the findings noted above, we found that many clusters exhibited higher expression levels of senescence/SASP proteins in old compared to young mice (FDR < 5%) (Supplementary Fig. 8F). Of these proteins, p16 and BCL-2 were upregulated in the largest number of clusters with age, supporting their use as robust predictors of senescence (Fig. 4B). These factors were followed closely by CXCL1, FLAG (detecting the p16^Ink4a^ promoter activity in the *INK-ATTAC* transgene) and several interleukins (IL-6, IL-1α, IL1β). As observed previously, p21 was not found to be differentially regulated with age by CITRUS.

**Fig. 4:**
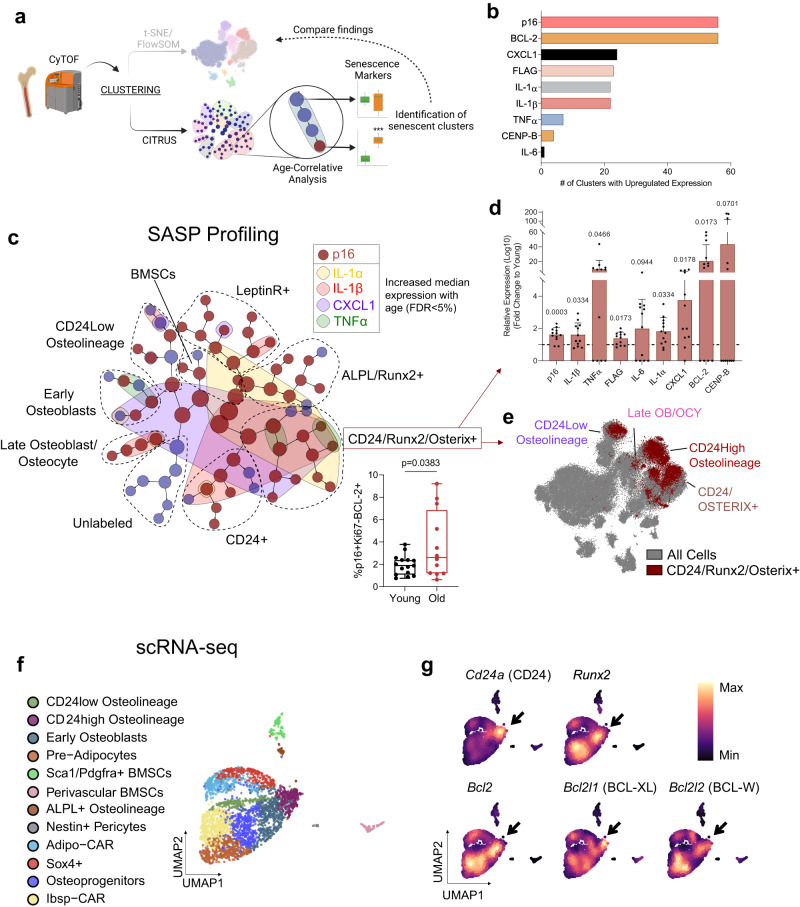
CD24 osteolineage cells display an age-related senescence expression profile. **a** Schematic of CITRUS analysis workflow; **b** Aging markers upregulated in the highest number of CITRUS clusters with age (FDR < 5%); **c** Senescence/SASP marker expression changes across aging overlaid on CITRUS plot (each circle is a cluster, grouped by cluster families dotted lines; see Supplementary Fig. 6A for identity marker expression). Red clusters indicate upregulated p16 expression, while colored overlays indicate upregulation in the corresponding SASP marker. All markers converge in CD24+/Runx2+/Osterix+ clusters, indicating that this population exhibits the most widespread age-related increase in SASP marker expression in bone/bone marrow. Box plot below demonstrates the upregulation of %p16KB cells with age in this population. Red arrows point to **d** quantified median expression of various SASP factors in the CD24+/Runx2+/Osterix+ clusters with age (mean ± SD) and **e** overlay of the CD24+/Runx2+/Osterix+ cluster on original t-SNE plot with FlowSOM clusters labeled (**c**, **d**) *n* = 15 young and *n* = 12 old biologically independent animals; **f** UMAP visualization by scRNA-seq of *n* = 3,362 clustered Lin-CD45- cells from the digested bone and marrow of *n* = 3 24-month untreated male *INK-ATTAC* mice; CAR, Cxcl12-abundant reticular; **g** Density plots of CD24 osteolineage markers and anti-apoptotic factors (*Bcl2, Bcl2l1, Bcl2l2*). Schematic in (**a**) was generated using BioRender. Box plots show median and interquartile range with error bars representing minimum and maximum values. **c** Two-sided Mann–Whitney test. **d** Multiple two-sided t-tests with Holm-Sidak Correction. Source data are provided as a Source Data file.

Among the clusters with increased p16 expression with age, cells expressing CD24/Runx2/Osterix exhibited a unique upregulation of the most SASP inflammatory proteins, including IL-1α, IL1β, CXCL1, and TNFα (Fig. 4C, D); these cells also exhibited robust upregulation of BCL-2 and an increased percentage of p16KB cells with age (Fig. 4D). When these CD24/Runx2/Osterix cells were overlaid with our original t-SNE plots, they were largely contained within CD24+ osteolineage clusters, along with partial overlay in the late osteoblast/osteocyte cluster (Fig. 4E). This independent CITRUS analysis thus strongly supports our previous data demonstrating increased senescent cell burden in these clusters with age (Fig. 3C, D) and their clearance with AP (Fig. 3F).

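CD24 osteolineage cells were taken as the mesenchymal cells with at least 1 UMI of Cd24a and at least 1 of Runx2, and the other 1725 mesenchymal cells served as the comparison. Bcl2 (ENSMUSG00000057329) spans 106538178 to 106714274 on chromosome 1, Bcl2l1 (ENSMUSG00000007659) spans 152780668 to 152831728 on chromosome 2, and Bcl2l2 (ENSMUSG00000089682) spans 54883377 to 54888234 on chromosome 14 (GRCm38). Bcl2 was detected in 103 of the 337 CD24 osteolineage cells (30.6%, 25.7% to 35.8%), at a median of 3258 UMIs per cell, and in 495 of the other mesenchymal cells (28.7%, 26.6% to 30.9%), at a median of 2558 UMIs. Its level was 69.6 CPM (56.3 to 84.2) in the CD24 osteolineage cells, at 69.6 CPM by lane 1 and 69.5 CPM by lane 2, and 88.2 CPM (80.1 to 96.9) in the other mesenchymal cells. The log2 ratio of these levels was -0.34 (-0.68 to -0.03), an interval that reaches close to 0 and covers counting error only, since there was no biological replicate. When each lane was clustered and gated alone, the ratio was -0.55 in lane 1 and -0.09 in lane 2, where its interval covered 0. Bcl2l1 was detected in 35 CD24 osteolineage cells (10.4%) at 18.3 CPM (11.8 to 26.4), against 21.4 CPM (17.5 to 25.8) in the other mesenchymal cells, a log2 ratio of -0.23 (-0.92 to 0.38). Bcl2l2 was detected in 44 CD24 osteolineage cells (13.1%) at 24.6 CPM (16.9 to 33.7), against 27.5 CPM (23.0 to 32.5), a log2 ratio of -0.16 (-0.76 to 0.37). The differences in Bcl2l1 and Bcl2l2 lay within the counting error. With every cell thinned to 2000 UMIs, 62 cells met the gate again, of which 16.1% (8.02% to 27.7%) had a Bcl2 UMI, against 15.7% (13.8% to 17.7%) of the other 1382, which include cells that lost a gating UMI in the thinning.

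By CPM, all 3 genes were higher in the mesenchymal cells than in the erythroid-like cells, which were deeper, at a median of 14215 UMIs. Bcl2 was at 0.342 CPM in the erythroid-like cells, with a UMI in 0.781% of them, and Bcl2l2 at 2.57 CPM, with a UMI in 6.03%. Bcl2l1 was at 6.47 CPM there, with a UMI in 13.6% of the cells, a larger share than in the CD24 osteolineage cells. The CD24 osteolineage cells also had more erythroid RNA than the other mesenchymal cells. Their log2 ratios were 1.39 (1.32 to 1.46) for Hbb-bs and 1.69 (1.29 to 2.11) for Klf1. Of the CD24 osteolineage cells, 47 (13.9%) lay in the erythroid-like sub-cluster. A Cd24a UMI may come from such RNA, so the ratios of the 3 anti-apoptotic genes cannot tell how cells that make Cd24a differ. Among the alternatives, the Bcl2 ratio was moved most by taking the mesenchymal sub-cluster with the highest Cd24a in place of the gate on both genes. It then was -1.44 (-2.15 to -0.85), and that sub-cluster was the erythroid-like one, with 73 cells of which 72.6% were called doublets by Scrublet. With called doublets removed and the other cells clustered and named again, the Bcl2 ratio was -0.07 (-0.47 to 0.29). That setting also changed the groups, to 1480 mesenchymal cells, although only 67 of the 2062 had been called. From the joint expression of the 3 anti-apoptotic genes in these cells (Fig. 4F, G), the paper proposes that CD24 osteolineage cells are strongly resistant to apoptosis, with several mechanisms as a possible route.

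**Figure D3:**
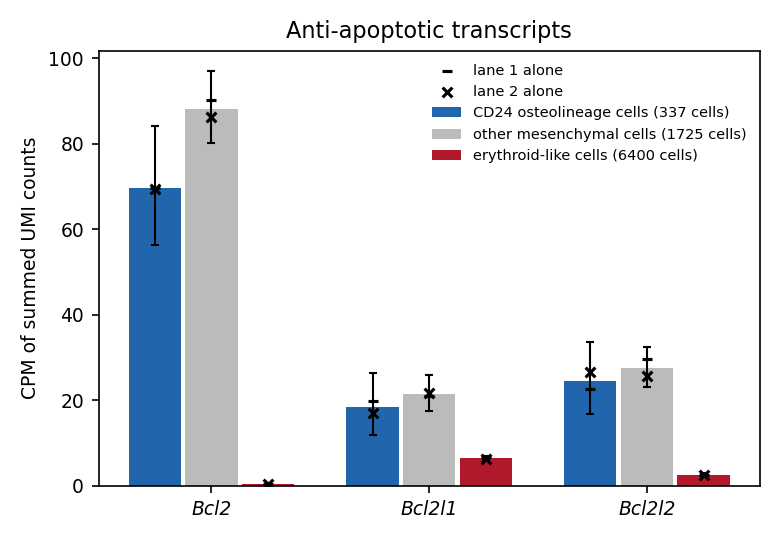
Level of Bcl2, Bcl2l1 and Bcl2l2 in CPM of summed UMI counts in the 337 CD24 osteolineage cells, the other 1725 mesenchymal cells and the 6400 erythroid-like cells; error bars are exact Poisson 95% intervals for counting error only, and the dash and cross mark lane 1 and lane 2 alone. For Bcl2 the bars stand at 69.6, 88.2 and 0.342 CPM.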

We next investigated our scRNA-seq dataset, finding that CD24 osteolineage cells (positive for *Cd24a* [CD24] and *Runx2*) strongly co-expressed not only *Bcl2*, but also other anti-apoptotic genes *Bcl2l1* (BCL-XL) and *Bcl2l2* (BCL-W) (Fig.4F, G). This suggests that in addition to their inflammatory profile, CD24 osteolineage cells are strongly resistant to apoptosis, perhaps through several mechanisms. Collectively, we further establish that CD24 defines a senescent osteolineage population exhibiting an expression profile enriched for SASP and apoptosis-resistance factors in the aging bone microenvironment.

### Pharmacological senolytic treatment also targets CD24^high^ osteolineage cells

The unique inflammatory profile of senescent CD24+ osteolineage cells led us to test if they are targeted not only by genetic but also by pharmacological senolytic treatment, which selectively kills cells based on senescent cell anti-apoptotic pathways (SCAPs) rather than by activation of transgenic caspase 8 in p16+ cells (as done in *INK-ATTAC* mice). Thus, we performed CyTOF on aged *C57BL/6N* wild-type mice treated with or without Dasatinib + Quercetin (D + Q) (Fig. 5A): a combination senolytic therapy that targets SCAPs and which we have previously shown to reduce frailty and prevent bone loss in aged mice^14,16,85^. Multidimensional analysis from this cohort identified skeletal cell populations consistent with our *INK-ATTAC* cohort (Supplementary Fig. 9A, B), and treatment with D + Q similarly targeted CD24^high^ osteolineage, CD24+/Runx2+, and late osteoblast/osteocyte clusters, although the reduction in the latter cells was modest (Fig. 5B). Independently, with CITRUS analysis we found that D + Q was more limited than the genetic *INK-ATTAC* model in its clearance, only targeting 5 clusters overall (Fig. 5C). These clusters were all high in expression for CD24 and represented two separate families of CD24+/Osterix+/Runx2+ and CD24+/Osterix+ clusters. In sequential analyses, we found that D + Q reduced expression of p16, SASP factors PAI-1 and IL-1β, and the DNA damage marker pATM within CD24/Runx2/Osterix+ cells (Fig. 5D; Supplementary Fig. 9C). This aligns with the established effectiveness of D + Q on senescent cells exhibiting DNA damage and serpine (PAI) family proteins^85^.

**Fig. 5:**
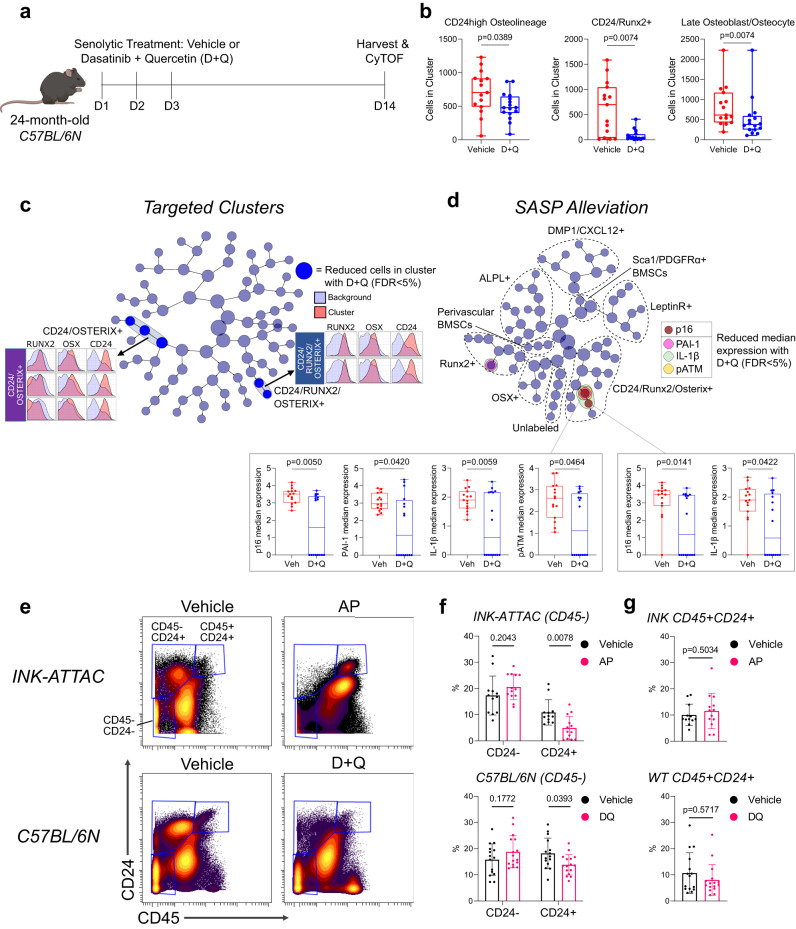
Pharmacologic senolytic therapy targets CD24+ osteolineage cells in aged mice. **a** Experimental design of pharmacological senolytic treatment of 24-month-old C57BL/6 N mice with Dasatinib + Quercetin (D + Q). Mice were treated for 3 consecutive days (*n* = 15 old + vehicle and *n* = 16 old + D + Q biologically independent animals), then harvested at 14 days (indicated by dashes); **b** Quantified cell abundance changes with D + Q treatment in clusters similarly targeted in *INK-ATTAC* mice (See Supplementary Fig. 9A, B for cluster definitions); **c**, **d** CITRUS analysis of cluster abundance (**c**) and median expression changes (**d**) between vehicle- and D + Q-treated mice (FDR < 5%). **c** Cleared clusters, marked by blue, are defined by high CD24, Osterix, and/or Runx2 expression, as shown by histograms. **d** Clusters with reduced median expression are colored by their respective marker, with box plots demonstrating expression changes (Mann–Whitney test). Cluster families are marked by dotted lines (See Supplementary Fig. 9C for defining markers); **e** Gating strategy for CD45-CD24+ and – populations from all cells in CyTOF data from *INK-ATTAC* mice treated with vehicle or AP (*n* = 12 vehicle, *n* = 13 AP), and C57BL/6 N mice treated with vehicle or D + Q (*n* = 15 vehicle and *n* = 16 D + Q); **f** Quantification of cell population percentages demonstrate both senolytic treatments clear CD45-CD24+ cells, but not CD45-CD24- or (**g**) CD45 + CD24+ cells (mean ± SD). Schematic in (**a**) was generated using BioRender. Box plots show median and interquartile range with error bars representing minimum and maximum values. **b**, **g** Two-sided Mann–Whitney or unpaired t test, as appropriate; **f** Multiple two-sided t tests with Holm–Sidak Correction. Source data are provided as a Source Data file.

Due to the recurring presence of CD24 on senescent cell clusters, we next sought to determine if this marker can be used to enrich for cells susceptible to senolytic clearance. Using manual gating on our CyTOF data, we found that total CD45-CD24+ stromal cells were reduced in both genetic (*INK-ATTAC*) and more modestly by pharmacological (D + Q) methods of senolytic clearance, while CD24- cells were unaffected (Fig. 5E, F). Importantly, CD24+ cells that were CD45+ were not cleared (Fig. 5G), demonstrating senolytic specificity for non-hematopoietic, mesenchymal CD24+ cells. Overall, we establish that CD24 is expressed by aged skeletal senescent cells that are cleared by both genetic and pharmacologic senolytic therapy.

### CD24+ cells display functional characteristics of senescence

To further test if CD24+ skeletal cells are enriched for growth-arrested senescent cells, we isolated non-hematopoietic (CD45-/Lin-) CD24+ and CD24- cells from the digested bone and marrow of aged mice for in vitro phenotyping (Fig. 6A; See Supplementary Fig. 9D for gating strategy). Cell cycle analyses revealed that CD24+ cells were largely growth-arrested, with a larger proportion of cells in the G0/1 phase and less in the G2/M phase than CD24- cells (Fig. 6B, C). When placed in culture, CD24+ cells exhibited markedly reduced colony-forming efficiency (CFE) after 7 days, while CD24- cells grew rapidly (Fig. 6D, E). CD24+ cells generated very small colonies, typically with only a few cells, demonstrating impaired stemness and proliferative capabilities. Moreover, CD24+ cells exhibited spontaneous senescence, with up to 40% of cells staining positive for senescence-associated β-galactosidase (SA-β-gal) after only 14 days in culture, while CD24- cells continued to proliferate (Fig. 6E).

**Fig. 6:**
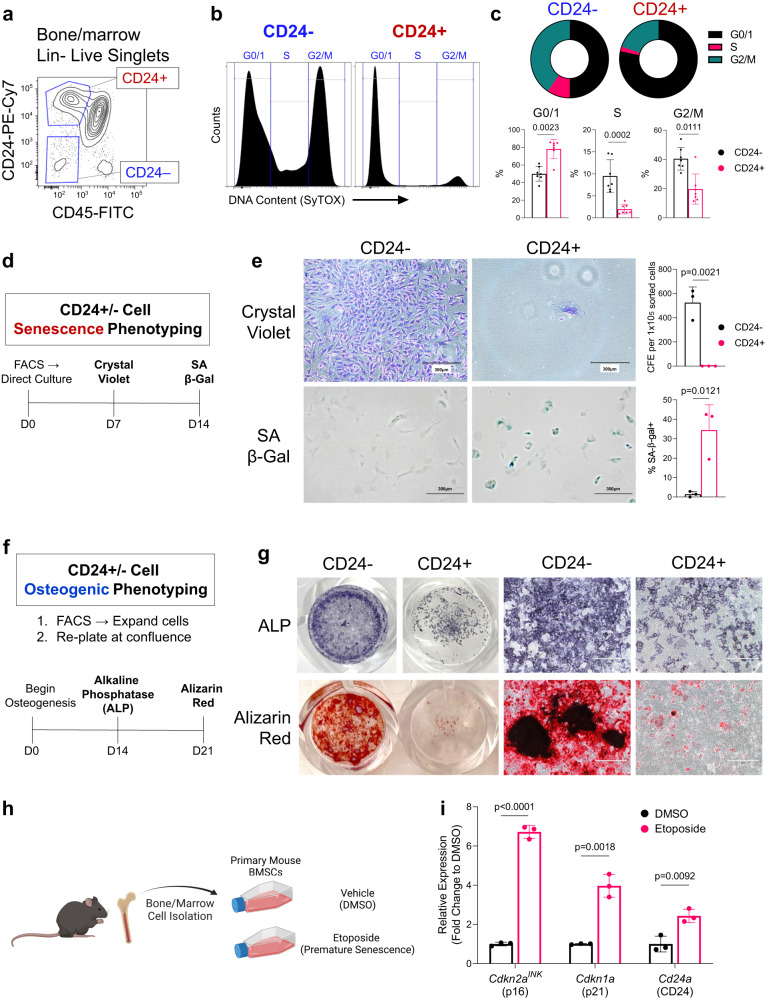
Isolated CD24+ bone stromal cells exhibit functional characteristics of senescence and impaired osteogenesis. **a** Gating strategy for FACS isolation of CD24+ and CD24− skeletal stromal cells from Lin-depleted bone/marrow cell suspensions; **b** Gating strategy and **c** quantification of cell cycle analysis of CD24+/− cells (*n* = 7 mice); **d** Outline of in vitro senescence phenotyping of CD24+/− cells; I Brightfield images and quantification of colony formation efficiency (CFE) assay and SA-β-gal staining of CD24- and CD24+ cells after 7 or 14 days in culture, respectively (*n* = 3 mice); **f** Outline of osteoblast differentiation assays of CD24+/− cells; **g** CD24- and + cell monolayers stained with either alkaline phosphatase (ALP) or Alizarin Red after 14 and 21 days in culture, respectively. Accompanying high magnification images are 20X (*n* = 3 mice); **h** Schematic of in vitro etoposide-induced senescence of BMSCs; **I** MRNA levels of *Cdkn2a*^*INK*^ (p16), *Cdkn1a* (p21), and *Cd24a* (CD24) from BMSCs treated with vehicle (DMSO) or etoposide (*n* = 3 mice). Schematic in (**h**) was generated using BioRender. Scale bars represent 750 μm. Bars show mean ± SD (**c**, **e**). Two-sided unpaired t-test or Mann–Whitney test as appropriate; (**i**) Multiple two-sided t tests with Holm–Sidak Correction. Source data are provided as a Source Data file.

Although co-expressed with osteogenic markers in both scRNA-seq and CyTOF data, it remains unclear if CD24+ cells have osteogenic capabilities. Thus, we induced osteogenesis in both CD24+ and CD24- cells (Fig. 6F), finding that CD24+ cells have limited osteogenic potential (Fig. 6G). CD24- cells underwent robust osteogenesis, staining strongly for alkaline phosphatase (ALP), a measure of osteoblast differentiation, and Alizarin Red, which stains mineralized nodules. In comparison, CD24+ cells exhibited impaired ALP and Alizarin Red staining, even with sufficient cell numbers (Fig. 6G). Interestingly, these in vitro findings are consistent with the in vivo pseudotime analysis in Supplementary Fig. 6A which shows that the CD24+ osteolineage cells formed their own bifurcation distinct from the typical differentiation of BMSCs to late osteoblasts and osteocytes. We acknowledge, however, that the impaired differentiation of the CD24+ cells could also be due to their post-mitotic status, although these cells not only exhibited impaired osteogenic capabilities but were highly positive for the senescence marker, SA-β-gal.

In various cancers, CD24 serves as a stress marker indicative of tumor burden, rather than a cell-specific marker^86–88^, which led us to test if CD24 may serve a similar role in senescence. We found that CD24 is induced in the senescence program, as in vitro etoposide-induced senescence of BMSCs led to elevated *Cd24a* expression, alongside *Cdkn2a* (p16) and *Cdkn1a* (p21) (Fig. 6H–I). Taken together, these data demonstrate that CD24+ stromal cells exhibit functional characteristics of senescence and impaired osteogenesis, and CD24 may label cells prone to senescence and senolytic clearance due to its upregulation during the onset of senescence.

## Discussion

As senescent cells cannot be defined by a singular marker^89^, the identification of these cells in vivo has been impeded by technical limitations. Here, we provide an approach to identify and characterize in vivo senescent mesenchymal cells using multiplexed cellular profiling by CyTOF. Using a methodically validated antibody panel, we dissected senescent cell heterogeneity and defined specific cell populations fulfilling major requirements for senescence. We then applied this definition to aging skeletal cell populations to provide insights into the identity and characteristics of senescent mesenchymal cells in the bone microenvironment, uncovering physiologically relevant cell types that are targeted by senolytic treatments we previously demonstrated to be effective in preventing age-related bone loss in mice^16^.

Although long-established as a marker of senescence, we found that p16 expression labels a diverse set of cells with both senescent and non-senescent properties. This finding is entirely consistent with recent findings using highly sensitive p16^Ink4a^ reporter mice (INKBRITE)^39^, although we provide important complementary data at the protein level to the transcriptional data in the previous study. Specifically, similar to our finding of p16 protein expression in both Ki67 negative and positive bone and marrow mesenchymal cells, in the INKBRITE p16^Ink4a^ reporter mice, p16^Ink4a^ was also expressed in both proliferating and non-proliferating lung fibroblasts. Importantly, and entirely consistent with our findings showing an inverse association between p16 and Ki67 protein expression (Fig. 2D–F; Supplementary Fig. 3B), high p16^Ink4a^-expressing fibroblasts from the INKBRITE mice had lower proliferative capacity than low p16^Ink4a^-expressing cells^39^. Collectively, these findings indicate that there is a spectrum of p16^Ink4a^ RNA and protein expression in vivo, with high expression associated with growth arrest and the full senescent phenotype.

Our finding that BCL-2 co-expression is required to define senescent p16+ cells that are also growth-arrested (Ki67-) aided in our further defining of senescent skeletal cell types, without additional noise through comparing total p16 positivity. Moreover, our strict validation of the p16 antibody for antigen specificity, sensitivity, and biological signal permitted the in-depth characterization of these cells. The application of this CyTOF panel therefore could advance the study of senescence in various murine disease states without the need for genetic reporters.

Like p16+ cells, p21+ cell subsets positive for BCL-2 were associated with age in skeletal mesenchymal cells, even though total p21+ cells were not. Although this was unexpected, as p21 has long been established as a marker for senescence^29,90–92^, this further exemplifies the ability of BCL-2 co-expression to define senescent cells. Furthermore, although this work focused on p16KB cells due to their higher abundance, greater association with age, and previous studies demonstrating beneficial skeletal effects in aged mice of clearing p16+ cells^16^ it will be of interest for future studies to define the function of p21KB cells in skeletal aging. Recent work has demonstrated that p21+ senescent cells are causal to radiation-induced bone loss, while p16+ senescent cells are dispensable^93^. These data suggest the hypothesis that, in bone (and perhaps in other tissues), p16KB cells contribute to age-related senescence, while p21KB cells, albeit still senescent, may have more of a prominent role in acute senescence caused by injury. This is supported by recent work demonstrating that p21 expression is upregulated in bone fracture, with its highest expression immediately following injury, and then waning as p16 upregulation emerges^94^.

Along with verification of senescence in osteocytes, as shown previously, our work also establishes CD24^high^ osteolineage cells as a previously uncharacterized senescent skeletal cell population in aged mice, which we characterized both in vivo and in vitro. Isolated CD24+ cells exhibited an enrichment of senescent cells and had limited osteogenic capabilities. In vivo, we found that the CD24^high^ osteolineage cells had a marked upregulation of SASP factors, and clearance of these cells resulted in an increase in early osteoblast lineage cells, consistent with our previously observed effects of senescent cell clearance on improving bone formation in aged mice^16^. Notably, as revealed by our CITE-Seq analyses, the expression of early (*Runx2*), mid (Sp7), and late (*Bglap*) osteogenic genes within CD24+ cells clouds whether these cells are progenitors or late osteogenic cells, or perhaps a heterogeneous mix of cells at various stages of osteoblastic differentiation. Along these lines, we cannot exclude the possibility that genetic senolysis preferentially removes cells of the osteoblast lineage at the terminal stage of differentiation, regardless of CD24 status, resulting in the elimination of late osteoblastic cells expressing CD24 (although osteocytes do not appear to express CD24, Supplementary Fig. 5C). Thus, additional in vitro and in vivo studies are needed to further define the regulation of CD24 expression in senescent osteolineage cells as well as possible paracrine effects of these CD24 osteolineage cells on osteoblasts as well as osteoclasts and other cells in the bone microenvironment, including adipocytes and hematopoietic cells.

CD24 is a cell-surface marker with established roles in stress and immune signaling^86,87,95–98^, yet ours is the first work, to our knowledge, to implicate CD24 in senescence in vivo. In cancer, CD24 expression is strongly associated with reduced life expectancy and is used as a diagnostic marker for patient prognosis^88^. Therefore, based on the evidence presented here, it is plausible that this role of CD24 is conserved in senescent cells, and CD24 expression may have potential as a diagnostic marker for senescence. It is important to note, however, that as the senolytic effect was exclusive to non-hematopoietic cells (Fig. 5E–G) and CD24 is expressed on many immune cell types (particularly B-cells)^79,98^, its application to detect senescent cells will likely only apply to mesenchymal cells. The advantage compared to current senescence biomarkers (p16, p21) is that CD24 is a cell surface protein, which permits simultaneous mesenchymal cell purification alongside tracking, targeting, and sorting live senescent cells through cytometric methods. Thus, the implementation of this marker may have important implications for pre-clinical senolytic screens in murine models, and perhaps even validation of senolysis in human clinical studies. We acknowledge, however, that additional studies are needed to evaluate the potential role of CD24 in marking senescent cells in other tissues beyond the bone microenvironment and across species. Moreover, senolytics potentially targeting CD24-expressing cells would require careful evaluation as non-senescent CD24+ cells may also have beneficial effects across tissues.

An important feature of our study is that it builds upon transcriptomic studies through investigating protein expression, which has several advantages: protein is more stable and has a longer half-life than RNA^99–102^, protein expression is more conserved than mRNA among species^103^, and mRNA transcription does not necessarily predict protein translation^101,104^. Therefore, the application of CyTOF, perhaps even in combination with scRNA-seq, allows for the rigorous investigation of senescent cells at the single-cell resolution. Importantly, our validation of CyTOF antibodies, particularly p16, and p21, provides confidence that this panel can reproducibly detect senescent cells in various applications. We expect that this established workflow can be utilized to delineate tissue-specific senescent cell identities and overcome the technical challenges of senescent cell handling and antibody specificity.

We acknowledge the potential limitations of our study. Specifically, CyTOF relies on a pre-specified panel of antibodies, which limits the exploration of further populations. This prevented the inclusion of additional markers, e.g. for cell identity^105–107^ and senescence^89,108,109^. We also acknowledge that there may well be further heterogeneity within our working classification of bone/marrow mesenchymal cell populations. Specifically, the factors defining CD24+ osteolineage subpopulations (e.g., CD24^high/low^ osteolineage and CD24+Osterix+) remain unclear, and it will be important to further characterize markers that can identify CD24+ subsets that are highly susceptible to senescence and senolytic clearance. However, in addition to being consistent with the existing literature on the identity of these cell populations, this classification does provide a useful framework for the subsequent analyses focusing on senescent cells by at least providing a provisional identity to these cells. We sought to address this limitation with the inclusion of scRNA-seq analysis, and we observed similarly clustered populations with both analyses. Nonetheless, it will be of interest to define newly discovered senescence markers and cell types, particularly those difficult to isolate in suspension (e.g., deeply embedded osteocytes), as our understanding of the aging bone microenvironment advances further. Finally, it is important to acknowledge that our characterization of p16KB and p21KB senescent cells applies only to mesenchymal cells; whether “senescent” immune cells exhibit similar characteristics or not remains to be defined.

In summary, we provide an approach to define senescent cells in vivo at the single-cell level using multiplexed protein profiling by CyTOF. Importantly, our definition of senescent cells is entirely consistent with a recent consensus from the ICSA^56^ and includes p16 or p21 positivity, growth arrest, upregulation of anti-apoptosis pathways, expression of a SASP, evidence of DNA damage, and virtual absence in youth with a marked increase with aging – all of which we defined within the same cells. From a translational perspective, we provide a deeper characterization of specific cell types targeted by senolytic clearance, including identifying a specific CD24^high^ osteolineage population, thereby facilitating the ultimate goal of defining better targets and approaches for the treatment of osteoporosis. In addition, the unique property of BCL-2 to identify true aging-specific senescent cells strongly support the development of new BCL-2 (and perhaps other BCL-related protein) inhibitors with optimized side-effect profiles to specifically target aged senescent cells for clearance. Finally, our work also points to the potential utility of CD24 for the identification and tracking of senescent cells in the bone microenvironment and perhaps in other tissues as a tool to evaluate the efficacy of senolytic treatments.

## Methods

### Animals

All animal studies were performed under protocols approved by the Institutional Animal Care and Use Committee (IACUC), and experiments were performed in accordance with Mayo Clinic IACUC guidelines. Mice were housed in ventilated cages and maintained within a pathogen-free, accredited facility with constant temperature (25 °C), 30–70% humidity, a twelve-hour light/dark cycle, and access to food and water *ad libitum*. Mice used included *INK-ATTAC*^12^, *C57BL/6N* Wild Type (WT), p16 luciferase reporter mice (*p16*^*Luc*^)^38^, Runx2-Cre^110^, and TdTomato (B6;129S6-Gt(ROSA)26Sor^tm9(CAG-tdTomato)Hze^/JAi9; JAX #7909) mouse models. Two ages were used for all studies: Young-6 month, and old-24 month. All young mice were untreated. Old *INK-ATTAC* mice were randomized by weight for treatment with either vehicle (4%ETOH 10%PEG-400 and 2%Tween) or 10 mg/kg AP dissolved in vehicle, administered subcutaneously twice weekly for two weeks. Old C57BL/6 N mice were randomized by weight for treatment with vehicle (10% EtOH, 30% PEG-400, 60% Phosal-50) or Dasatinib + Quercetin (D + Q) (Dasatinib 5 mg/kg and Quercetin 50 mg/kg) dissolved in vehicle, administered by oral gavage for three consecutive days and harvested at two weeks post-treatment. Each cohort consisted of the following groups: *INK-ATTAC*: Young (*n* = 15; 10 female, 5 male), Old + Vehicle (*n* = 12; 6 female, 6 male), Old + AP (*n* = 13; 6 female, 7 male). C57BL/6 N: Young (*n* = 17; 10 female, 7 male), Old + Vehicle (*n* = 15; 8 female, 7 male), Old + D + Q (*n* = 16; 10 female, 8 male). In comparisons of young versus old mice, Old + Vehicle mice were used, for reduction purposes. To our knowledge, there are no effects of vehicle administration for either treatment on aging, senescent, or skeletal outcomes. For CD24 cell isolation and scRNA-seq studies, 24-27-month untreated male and female INK-ATTAC mice were used, with sexes indicated in figure legends per experiments.

### Consideration of sex as a biological variable

Per NIH guidelines^111,112^, we studied both female and male mice. In order to test for possible effects of sex on our primary endpoints^113^, we performed 2-way ANOVA tests on several important parameters of aging and senolytic treatment (Supplementary Table 1). We found that neither sex alone nor the interaction between sex and age was significant, indicating that these cellular effects of aging or senolytic treatment are not dependent on sex. Thus, both males and females were analyzed together.

### Dissociation and purification of mesenchymal cells from skeletal tissue

Mice were euthanized according to standardized and approved IACUC protocols. Femurs and tibiae were isolated, cleaned of soft tissue, cut at both ends, and marrow centrifuged out of the diaphyses and metaphyses into a collection tube. Marrow was resuspended in 1 mg/mL Liberase DL (Sigma) diluted in FACS buffer (0.5% BSA [Sigma] in PBS) and digested at 37 °C for 30 min to increase yield of stromal cells released from the vasculature fraction as previously described^33^. Diaphyses and metaphyses cleared of bone marrow were gently crushed, rinsed in PBS, and then digested in 300 Units/mL of Collagenase IA (Sigma), diluted in MEM α (ThermoFisher), 3 times for 25 min each. Bone and marrow solutions were then combined and treated with RBC lysis buffer (ThermoFisher) to clear erythrocytes. The sample was then depleted of cells expressing hematopoietic lineage markers (CD5, CD45R [B220], CD11b, Gr-1 [Ly-6G/C], 7–4, and Ter-119) using Magnet Assisted Cell Sorting (MACS) and the Lineage Cell Depletion Kit (Miltenyl Biotec).

### Cell culture

Primary mouse BMSCs were generated from 6-month-old C57BL/6 N mice by digesting freshly dissected femurs and tibias 3 times for 25 min each, followed by RBC lysis, as described above. After expansion in growth media (DMEM [ThermoFisher] + 15% FBS [Gemini Bio-Products] + 1X Antibiotic/Antimycotic [ThermoFisher] + 1X Gentamicin [Sigma]) in hypoxic condition (2% O2), BMSCs were seeded at 4 × 10^4^ cells/cm^2^ in 75cm^2^ flasks and treated for 48 h with either vehicle (0.1% DMSO [Sigma]) or 20uM of etoposide (MilliporeSigma, St. Lous, MO) dissolved in vehicle, followed by maintenance in growth media for 6 days. Cells were then dissociated using Trypsin-EDTA (Gibco) and processed for CyTOF. CD24- and + cells were maintained in the same growth media, as described above. For osteogenesis experiments, CD24- and + cells were seeded at 2 × 10^4^ cells/cm^2^ in 96-well plates, upon which media was changed to osteogenic medium (MEM α + 10% FBS + 1X Anti/Anti + 10 mM β-Glycerophosphate [Sigma] + 50 mg/ml Ascorbic Acid [Sigma]) and differentiated until the indicated time point, changing media every 48 h. U2OS cells were maintained in normoxic conditions (5% O_2_) in 75 cm^2^ flasks in DMEM + 10% FBS + 1X Antibiotic/Antimycotic and seeded at 2 × 10^4^ cells/cm^2^ in 6-well plates for transfection. Expression constructs were transfected into U2OS cells using 1.5 μg of DNA and 4.5 μL FuGENE 6 Transfection Reagent (Promega) per well. DNA-FuGENE mixtures were combined in Opti-MEM (ThermoFisher), then added dropwise to U2OS cells. After 24 h, cells were lifted using Trypsin-EDTA and processed for CyTOF, while separately lysing 10% of each cell sample in QIAzol for qPCR validation.

### p16 expression vector construction

The pcDNA5/TO-p16ink4a plasmid was constructed by cloning the open reading frame of mouse p16^Ink4a^ into the BamHI site of pcDNA5/TO (Promega, Madison, WI).

### CyTOF processing

Custom conjugated antibodies were generated in-house through the Mayo Clinic Hybridoma Core using Maxpar X8 Ab labeling kits (Standard BioTools) according to the manufacturer’s protocol. Conjugated antibody concentrations were measured by absorbance at OD280nm and then normalized to a 5 μg/μL stock concentration. Isolated cells were resuspended in 1 mL of Cell Staining Buffer (CSB) (Standard BioTools) and incubated for 5 min with 0.5 µm Cisplatin solution (Standard BioTools) in PBS. Samples were then washed twice with CSB. An antibody cocktail of the entire phenotyping panel (individual antibodies used, including the p16 antibody [EPR20418, ab232402, Abcam], and their dilutions are listed in Supplementary Table 3) was prepared as a master mix prior to adding 50 µL of cocktail to samples resuspended in 50 µL of CSB. Samples were then incubated at room temperature for 45 min. Samples were washed twice and then fixed with 2% PFA (Standard BioTools) in PBS. After fixation and wash, samples were resuspended in 30 nM intercalation solution (Standard BioTools) and incubated overnight at 4 °C. On the following morning, cells were washed with PBS and resuspended in a 1:10 solution of calibration beads and cell acquisition solution (CAS) (Standard BioTools) at a concentration of 0.5 × 10^6^ cells/mL. Prior to data acquisition, samples were filtered through a 35 µm blue cap tube (Falcon). The sample was loaded onto a Helios CyTOF system (Standard BioTools) and acquired at a rate of 200–400 events per second. Data were collected as.FCS files using the Cytof software (Version 6.7.1014). After acquisition, intra-file signal drift was normalized to acquired calibration bead signal using Cytof software.

### CyTOF data analysis

#### Initial processing and clustering

Cleanup of cell debris–including removal of beads, dead cells, and doublets–and negative selection of CD45+ cells was performed (Supplementary Fig. 2G) using Cytobank software^114,115^. Visual representation of CD45- single-cell data was achieved using UMAP^116^ (15 neighbors, 0.01 minimum distance, outliers collapsed), and viSNE mapping (5,000 iterations, 100 perplexity, 0.5 theta), the latter of which is based on the t-Distributed Stochastic Neighbor Embedding (t-SNE) algorithm^117^. FlowSOM clustering was performed within Cytobank (hierarchical consensus, 10 iterations) and cluster labels were assigned using established literature on skeletal cell types (Table 1), with relative marker intensities per cluster visualized by heatmap. FCS files were exported, concatenated in R, then re-uploaded for visualization of merged populations. Quantified values were exported to Graphpad Prism 8 to construct plots and perform statistical analyses.

#### CITRUS analysis

CITRUS analyses^118^ were performed in Cytobank using the Significance Analysis of Microarrays (SAM) correlative association model. Nearest Shrunken Centroid (PAMR) and L1-Penalized Regression (LASSO via GLMNET) predictive association models were run simultaneously to analyze model error rates to confirm the validity of the statistical model. For the CITRUS assessment of median expression changes, cells were clustered by identification markers and statistics channels included all functional markers; for the assessment of abundances, all markers were used for clustering. All CITRUS analyses used the following settings: 2000 events samples per file, 2% minimum cluster size, 5 cross-validation folds, and 5% false discovery rate (FDR).

#### Pseudotime

Exported FCS files from Cytobank were imported into R using the CytoTree package (v1.0.3)^119^. Briefly, samples were merged per condition and clustered into minimum spanning trees for cell trajectory inference. Pseudotime calculation was performed by defining root clusters based on expression of stem cell markers (CD146, Sca-1, PDGFRα, Nestin, LeptinR). Representation of pseudotime was performed using diffusion mapping, along with density and trajectory plots.

### Fluorescence-assisted cell sorting (FACS)

Single-cell suspensions of mesenchymal skeletal cells were prepared, as described above. Samples were incubated with anti-mouse CD45-FITC at 1:400 dilution in FACS buffer at 4 °C for 20 min in the dark. Depending on the experiment, cells were also stained with TotalSeq-B0212 anti-mouse CD24 antibody (Biolegend) (CITE-Seq) or CD24-PECy7 (Biolegend) (CD24- and + cell isolation) at 1:400 dilution. Cells were then incubated with SYTOX blue at 1:4000 for 5 min, spun down at 300xg for 5 min at 4 °C, then resuspended in FACS buffer at 1 × 10^7^ cells/mL and analyzed on a FACS Aria II (BD Biosciences). Unstained and single-color-stained controls were used for compensation and to control the gating strategy. Post-run flow cytometry data was analyzed and visualized with Cytobank software.

### CITE- and scRNA-seq library preparation

Live Lin-CD45- cells, isolated by FACS, were washed twice in 1x PBS + 0.04% BSA and immediately submitted to the Mayo Clinic Genome Analysis Core for single-cell sorting. The cells were counted and measured for viability using the Vi-Cell XR Cell Viability Analyzer (Beckman-Coulter). The Chromium Next GEM Single Cell 3’ Library and Gel Bead Kit (10x Genomics) was used for cDNA synthesis and standard Illumina sequencing primers and a set of unique i7 Sample dual indices (10x Genomics) were added to each cDNA pool. All cDNA pools and resulting libraries were measured using Qubit High Sensitivity assays (Thermo Fisher Scientific) and Agilent Bioanalyzer High Sensitivity chips (Agilent). Pooled libraries were then sequenced on Illumina NextSeq 2000 at 40,000 and 50,000 fragment reads/samples following Illumina’s standard protocol on a P2 flow cell. The P2 flow cell was sequenced at 100 × 2 paired-end reads using a NextSeq P2 sequencing kit, NextSeq Control Software v1.4.1 and base-calling was analyzed using Illumina’s RTA version 3.4.4. 10X Genomics Cell Ranger Single Cell Software Suite (v6.0.0) was used to demultiplex raw base call (BCL) files generated from the sequencer into FASTQ files. The pipeline input FASTQ files for each sample to perform alignment to the reference genome, filtering, barcode counting, and UMI counting.

### CITE- and scRNA-seq analysis

Seurat package (v4.0)^120^ was used in R to perform integrated analyses of single cells. Genes expressed in <3 cells and cells that expressed <200 genes and >20% mitochondria genes were excluded for downstream analysis in each sample. Each dataset was SCTransform-normalized and the top 3000 Highly Variable Genes (HVGs) across cells were selected. The datasets were integrated based on anchors identified between datasets before Principal Component Analysis (PCA) was performed for linear dimensional reduction. Shared Nearest Neighbor (SNN) Graph were constructed to identify clusters on the low-dimensional space (top 30 statistically significant principal components (PCs). Enriched marker genes in each cluster conserved across all samples were identified. An unbiased clustering according to the recommendations of the Seurat package was used with a resolution of 0.8. For Uniform Manifold Approximation and Projection for Dimension Reduction (UMAP) calculations, the RunUMAP function (dims = 1:40, reduction = “pca”) was utilized, and both DimPlot (Seurat) and plot_density (Nebulosa) used for plotting. The CellChat^121,122^ package was utilized for secretory signaling analyses.

### Immunofluorescent staining

Femurs from 6-month-old *Runx2-Cre x TdTomato* mice were fixed in 4% paraformaldehyde (PFA) at 4 °C for 72 h under gentle agitation. Bones were decalcified in 10% EDTA for 2 weeks at 4 °C under gentle shaking agitation, followed by incubation in 30% sucrose for 3 days at 4 °C. Samples were embedded in Cryomatrix (ThermoFisher Scientific, Wilmington, DE) and flash frozen in liquid nitrogen and stored at −80 °C. 7 μm-thick cryosections were prepared for fluorescent imaging. Bone sections were stained with anti-mouse CD24 antibody (Biolegend) at 1:50 dilution at 4 °C overnight, followed by anti-Rat-FITC secondary antibody at 1:200 for 1 h at room temperature. Slides were then mounted with ProLong Antifade (ThermoFisher) and imaged on an LSM 980 Airyscan 2 confocal microscope (Carl Zeiss Microscopy) at 63X magnification.

### In vitro senolysis assay

Single-cell suspensions of bone and marrow cells from 24-month-old INK-ATTAC mice (*n* = 4 males) were prepared as described above for CyTOF experiments, followed by subsequent depletion of hematopoietic (CD45) and immune (Lin) cells by MACS. Cells were plated in duplicate in 96-well low-adherence plates (Corning) and treated with either vehicle (EtOH) or AP20187 (1 μM) for 24 h at 37 °C. Cells were then washed with PBS and stained for 15 min in Annexin V Binding Buffer (Biolegend) in the dark at 4 °C with Annexin V-Alexa 647 (Biolegend) at a 1:20 dilution, CD24-PE-Cy7 at 1:400 dilution, and SyTOX Blue at 1:4000 dilution. Cells were then analyzed by flow cytometry, with apoptotic cells defined by percent Annexin V positive.

### Cell culture staining

#### SA-β-Gal

To assess senescence in vitro, cellular SA-β-Gal activity was measured as described previously^94^ using the Cell Signaling Technology Senescence β-Galactosidase Staining Kit. Briefly, CD24+ or – cells were seeded on 8-well chamber slides at 1 × 10^4^ cells/cm^2^ and allowed to grow for 14 days. Cells were then washed in PBS (pH 7.4) and fixed with 1X fixative solution for 5 min, then washed three times using PBS. Cells were then incubated in 1X SA-β-Gal staining solution at 37 °C for 16 hr. Cells were washed in ice-cold PBS and mounted with DAPI ProLong (ThermoFisher) staining nuclei for cell counting. In blinded fashion, ten images per well were taken from random fields using fluorescence microscopy (Nikon Eclipse Ti) and SA-β-Gal-positive cells were counted and reported as a percentage of total cells.

#### Crystal violet

CD24- and + cells were seeded directly from FACS-mediated isolation into 25cm^2^ flasks and allowed to grow for 7 days. Cells were then washed in PBS and fixed in 4% PFA for 20 min. Fixed cells were washed again with PBS and stained with 1% crystal violet in 20 % ethanol for 20 min. Excess dye was removed by washing with distilled water (dH_2_0) and images were acquired upon drying. Colony forming efficiency (CFE) was determined for each sample by counting colonies containing over 50 cells, then dividing by total sorted cells.

#### Alizarin red and alkaline phosphatase

Cells were washed with PBS then fixed with 4% PFA for 10 min. For Alkaline Phosphatase (ALP) analysis, the fixed cells were stained with 1-Step NBT/BCIP Substrate Solution (ThermoFisher) in the dark for 30 min. To detect mineralization, cells were fixed in 4% PFA and stained with Alizarin Red (Millipore) for 30 min; both stains were washed with dH_2_0 and let dry before imaging.

### Quantitative real-time polymerase chain reaction (qPCR) analysis

Total RNA was extracted according to the manufacturer’s instructions using QIAzol Lysis Reagent. Purification with RNeasy Mini Columns (QIAGEN, Valencia, CA) was subsequently performed. On-column RNase-free DNase solution (QIAGEN, Valencia, CA), was applied to degrade contaminating genomic DNA. RNA quantity was assessed with Nanodrop spectrophotometry (Thermo Fisher Scientific, Wilmington, DE). Standard reverse transcriptase was performed using High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems by Life Technologies, Foster City, CA). Transcript mRNA levels were determined by qRT-PCR on the ABI Prism 7900HT Real-Time System (Applied Biosystems, Carlsbad, CA), using SYBR green (Qiagen, Valencia, CA). The mouse primer sequences, designed using Primer Express Software Version 3.0 (Applied Biosystems), for the genes measured by SYBR green are provided in Supplementary Table 2. Input RNA was normalized using two reference genes (*Actb*, *Gapdh*) from which the most stable reference gene was determined by the geNorm algorithm. For each sample, the median cycle threshold (Ct) of each gene (run in triplicate) was normalized to the geometric mean of the median Ct of the most stable reference gene. The delta Ct for each gene was used to calculate the relative mRNA expression changes for each sample. Genes with Ct values > 35 were considered not expressed (NE), as done previously^6^.

### Statistics & reproducibility

In-text results and bar plots are mean ± standard deviation. Box plots show median and interquartile range, and error bars represent minimum and maximum values. Sample sizes were determined based on previously conducted and published experiments^16,94^ in which statistically significant differences were observed among various senescence and skeletal parameters in response to aging or senolytic treatment. Animal numbers are indicated in the figure legends, and all samples presented represent biological replicates. No data were excluded from the analyses in this study. Mice undergoing treatment were randomized by weight before dosing. We did not exclude mice, samples, or data points from analyses. Non-Gaussian distributions were detected using the Shapiro-Wilk normality test. If the normality or equal variance assumptions for parametric analysis methods were not met (Shapiro-Wilk *p* < 0.05), data were analyzed using non-parametric tests (e.g., Mann–Whitney test). Otherwise, differences between groups were analyzed by parametric tests; figure legends indicate the statistical tests used in each experiment. Statistical analyses were performed using GraphPad Prism (Version 8.0) and R (v4.03). A *p*-value < 0.05 was considered statistically significant. Heatmap values were transformed by subtraction of row mean and dividing by standard deviation, visualized in Morpheus – Broad Institute. Experimental design diagrams and schematics were made using BioRender.com. Venn diagrams were made using Meta-Chart.com.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The CyTOF data generated in this study have been deposited in the Mendeley database under 10.17632/hg7sd7hbk5.2 [https://data.mendeley.com/datasets/hg7sd7hbk5/draft?a=3146d51a-81ab-4453-a602-79dc390f522e]. The scRNA-seq and CITE-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) under accessions GSE237307 and GSE237301, respectively. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Multiparametric senescent cell phenotyping reveals targets of senolytic therapy in the aged murine skeleton
**Source:** Nat Commun. 2023 Jul 31;14:4587. doi: 10.1038/s41467-023-40393-9
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **Multiparametric senescent cell phenotyping reveals targets of senolytic therapy in the aged murine skeleton**

Madison L. Doolittle<sup>1,2</sup>, Dominik Saul<sup>1,2,3</sup>, Japneet Kaur<sup>1,2</sup>, Jennifer L. Rowsey<sup>1,2</sup>, Stephanie J. Vos<sup>1,2</sup>, Kevin D. Pavelko<sup>4</sup>, Joshua N. Farr<sup>1,2</sup>, David G. Monroe<sup>1,2</sup>, and Sundeep Khosla, M.D\*. <sup>1,2</sup>

#### **This PDF file includes:**

Supplementary Figures 1-9

Supplementary Tables 1-3

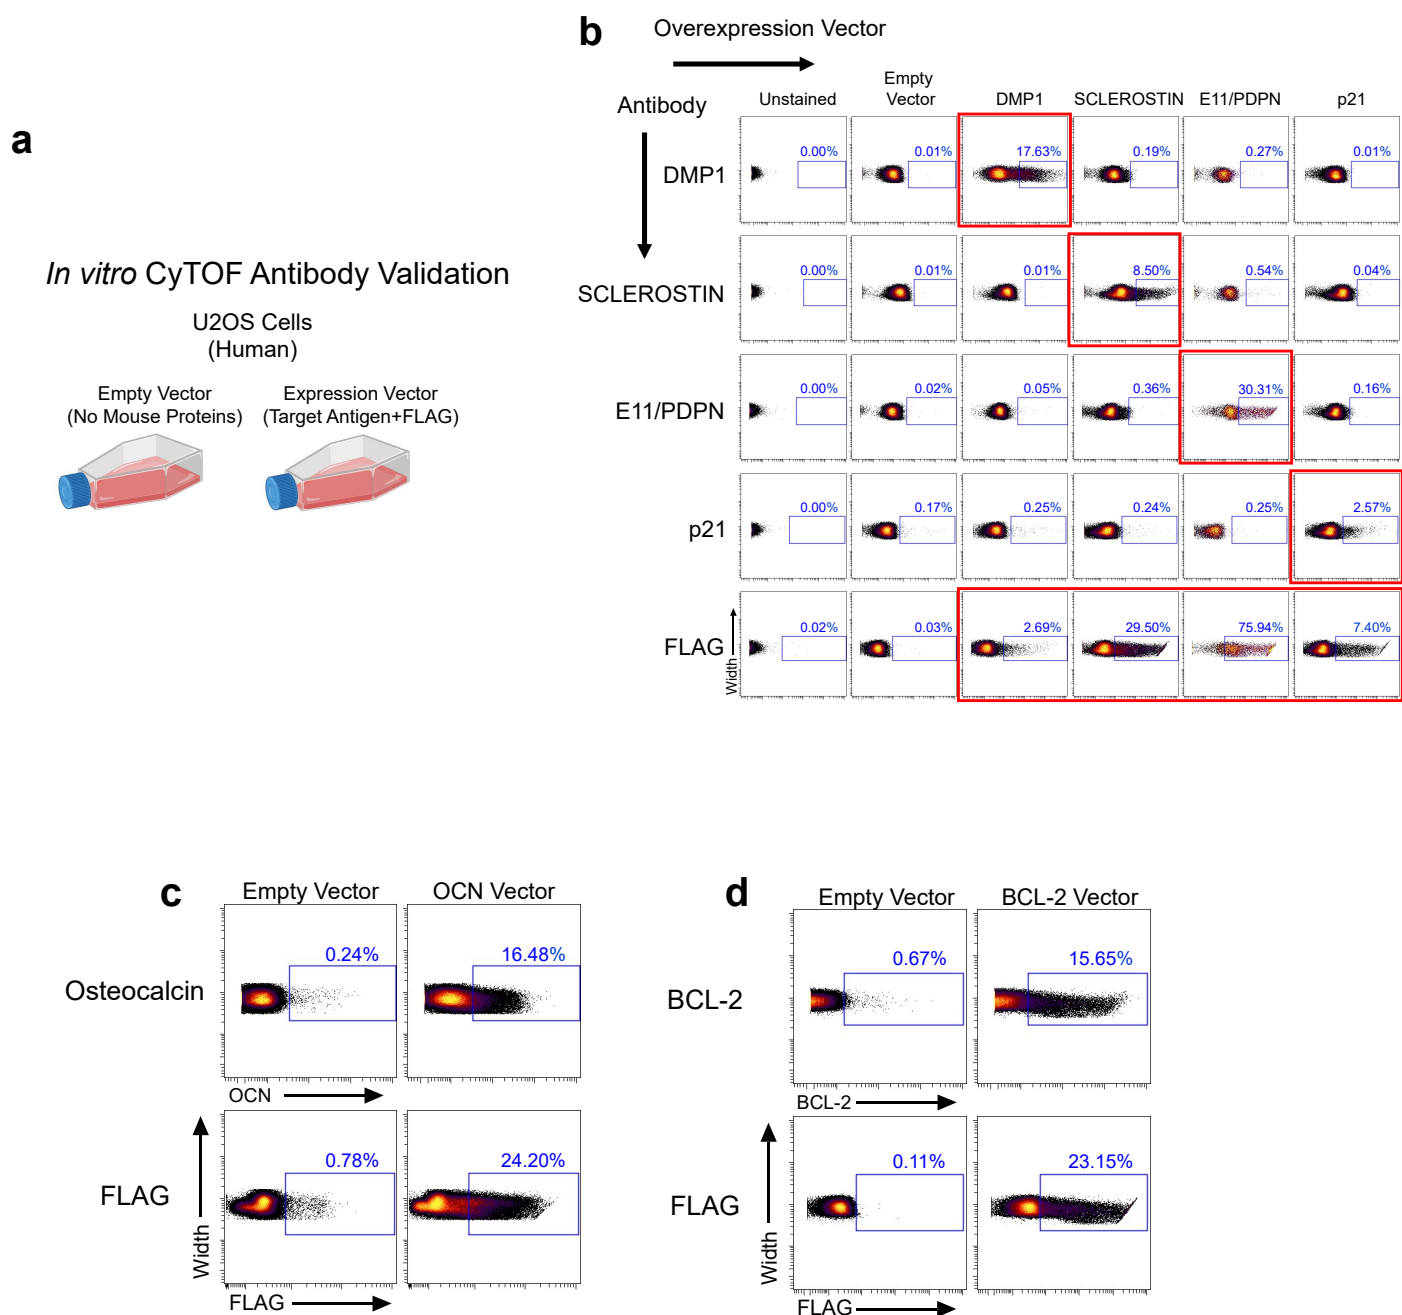

Supplementary Figure 1. Validation of antibodies in CyTOF panel. (a) Experimental workflow of single mouse protein expression in U2OS cells for the testing of CyTOF antibodies; (b) CyTOF plots of several expression tests run simultaneously. Each column is an individual sample, and each row is the antibody being tested. Red boxes demonstrate positive results, where signal is observed in the positive gate (blue box) and not observed in any other channel or sample. FLAG demonstrates successful expression of the DNA plasmid; (c,d) Additional validations of osteocalcin and BCL-2 antibodies by FLAG-tagged expression vectors. Schematic in (a) was generated using BioRender. Source data are provided as a Source Data file.

**a**

| Sample             | Live Cells | Viability | Singlets | CD45-  |
|--------------------|------------|-----------|----------|--------|
| Young Non-Digested | 208,780    | 95.71%    | 107,001  | 3,537  |
| Young Digested     | 292,649    | 95.94%    | 170,988  | 15,817 |
| Old Non-Digested   | 196,045    | 94.49%    | 95,721   | 5,004  |
| Old Digested       | 358,150    | 95.82%    | 191,297  | 7,099  |

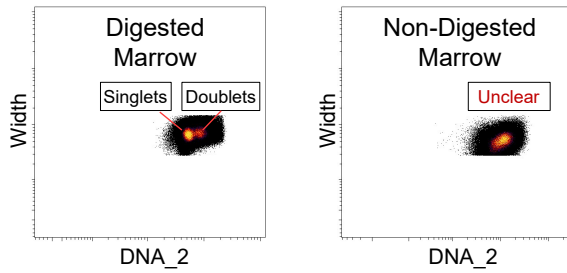**b**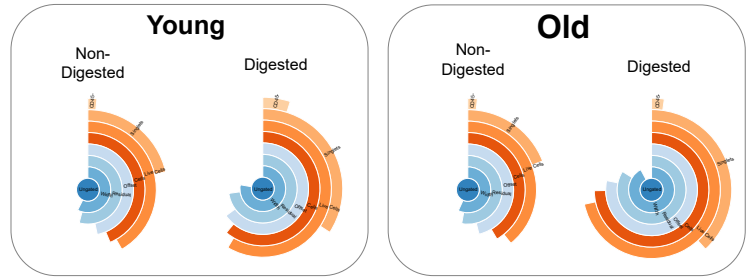**c**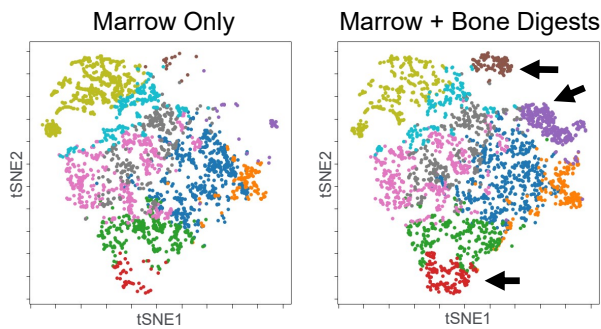**d**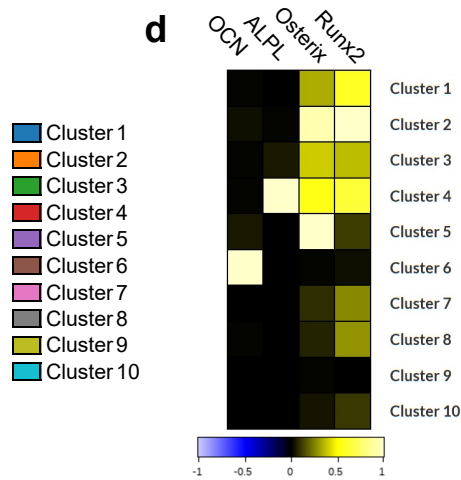**e**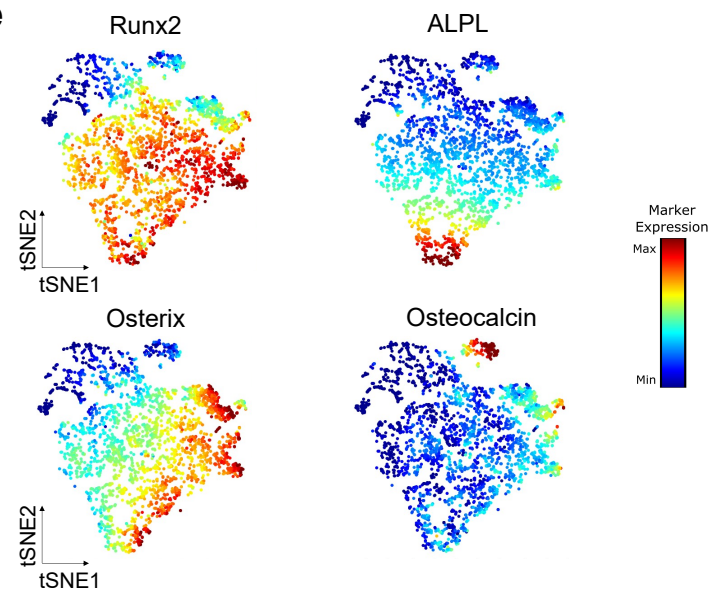**f**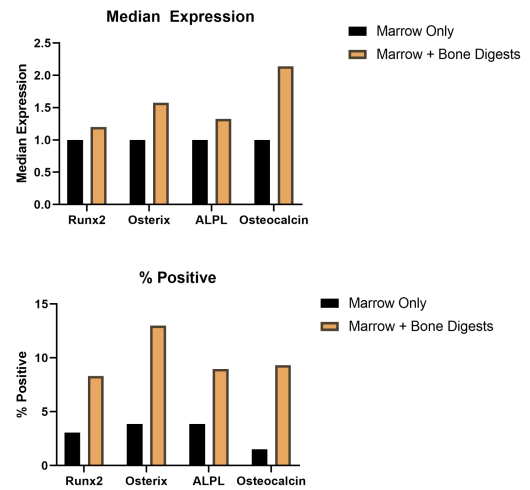**g**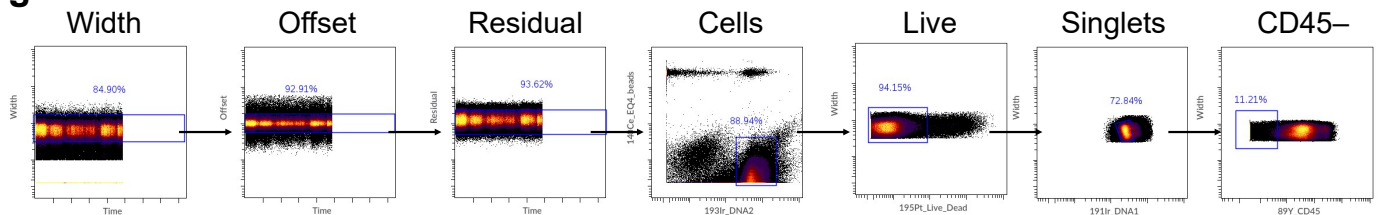

Supplementary Figure 2. Optimization of bone and marrow digestion protocols. (a) Quantification of results and CyTOF plots demonstrating better resolution of singlets and doublets with Liberase digestion (X-axis is DNA content, while Y-axis is width). (b) Sunburst plots from experiments trialing the Liberase digestion of bone marrow samples, demonstrating an increase in yield of total and CD45<sup>-</sup> cells, with a preservation in cell viability; (c) t-SNE plots of samples containing cells from either marrow-only or marrow combined with 3 bone digestions. FlowSOM-clustered cell populations demonstrate an emergence of several clusters, marked by arrows, when adding in cells isolated from digested bone; (d) Heatmap of median expression and (e) feature plots of osteolineage markers across clusters, demonstrating expression of ALPL, Osterix, and Osteocalcin (OCN) in emerging clusters 4, 5, and 6, respectively; (f) Overall median expression and percent-positive values of osteolineage markers, demonstrating an enrichment with cells obtained from digested bone. n=1 mouse per condition. (g) Gating strategy for cleanup and purification of mesenchymal cells from digested bone/bone marrow cell suspensions. Source data are provided as a Source Data file.

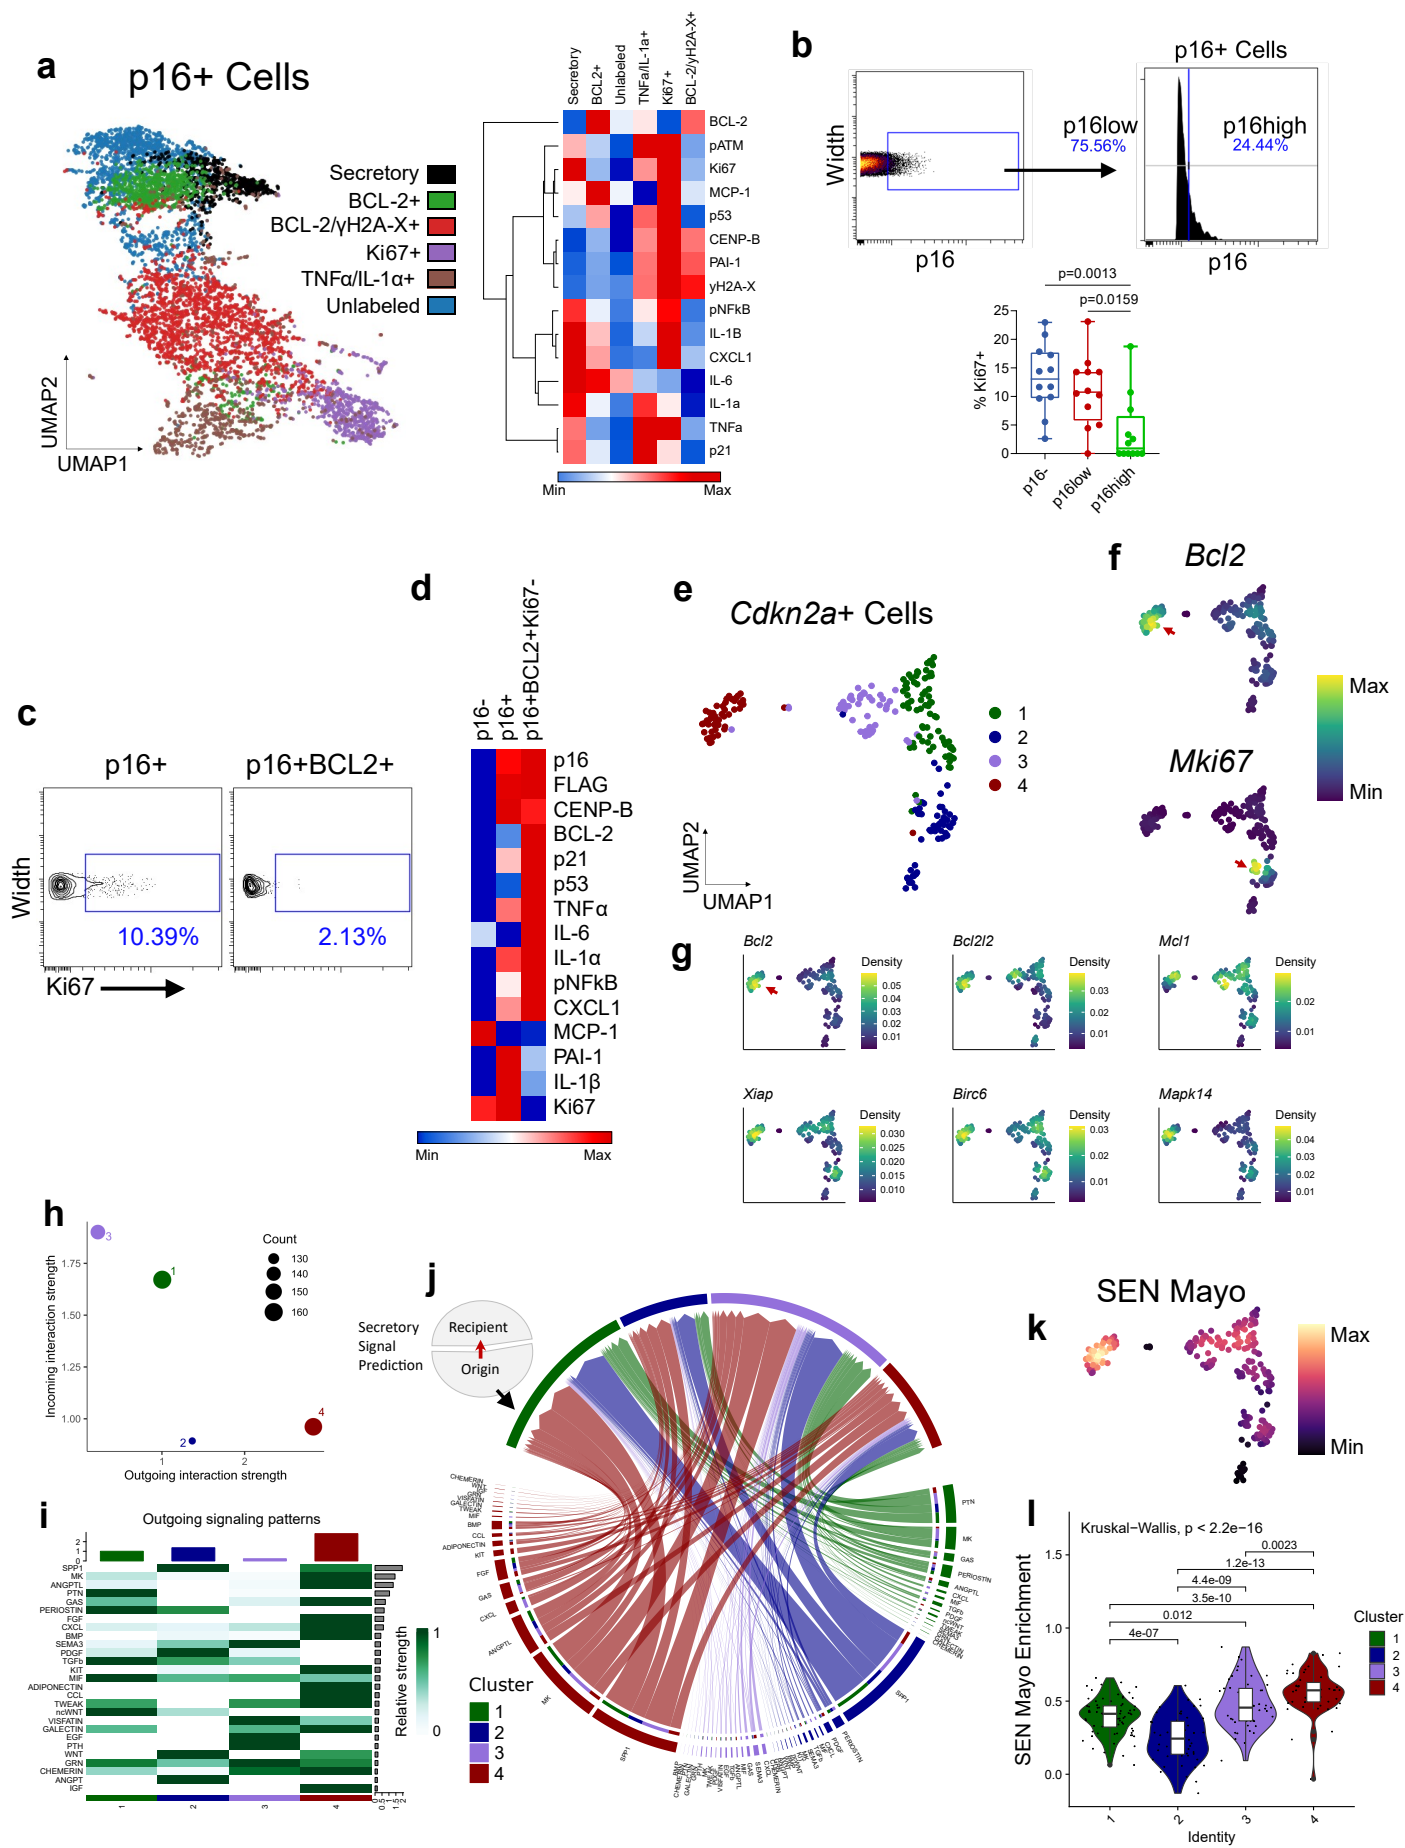

Supplementary Figure 3: (a) UMAP visualization and FlowSOM clustering of p16+ cells from young and old mice (merged) with corresponding heatmap demonstrating senescence panel marker expression in the 6 identified clusters; (b) Gating strategy for p16low and p16high cells, with %Ki67+ for each population below alongside p16- cells. (c) Dot plots of BCL2+ subsetting of p16+ cells demonstrating %Ki67+ cells in each population (blue gate; n=12 old biologically independent animals); (d) Heatmap demonstrating mean expression of SASP markers between p16-, p16+, and p16KB cells; (e) scRNA-seq UMAP visualization of Cdkn2a+ (p16-encoding gene) cells from digested bone and marrow mesenchymal cells; (f) Density expression plots of Bcl2 and Mki67 gene expression within Cdkn2a+ cells; (g) Expression plots of apoptosis resistance genes; (h) Incoming and outgoing secretory interaction strength predictions of clusters within Cdkn2a+ cells; (i) Network centrality scores of outgoing signaling patterns in Cdkn2a+ cells; (j) Chord diagram demonstrating all outgoing and incoming signaling patterns within Cdkn2a+ cells; (k) Enrichment score for SenMayo geneset demonstrated over UMAP visualization and (l) corresponding quantification within Cdkn2a+ cell clusters (each dot represents one cell; n=2 biologically independent animals). Box plots show median and interquartile range with error bars representing minimum and maximum values. (b) One-way ANOVA with Tukey's Multiple Comparisons test. (l) Kruskal-Wallis test with Dunn's test for pairwise comparisons. Source data are provided as a Source Data file.

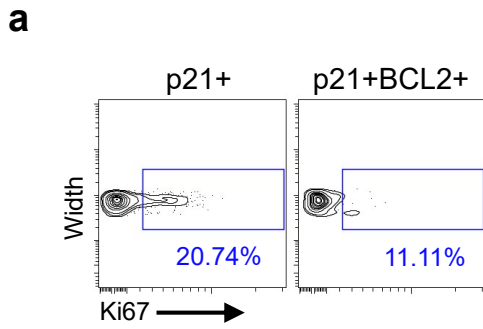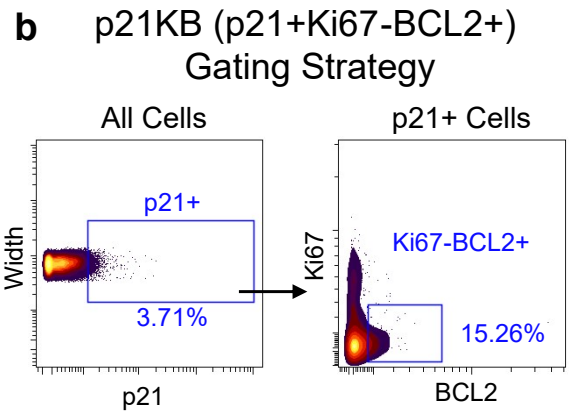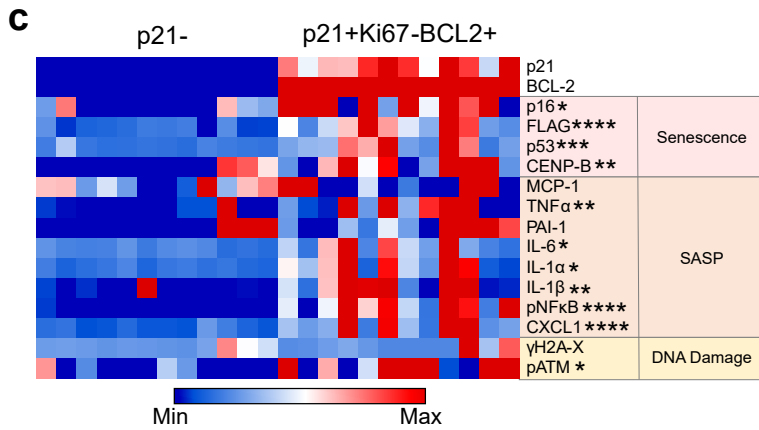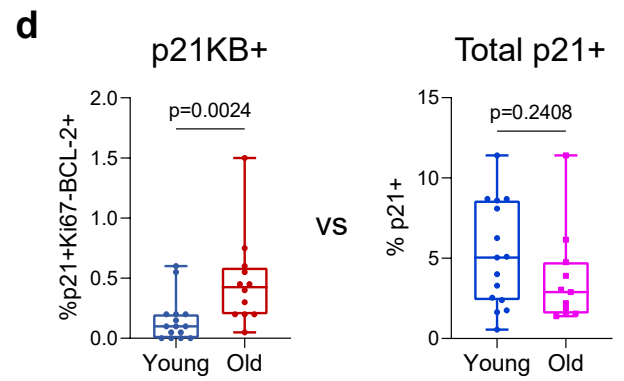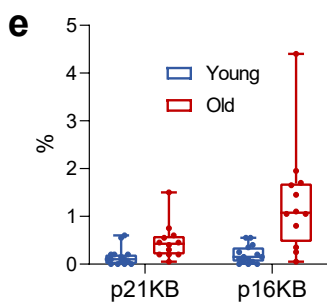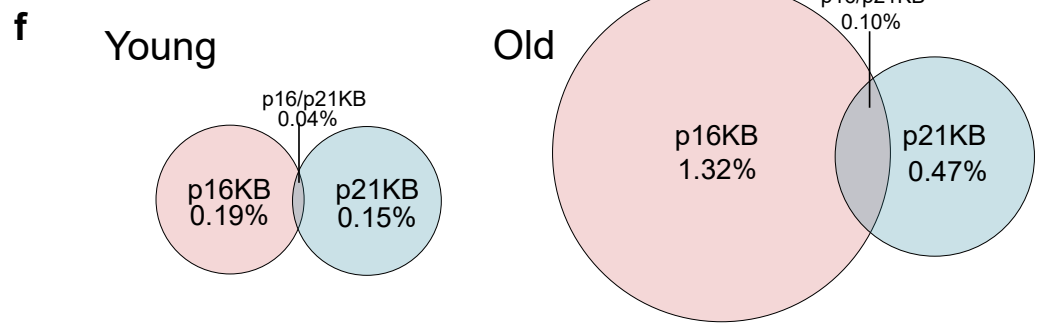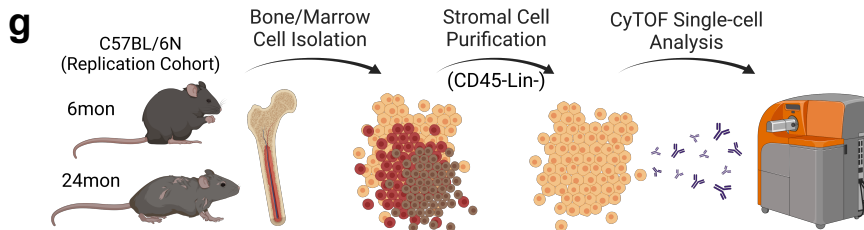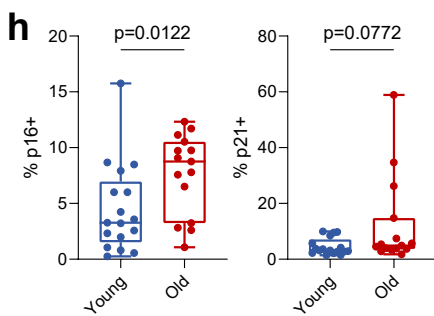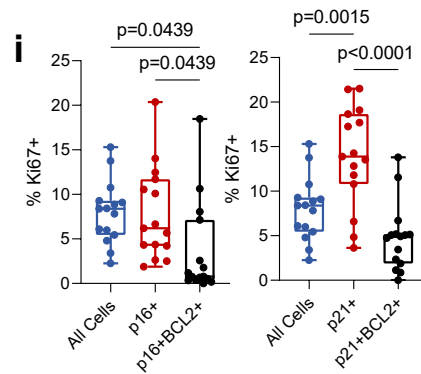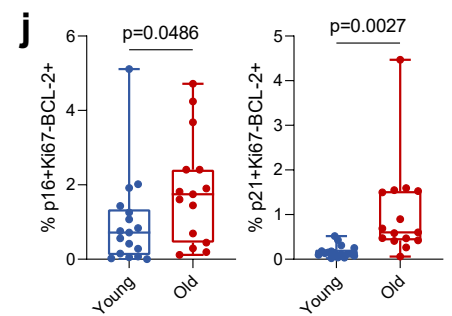

Supplementary Figure 4. Defining growth-arrested subset of p21+ cells associated with age and replication of BCL-2 results. (a) Dot plots of BCL2+ subsetting of p21+ cells demonstrating %Ki67+ cells in each population (blue gate); (b) Gating strategy for p21KB cells; (c) Heatmap representation of protein expression between p21KB cells and p21- cells, with asterisks indicating significance (\* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\*\* $p < 0.0001$ ). (d) Quantification of p21KB cells with age and comparison to total p21+ cells (n=15 young and n=12 old biologically independent animals). (e) Comparison of p21KB vs p16KB cell proportions (n=15 young and n=12 old). (f) Venn diagrams of p16KB versus p21KB cells demonstrating very few shared cells between populations. (g) Schematic of replication cohort workflow, containing n=17 young and n=15 old C57BL/6N mice (Old + Vehicle mice from D+Q experiment); (h) Percent-positive plots of p16+ or p21+ cells between young and old mice. (i) Percent Ki67+ in all cells, p16+/p21+ cells, and BCL-2+ subsets of each. (j) Percent p16KB or p21KB cells with age. Schematic in (g) was generated using BioRender. Box plots show median and interquartile range with error bars representing minimum and maximum values. (c, d, h, j) Two-sided unpaired t test or Mann-Whitney test as appropriate. (i) Multiple two-sided t tests with Holm-Sidak Correction. Source data are provided as a Source Data file.

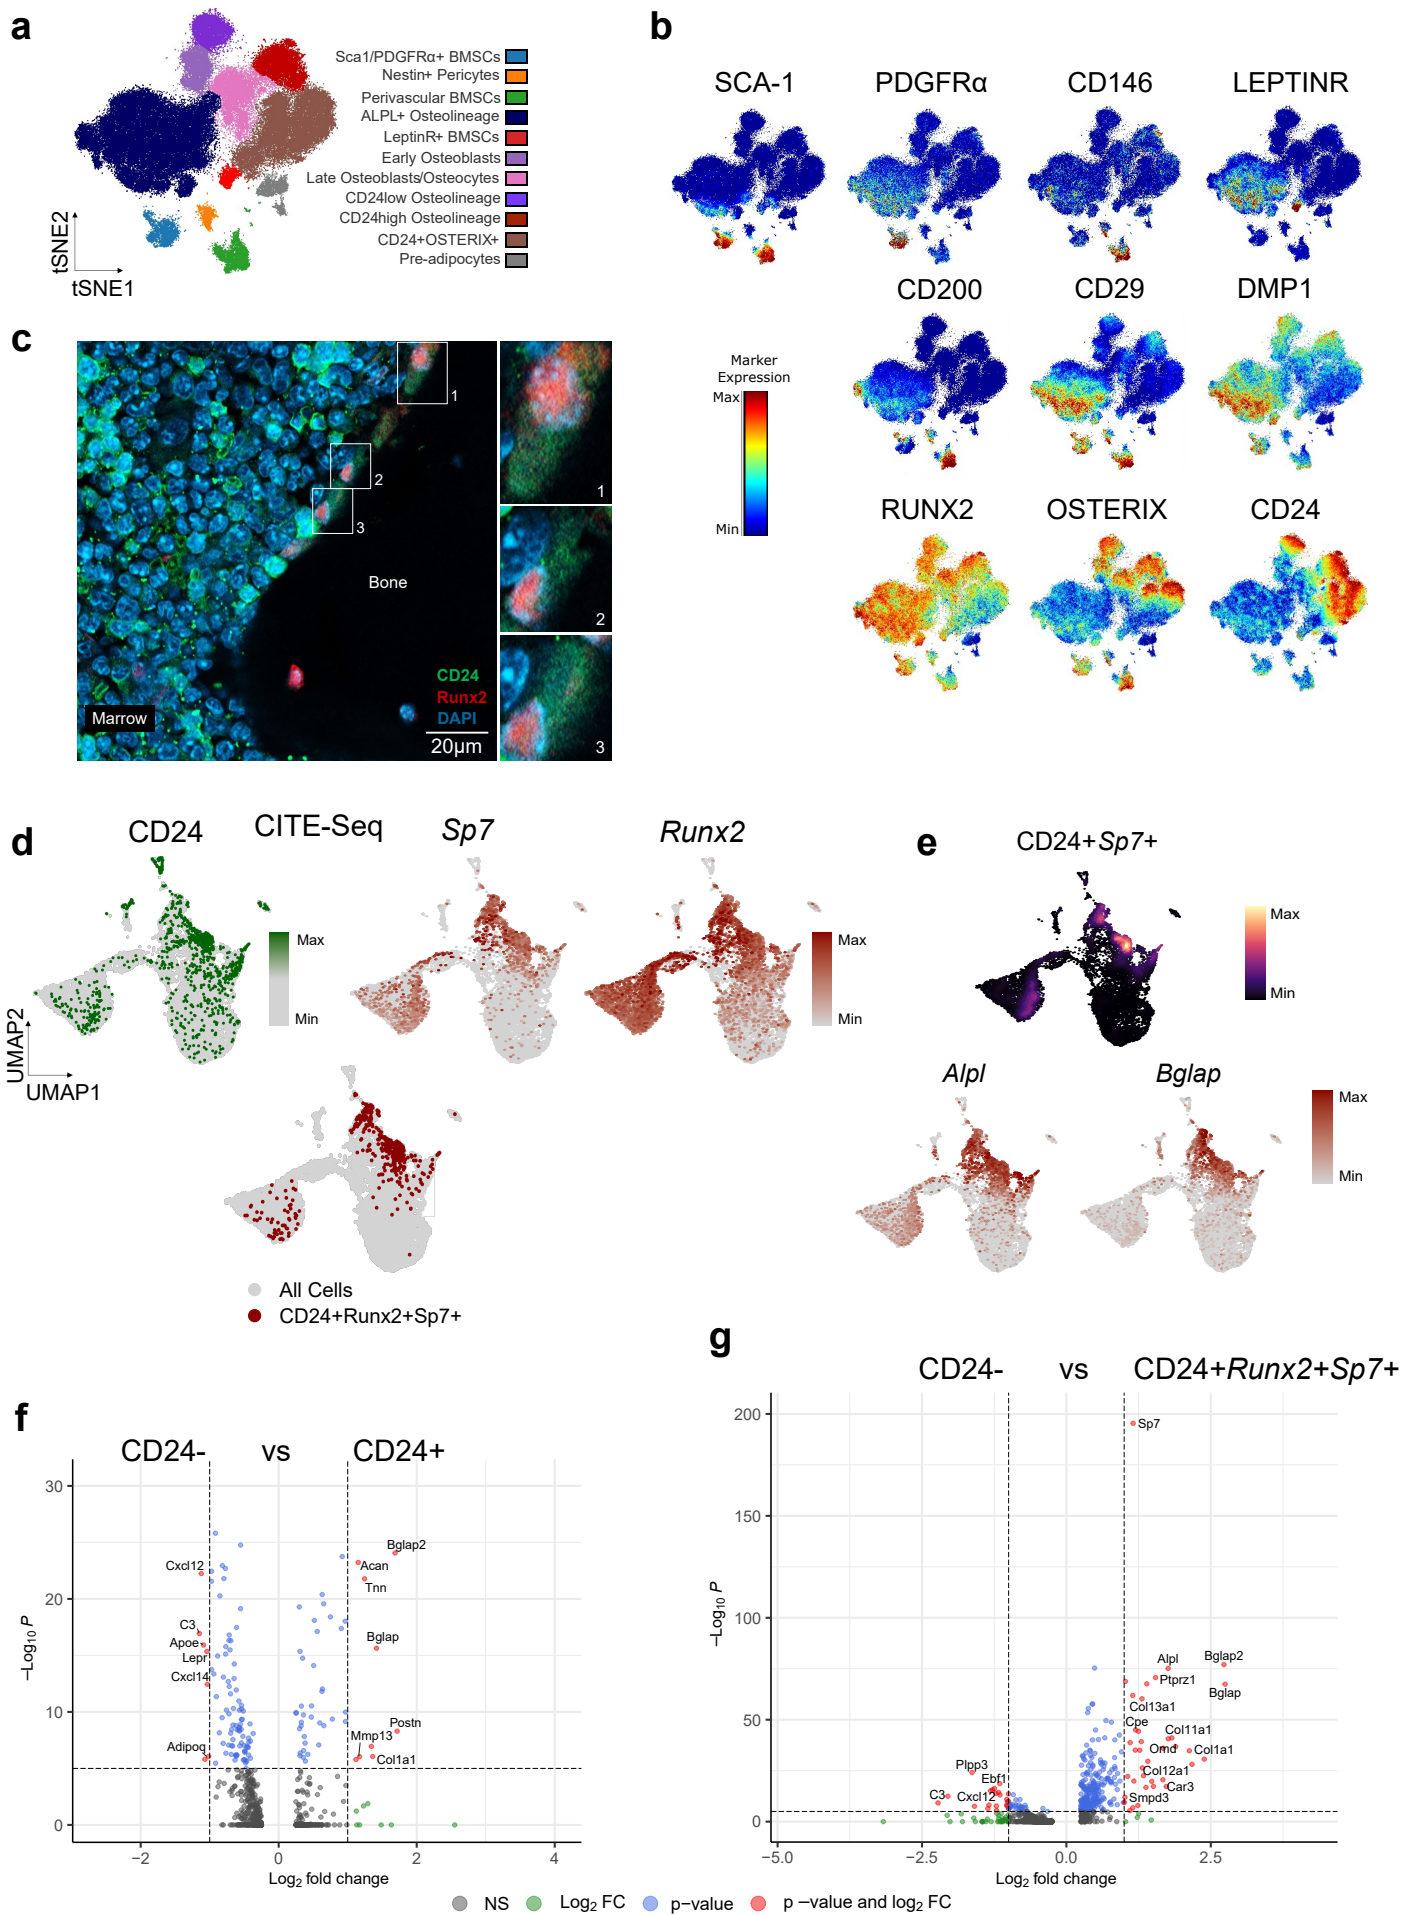

Supplementary Figure 5. Characterization of CD24 Osteolineage cells. (a) t-SNE visualization and FlowSOM clustering of CD45-Lin<sup>-</sup> mouse bone and marrow cells analyzed by CyTOF. (b) t-SNE feature plots depicting protein expression of cluster-defining phenotypic markers; (c) Immunofluorescent staining of CD24 on femur section from Runx2-Cre x TdTomato mouse line demonstrating co-expression of CD24 and Runx2 on bone-lining cells, magnified (results from n=1 experiment); (d) UMAP feature plots of CD24 protein alongside Runx2 and Sp7 mRNA in bone and marrow cells analyzed by CITE-Seq, with CD24 osteolineage (CD24<sup>+</sup>Runx2<sup>+</sup>Sp7<sup>+</sup>) cells plotted below; (e) Feature plots of mature (Alpl, Bglap) gene expression alongside CD24<sup>+</sup>Sp7<sup>+</sup> subset. (f) Differential expression of CD24<sup>+</sup> or (g) CD24<sup>+</sup>Runx2<sup>+</sup>Sp7<sup>+</sup> versus CD24<sup>-</sup> cells (LogFC > 1.0 and adjusted p-value > Log10(10e-6); Wilcoxon Rank Sum test with Bonferonni correction).

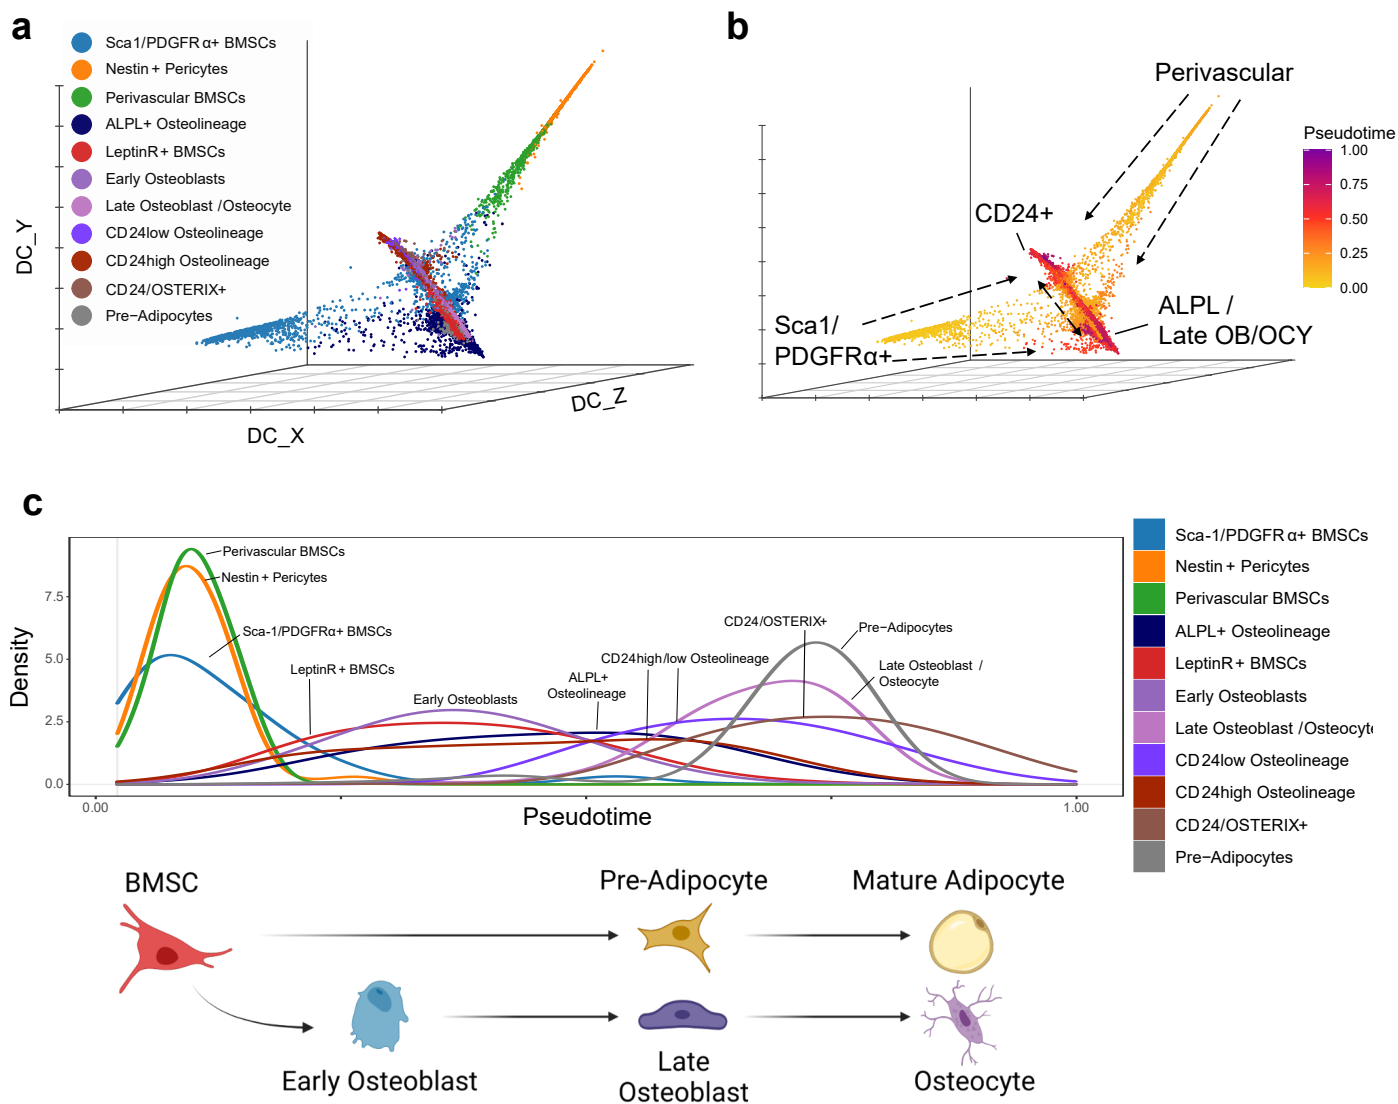

Supplementary Figure 6. Single-cell CyTOF reconstruction of the mesenchymal bone/bone marrow microenvironment. (a) Diffusion map visualization of clustered populations; (b) Pseudotime trajectory displayed on diffusion map displaying CD24 osteolineages (CD24+), ALPL+ osteolineage cells (ALPL), and late osteoblast/osteocyte (Late OB/OCY) clusters as late in differentiation downstream of the Perivascular and Sca1/PDGFR $\alpha$ + BMSC clusters. Note the divergence of the CD24+ versus the ALPL+ osteolineage and late osteoblast/osteocyte clusters. Dotted arrows depict pseudotime trajectory; (c) Density of clusters along pseudotime consistent with established cell differentiation patterns, shown by the diagram below (generated using BioRender).

scRNA-seq  
Lin-CD45- bone/marrow cells from 24-month mice  
(*n*=3,362 cells, *n*=3 pooled INK-ATTAC mice)

**a**

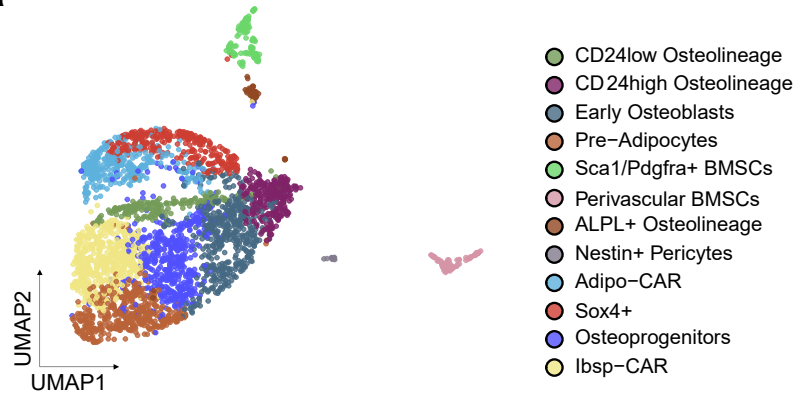

**b**

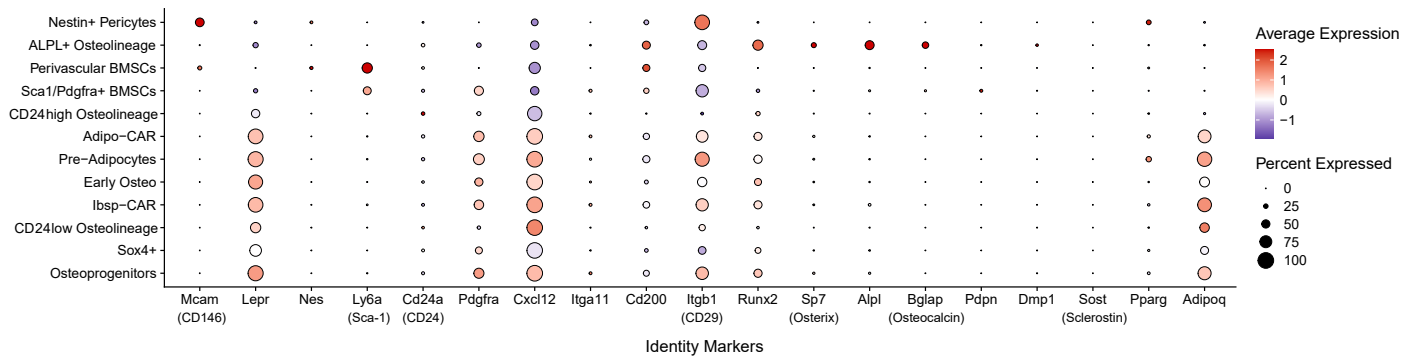

**c**

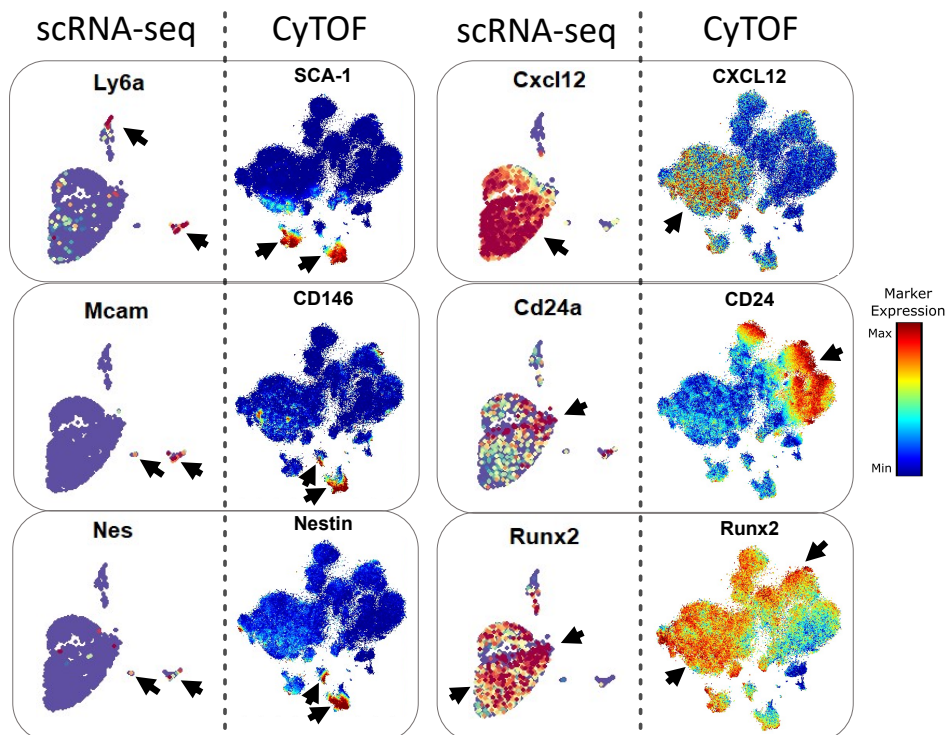

Supplementary Figure 7. Validation of CyTOF populations by scRNA-seq. (a) UMAP visualization of *n*=3,362 clustered Lin-CD45- cells from the digested bone and marrow of *n*=3 24-month untreated INK-ATTAC mice; (b) Dot plot expression of markers defining each scRNA-seq cluster; (c) Visual comparison of multidimensional scRNA-seq and CyTOF single-cell data, demonstrating similar expression patterns of common mesenchymal markers using each tool, marked by black arrows.

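A dot plot of this kind gives, for each cluster, the share of cells with a UMI of a gene and its average normalized level, scaled across the clusters, so that a colour ranks clusters for that gene and does not compare genes. Of its genes, Lepr was found in 94.2% of the LEPR+ stromal-like, 30.8% of the fibroblast-like and 12.6% of the erythroid-like cells. Its level was 1491 CPM (1459 to 1523) in the first, 75.4 CPM (57.8 to 96.7) in the second and 7.82 CPM in the third. Adipoq was at 1077 CPM (1050 to 1105) in the LEPR+ stromal-like and 1.82 CPM (0.0308 to 6.78) in the fibroblast-like cells, and Pparg at 63.0 CPM (56.5 to 69.9) and 5.47 CPM (1.33 to 12.5). Alpl was higher in the fibroblast-like cells, at 217 CPM (186 to 251), than in the LEPR+ stromal-like cells, at 36.3 CPM (31.4 to 41.6), whereas Sp7 was at 28.6 CPM (17.7 to 42.0) and 28.5 CPM (24.2 to 33.3), which did not differ beyond counting error. Pdpn was at 43.2 CPM (29.7 to 59.2) in the fibroblast-like and 0.451 CPM in the LEPR+ stromal-like cells. Itga11 was at 37.1 CPM (24.6 to 52.1) and 45.3 CPM (39.9 to 51.3) and Cd200 at 246 CPM (213 to 282) and 159 CPM (148 to 169) in these classes. Itgb1, which encodes CD29, was the least specific of these genes, at 633 CPM in the LEPR+ stromal-like, 475 CPM in the endothelial-like, 411 CPM in the fibroblast-like and 183 CPM in the erythroid-like cells. The clusters behind these values were rebuilt from the deposited counts and are not those of the plot, so the values are given by class.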

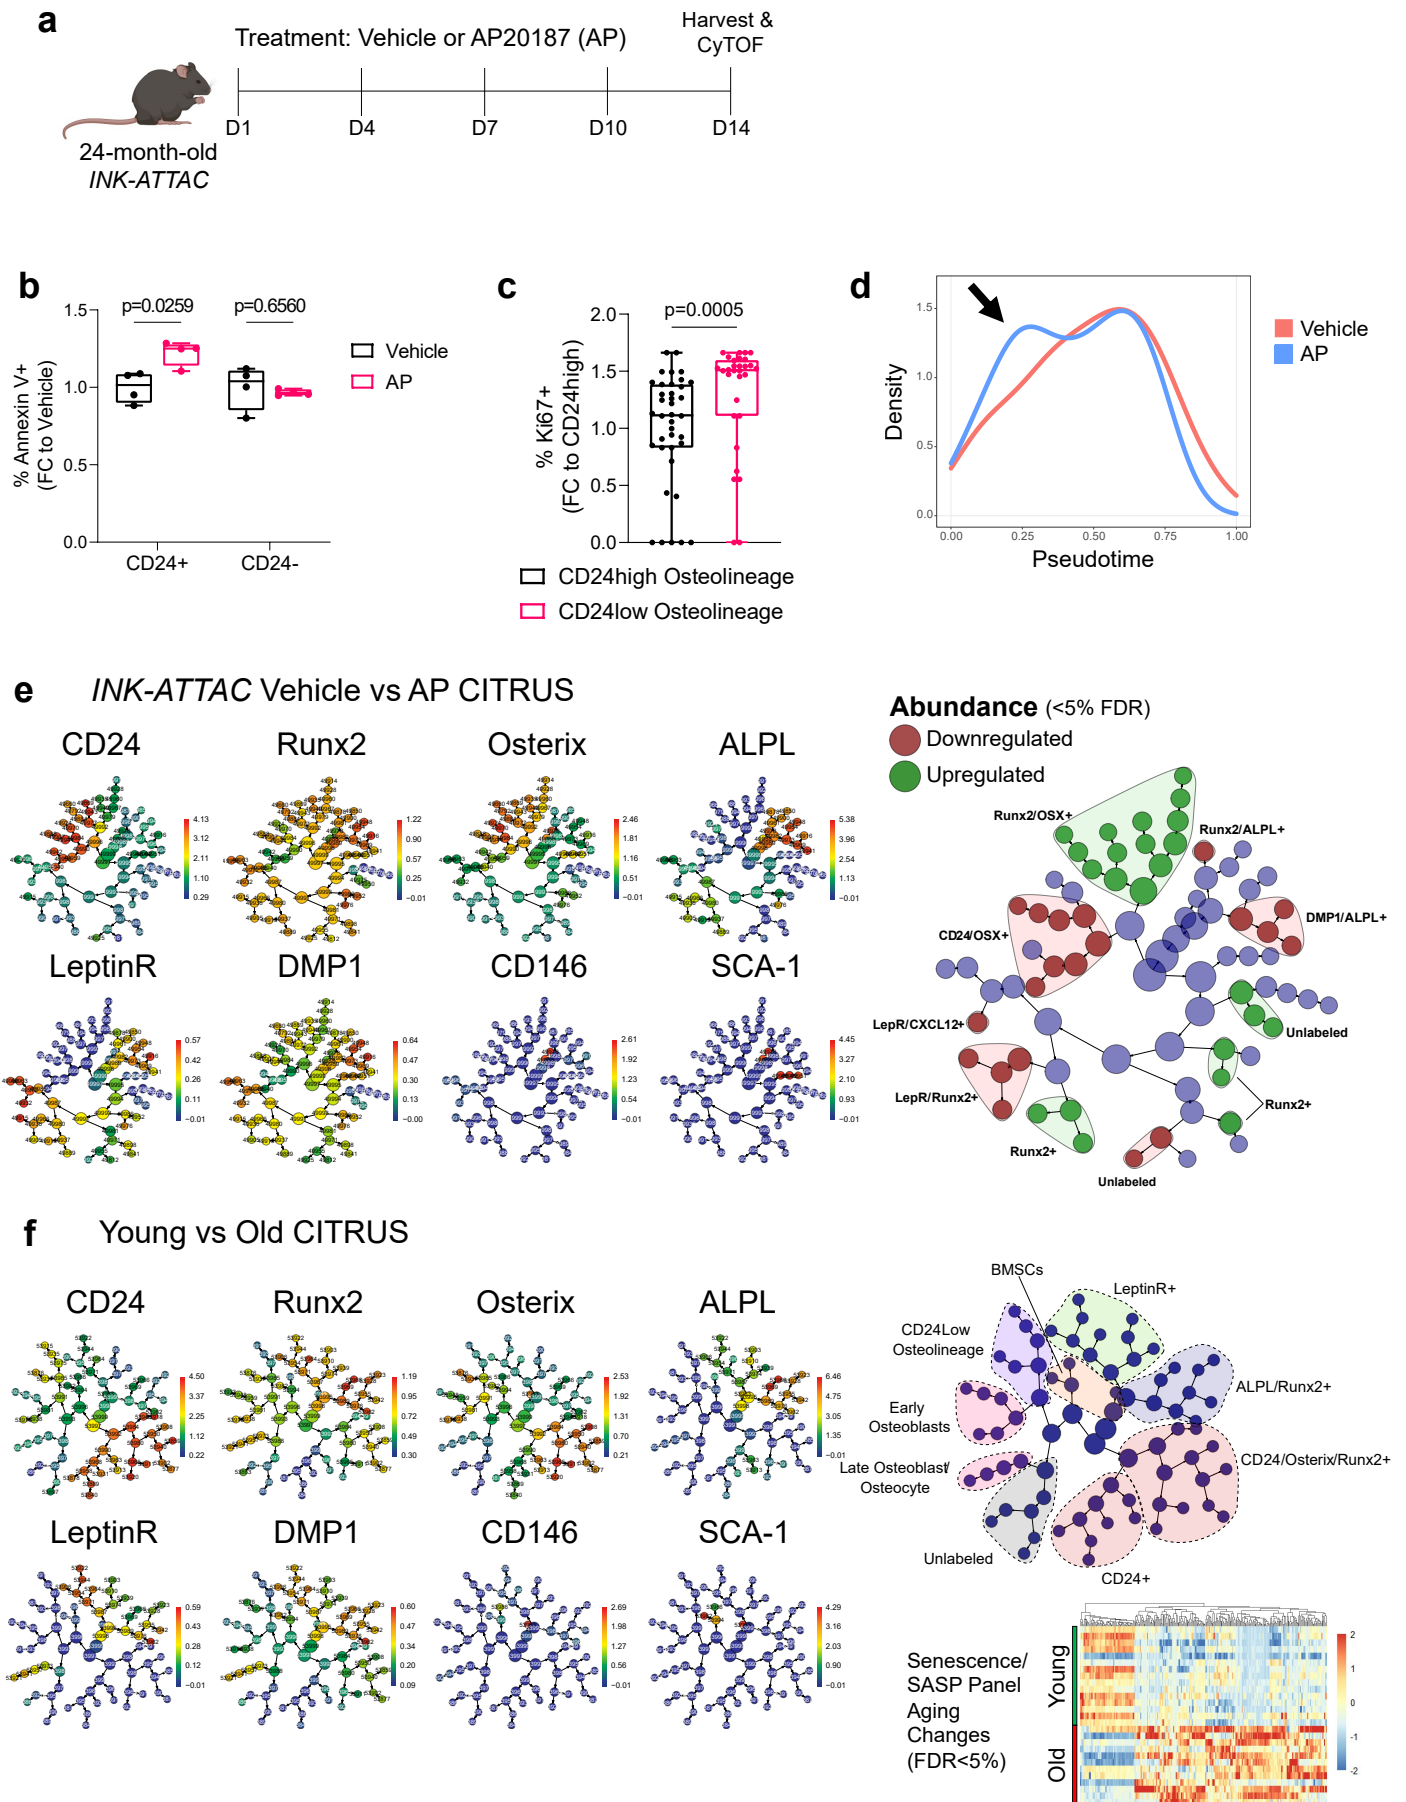

Supplementary Figure 8. INK-ATTAC Analyses and CITRUS Defining markers. (a) Schematic of p16+ senescent cell clearance in INK-ATTAC mice analyzed by CyTOF. Mice were treated with vehicle or AP every three days for 14 days (indicated by dashes); (b) Percent Annexin V+ cells in freshly isolated INK-ATTAC (n=4) bone and marrow cells treated with AP20187 for 24hrs; (c) Percent Ki67+ in CD24low and CD24high Osteolineage FlowSOM populations from all subgroups; (d) Pseudotime density plot of vehicle- and AP-treated samples, demonstrating a surge in early-pseudotime cell types, marked by black arrow. (e) Expression plots for defining markers of CITRUS cluster families for vehicle- versus AP-treated INK-ATTAC mice. Plots demonstrating cell abundance changes within clusters after AP treatment ( $q < 0.05$ ), with red marking cleared clusters and green marking upregulated clusters; (f) Expression plots for defining markers of CITRUS cluster families for INK-ATTAC young (n=15) vs old (n=12) analyses corresponding to Figure 4c. Cluster families are colored and indicated by dotted lines. Heatmap demonstrates all significant ( $FDR < 5\%$ ) CITRUS results of senescence panel changes with age: Rows are mice and each column is a cluster-marker combination that reached significance. Schematic in (a) was generated using BioRender. Box plots show median and interquartile range with error bars representing minimum and maximum values. (b) Multiple two-sided t-tests with Holm-Sidak correction, (c) two-sided Mann-Whitney test.

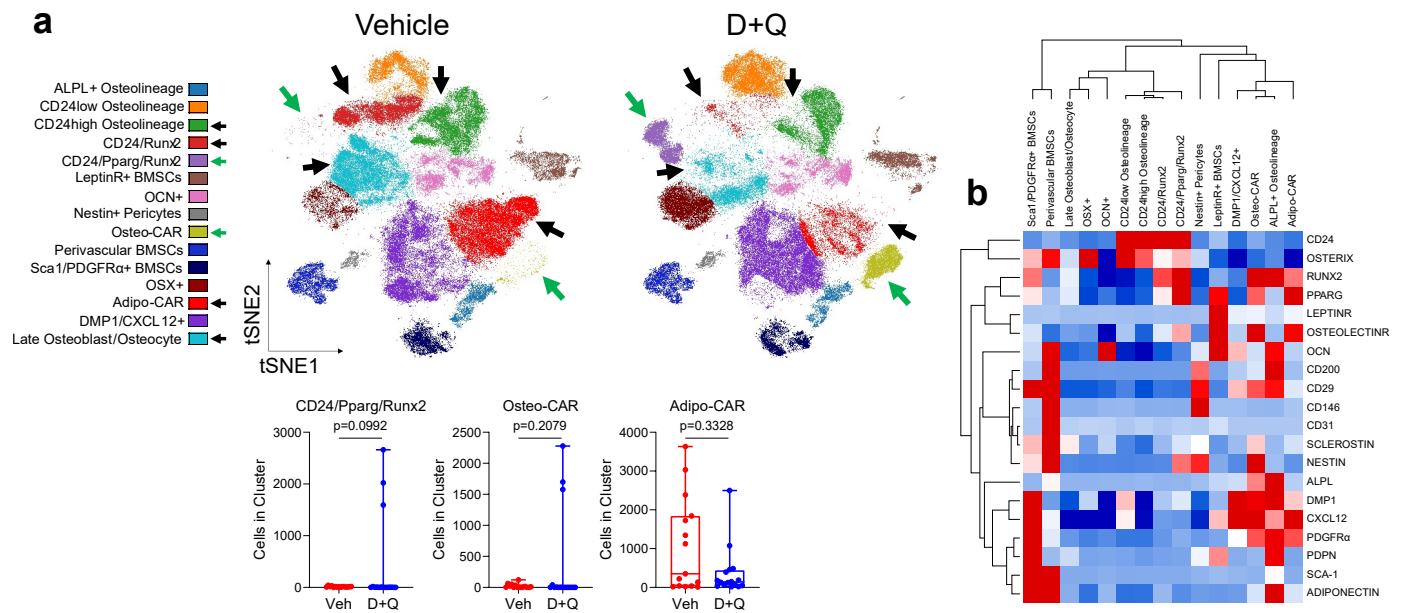

**c** C57BL/6N Vehicle vs D+Q CITRUS

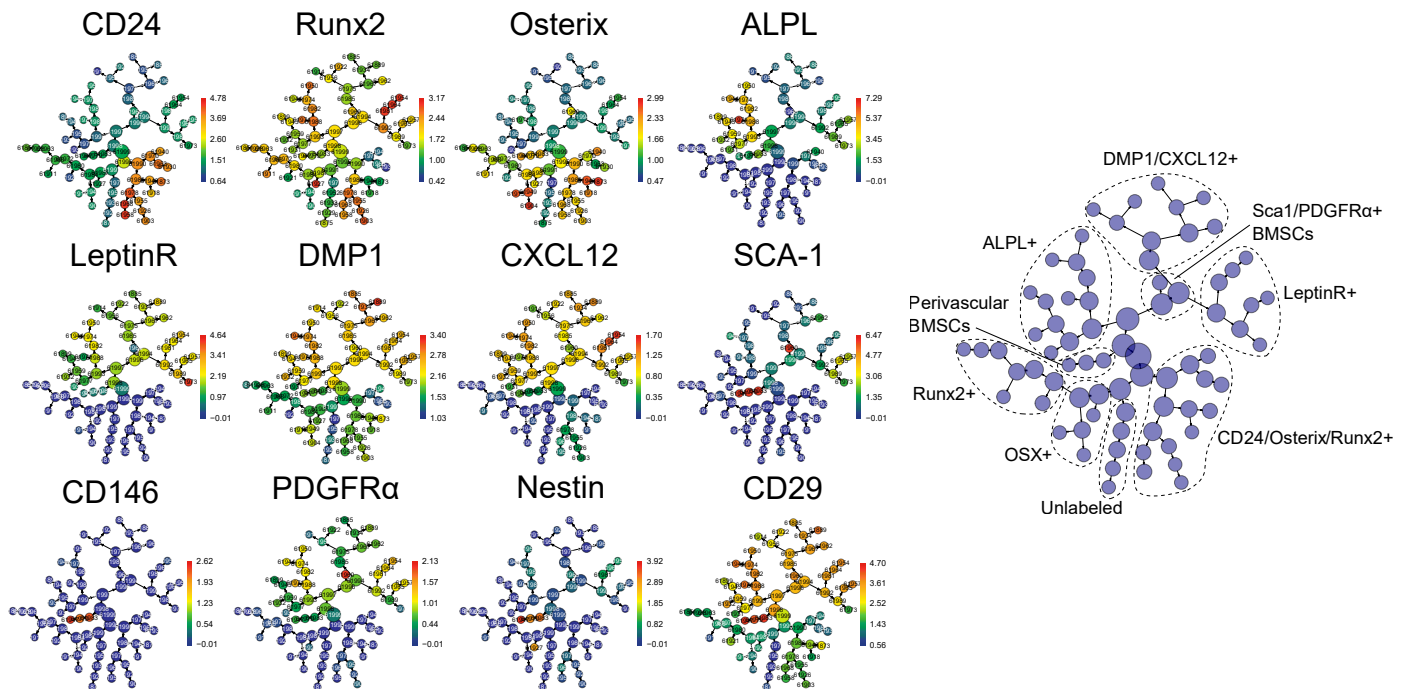

**d** CD24 $\pm$  Stromal Cell FACS Gating Strategy (Input: Lin- bone/marrow cells)

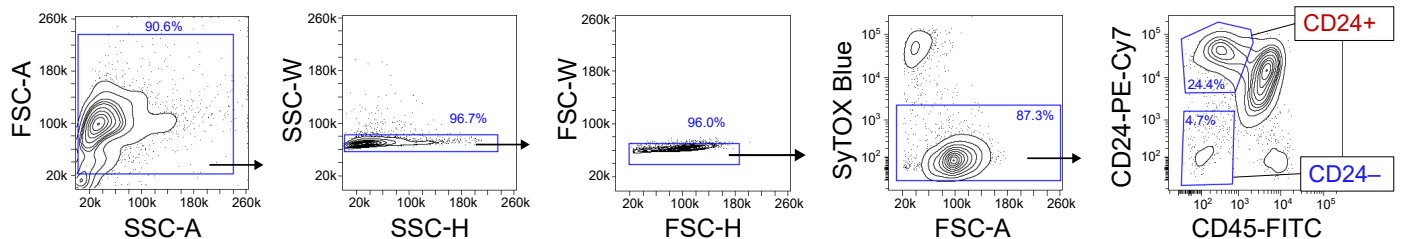

Supplementary Figure 9. CyTOF analyses of aged mice undergoing D+Q Treatment. (a) t-SNE visualization and FlowSOM clustering of bone/bone marrow cells from vehicle- or D+Q-treated old mice (n=15 vehicle, n=16 D+Q; n= 5,980 cells per mouse). Clusters visually cleared are marked by black arrows, and emerging clusters are marked by green arrows. Box plots below depict clusters marked by arrows yet were not significantly cleared (Mann-Whitney test); (b) Heatmap representation of the cell clusters and protein expression of identification markers; (c) Expression plots for defining markers of CITRUS cluster families for C57BL/6N vehicle vs D+Q analyses corresponding to Figure 5d. (d) Gating strategy for isolation of live (SYTOX-) CD45-CD24+ and – cells by FACS. Box plots show median and interquartile range with error bars representing minimum and maximum values.

**Supplementary Table 1. Assessment of sex as a biological variable.** 2-way ANOVA results found no substantial interaction effects of sex on primary endpoints of aging and senolytic treatment.

| <b>Metric</b>                 | <b>Source of Variation</b> | <b>% of total variation</b> | <b>P value</b>    | <b>P value summary</b> | <b>Significant ?</b> |
|-------------------------------|----------------------------|-----------------------------|-------------------|------------------------|----------------------|
| p16 median expression         | Interaction                | 4.718                       | 0.0846            | ns                     | No                   |
|                               | Sex                        | 0.01463                     | 0.9209            | ns                     | No                   |
|                               | <b>Age</b>                 | <b>52.86</b>                | <b>&lt;0.0001</b> | <b>****</b>            | <b>Yes</b>           |
| % p16+ cells                  | Interaction                | 5.05                        | 0.1671            | ns                     | No                   |
|                               | Sex                        | 5.481                       | 0.1508            | ns                     | No                   |
|                               | <b>Age</b>                 | <b>31.37</b>                | <b>0.0017</b>     | <b>**</b>              | <b>Yes</b>           |
| % p16KB cells                 | Interaction                | 5.304                       | 0.1346            | ns                     | No                   |
|                               | Sex                        | 8.761                       | 0.0582            | ns                     | No                   |
|                               | <b>Age</b>                 | <b>35.29</b>                | <b>0.0006</b>     | <b>***</b>             | <b>Yes</b>           |
| % p16KB cells                 | Interaction                | 2.326                       | 0.4334            | ns                     | No                   |
|                               | Sex                        | 0.3027                      | 0.7761            | ns                     | No                   |
|                               | <b>Senolytic (AP)</b>      | <b>21.14</b>                | <b>0.0253</b>     | <b>*</b>               | <b>Yes</b>           |
| % CD24high osteolineage cells | Interaction                | 1.439                       | 0.4861            | ns                     | No                   |
|                               | Sex                        | 1.056                       | 0.5502            | ns                     | No                   |
|                               | <b>Senolytic (AP)</b>      | <b>37.29</b>                | <b>0.0016</b>     | <b>**</b>              | <b>Yes</b>           |

**Supplementary Table 2. qPCR primer sequences.**

| <b>Gene</b>              | <b>Forward Primer Sequence</b> | <b>Reverse Primer Sequence</b> |
|--------------------------|--------------------------------|--------------------------------|
| <i>Actb</i>              | AATCGTGCGTGACATCAAAGAG         | GCCATCTCCTGCTCGAAGTC           |
| <i>Gapdh</i>             | GGGAAGCCCATCACCATCTT           | GCCTCACCCCATTGATGTT            |
| <i>Cdkn2a (p16ink4a)</i> | GAACTCTTTCGGTCGTACCC           | AGTTCGAATCTGCACCGTAGT          |
| <i>Cdkn1a (p21)</i>      | GAACATCTCAGGGCCGAAAA           | TGCGCTTGGAGTGATAGAAATC         |
| <i>Cd24a (CD24)</i>      | TGCTTCTGGCACTGCTCCTA           | CGGTGCAACAGATGTTTGGTT          |

**Supplementary Table 3.** Key Resources Table

| <b>Key Resources Table</b>                      |                            |                    |
|-------------------------------------------------|----------------------------|--------------------|
| <b>Reagent or resource</b>                      | <b>Source or reference</b> | <b>Identifiers</b> |
| <b>CyTOF Antibodies</b>                         |                            |                    |
| CD45 (30-F11) - 25µg/mL                         | Standard BioTools          | 3089005B           |
| CD146 (ME-9F1) - 50µg/mL                        | Standard BioTools          | 3141016B           |
| LeptinR (Goat polyclonal) - 50µg/mL             | R&D Systems                | AF497              |
| Nestin (Rat-401) - 25µg/mL                      | Biolegend                  | 655102             |
| Ly-6A/Sca-1 (D7) - 25µg/mL                      | Standard BioTools          | 3169015B           |
| CD24 (M1/69) - 50µg/mL                          | Biolegend                  | 101802             |
| CD140a / PDGFRα (APA5) - 50µg/mL                | BioLegend                  | 135902             |
| SDF-1 / CXCL12 (79018) - 50µg/mL                | R&D Systems                | MAB350-100         |
| Ostelectin/Itga11 (Rabbit polyclonal) - 50µg/mL | Abcam                      | ab198826           |
| CD200 (OX-90) - 50µg/mL                         | Biolegend                  | 123802             |
| CD29 (HMβ1-1) - 50µg/mL                         | Biolegend                  | 102235             |
| Runx2 (2B9) - 50µg/mL                           | Abcam                      | ab76956            |
| SP7 (Rabbit polyclonal) - 50µg/mL               | Invitrogen                 | PA5-40411          |
| ALPL (Goat polyclonal) - 50µg/mL                | R&D Systems                | af2910             |
| OCN (E-6) - 25µg/mL                             | Santa Cruz                 | sc-376835          |
| E11/Podoplanin (8.1.1) - 50µg/mL                | BioLegend                  | 127401             |
| Dmp1 (Sheep polyclonal) - 50µg/mL               | ThermoFisher               | PA5-47621          |
| Sclerostin (Rabbit polyclonal) - 50µg/mL        | Abcam                      | ab63097            |
| PPARγ (Rabbit polyclonal) - 50µg/mL             | Invitrogen                 | PA3-821A           |
| Adiponectin (11H4L4) - 50µg/mL                  | Invitrogen                 | PA1-84881          |
| FLAG (L5) - 50µg/mL                             | Biolegend                  | 637301             |
| p16 (EPR20418) - 50µg/mL                        | Abcam                      | ab232402           |
| p21 (F-5) - 50µg/mL                             | Santa Cruz                 | sc-6246            |
| p53 (EPR20416-124) - 50µg/mL                    | Abcam                      | ab252388           |
| CENP-B (F-4) - 50µg/mL                          | Santa Cruz                 | sc-376283          |
| MCP-1 (2D8) - 50µg/mL                           | Thermo Fisher              | MA5-17040          |
| TNFα (MP6-XT22) - 50µg/mL                       | Standard BioTools          | 3162002B           |
| PAI-1 (1D5) - 50µg/mL                           | Abcam                      | ab125687           |
| IL-6 (MP5-20F3) - 50µg/mL                       | Standard BioTools          | 3167003B           |
| IL-1α (ALF-161) - 50µg/mL                       | Biolegend                  | 503202             |
| IL-1β (D6D6T) - 25µg/mL                         | Cell Signaling             | 31202              |
| CXCL1 (48415) - 25µg/mL                         | R&D Systems                | MAB453-500         |
| pNFkB (93H1) - 50µg/mL                          | Cell Signaling             | 3033               |
| pATM (EPR895) - 50µg/mL                         | Abcam                      | ab217838           |
| BCL-2 (BCL/10C4) - 50µg/mL                      | Biolegend                  | 633502             |
| γH2A-X (N1-431) - 50µg/mL                       | BD Biosciences             | 560443             |
| Ki67 - 50µg/mL                                  | Biolegend                  | 350523             |

|                                                      |                           |             |
|------------------------------------------------------|---------------------------|-------------|
| <b>Cell Sorting Reagents</b>                         |                           |             |
| TotalSeq™-B0212 anti-mouse CD24 Antibody - 1/400     | Biolegend                 | 101847      |
| CD24-PE/Cyanine7 - 1/400                             | Biolegend                 | 101821      |
| CD45-FITC - 1/400                                    | Biolegend                 | 103107      |
| SYTOX Blue - 1/4,000                                 | ThermoFisher              | S34857      |
| Annexin V-Alexa 647 - 1/20                           | Biolegend                 | 640912      |
| Lineage Depletion Kit (mouse)                        | Miltenyi Biotec           | 130-090-858 |
| CD45 microbeads (mouse)                              | Miltenyi Biotec           | 130-052-301 |
| <b>Chemicals, Peptides, and Recombinant Proteins</b> |                           |             |
| AP20187                                              | MedChemExpress            | HY-13992    |
| Dasatinib                                            | LC Laboratories           | D-3307      |
| Quercetin                                            | Sigma-Aldrich             | Q4951       |
| Collagenase                                          | Sigma-Aldrich             | C9891       |
| Liberase DL                                          | Sigma-Aldrich             | 5401160001  |
| 1X RBC Lysis Buffer                                  | ThermoFisher              | 00-4333-57  |
| DPBS                                                 | ThermoFisher              | 14190144    |
| DMEM                                                 | ThermoFisher              | 11885-076   |
| MEM $\alpha$                                         | ThermoFisher              | A1049001    |
| Opti-MEM                                             | ThermoFisher              | 31985062    |
| Fetal Bovine Serum (FBS)                             | Gemini Bio-Products       | GEM100-106  |
| Antibiotic-Antimycotic                               | ThermoFisher              | 15240096    |
| Gentamicin                                           | Sigma-Aldrich             | G1397       |
| Ascorbic Acid                                        | Sigma-Aldrich             | A8960       |
| Beta-Glycerophosphate                                | Sigma-Aldrich             | G9422       |
| Bovine Serum Albumin                                 | Sigma-Aldrich             | A7906       |
| Alizarin Red                                         | Millipore                 | TMS008C     |
| 1-Step NBT/BCIP Substrate Solution (ALP)             | ThermoFisher              | 34042       |
| Crystal Violet                                       | Sigma-Aldrich             | C0775       |
| DAPI ProLong Diamond Antifade Mountant               | ThermoFisher              | P36961      |
| FuGENE 6 Transfection Reagent                        | Promega                   | E2691       |
| Trypsin-EDTA (0.5%), no phenol red                   | Gibco                     | 15400054    |
| Etoposide                                            | Sigma-Aldrich             | 341205      |
| DMSO                                                 | Sigma-Aldrich             | D8418       |
| QIAzol Lysis reagent                                 | Qiagen                    | 79306       |
| Annexin V Binding Buffer                             | Biolegend                 | 422201      |
| <b>Critical Commercial Assays</b>                    |                           |             |
| Maxpar X8 Antibody Labeling Kit                      | Standard BioTools         | 201149A     |
| Cell-ID 20-Plex Pd Barcoding Kit                     | Standard BioTools         | 201060      |
| Cell-ID Intercalator-Ir                              | Standard BioTools         | 201192B     |
| Cell-ID Intercalator-Rh                              | Standard BioTools         | 201103A     |
| EQ Four Element Calibration Beads                    | Standard BioTools         | 201078      |
| Senescence $\beta$ -Galactosidase Staining Kit       | Cell Signaling Technology | 9860        |

|                                                                   |                                     |                                                                                                                   |
|-------------------------------------------------------------------|-------------------------------------|-------------------------------------------------------------------------------------------------------------------|
| Chromium Next GEM Single Cell 3' GEM, Library & Gel Bead Kit v3.1 | 10X Genomics                        | PN-1000128                                                                                                        |
| Qubit dsDNA HS and BR Assay Kits                                  | ThermoFisher                        | Q32851                                                                                                            |
| <b>Software and algorithms</b>                                    |                                     |                                                                                                                   |
| Cytobank                                                          | Cytobank Inc.                       | <a href="https://premium.cytobank.org">https://premium.cytobank.org</a>                                           |
| R v4.03                                                           | R Project for Statistical Computing | <a href="https://www.r-project.org">https://www.r-project.org</a>                                                 |
| Seurat v4.0                                                       | 120                                 | <a href="https://satijalab.org/seurat">https://satijalab.org/seurat</a>                                           |
| Nebulosa v3.16                                                    | 122                                 | <a href="https://github.com/powellgenomicslab/Nebulosa">https://github.com/powellgenomicslab/Nebulosa</a>         |
| CytoTree v1.0.3                                                   | 119                                 | <a href="https://github.com/JhuangLab/CytoTree">https://github.com/JhuangLab/CytoTree</a>                         |
| CellChat v1.6.0                                                   | 121                                 | <a href="https://github.com/sqjin/CellChat">https://github.com/sqjin/CellChat</a>                                 |
| GraphPad Prism 8                                                  | GraphPad                            | <a href="http://www.graphpad.com/scientific-software/prism">http://www.graphpad.com/scientific-software/prism</a> |
| ImageJ                                                            | NIH                                 | <a href="https://imagej.nih.gov/ij">https://imagej.nih.gov/ij</a>                                                 |
| <b>Recombinant DNA</b>                                            |                                     |                                                                                                                   |
| pcDNA-5/TO-p16ink4a                                               | This paper                          | N/A                                                                                                               |
| pCMV6-Cdkn1a                                                      | Origene                             | MR227529                                                                                                          |
| pCMV6-Bcl-2                                                       | Origene                             | MR226785                                                                                                          |
| pCMV6-Bglap (Ocn)                                                 | Origene                             | MR226351                                                                                                          |
| pCMV6-Dmp1                                                        | Origene                             | MR221826                                                                                                          |
| pCMV6-Sost                                                        | Origene                             | MR222588                                                                                                          |
| pCMV6-Pdpn                                                        | Origene                             | MR201468                                                                                                          |
| <b>Experimental Models: Organisms/Strains/Cell lines</b>          |                                     |                                                                                                                   |
| INK-ATTAC                                                         | 12                                  | N/A                                                                                                               |
| C57BL/6N                                                          | Charles River Laboratories          | RRID:IMSR_CRL:027                                                                                                 |
| Alb.B6.Cdkn2a-Luciferase ( $p16^{Luc}$ )                          | 38                                  | RRID:IMSR_NCIMR:01XBT                                                                                             |
| Runx2-Cre                                                         | 110                                 |                                                                                                                   |
| Ai9 TdTomato                                                      | Jackson Laboratory                  | 007909                                                                                                            |
| U2OS Cell Line                                                    | ATCC                                | ATCC (HTB-96);<br>RRID:CVCL_0042                                                                                  |

# Supplementary material for: Multiparametric senescent cell phenotyping reveals targets of senolytic therapy in the aged murine skeleton
**Source:** Nat Commun. 2023 Jul 31;14:4587. doi: 10.1038/s41467-023-40393-9
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

CytoTOF data was collected and normalized using Cytot V6.7.1014. Flow cytometry data was collected using BD FACSDiva v9.0

Data analysis

Cytobank V9.1, Graphpad Prism 8, CellRanger v6.0, R v4.0.3 (packages: CytoTree v1.0.3, Seurat v4.0, Nebulosa v3.16, CellChat v1.6.0), ImageJ v1.54

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The CyTOF data generated in this study have been deposited in the Mendeley database under DOI: 10.17632/hg7sd7hbk5.2 [<https://data.mendeley.com/datasets/hg7sd7hbk5/draft?a=3146d51a-81ab-4453-a602-79dc390f522e>]. The scRNA-seq and CITE-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) under accessions GSE237307 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE237307>] and GSE237301 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE237301>], respectively. Source data are provided with this paper.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample sizes were determined based on previously conducted and published experiments (PMID: 28825716, 34617510) in which statistically significant differences were observed among various senescence and skeletal parameters in response to aging or senolytic treatment.

Data exclusions

No data were excluded from analyses in this study.

Replication

For all experiments, each replicate indicates a distinct mouse sample and are described in the figure legends and methods.

Randomization

All animals were randomized by weight into treatment groups.

Blinding

All animal treatments, collections, and (where feasible) data analyses were performed in a blinded fashion.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

| n/a                                 | Involved in the study                                            |
|-------------------------------------|------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Dual use research of concern |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

CD45 (30-F11) Fluidigm 3089005B  
 CD146 (ME-9F1) Fluidigm 3141016B  
 LeptinR (Goat polyclonal) R&D Systems AF497  
 Nestin (Rat-401) Biolegend 655102  
 Ly-6A/Sca-1 (D7) Fluidigm 3169015B  
 CD24 (M1/69) Biolegend 101802  
 CD140a / PDGFR $\alpha$  (APAS) BioLegend 135902  
 SDF-1 / CXCL12 (79018) R&D Systems MAB350-100  
 Osteolectin/Itga11 (Rabbit polyclonal) Abcam ab198826  
 CD200 (OX-90) Biolegend 123802  
 CD29 (HM $\beta$ 1-1) Biolegend 102235  
 Runx2 (2B9) Abcam ab76956  
 SP7 (Rabbit polyclonal) Invitrogen PA5-40411  
 ALPL (Goat polyclonal) R&D Systems af2910  
 OCN (E-6) Santa Cruz sc-376835  
 E11/Podoplanin (8.1.1) BioLegend 127401  
 Dmp1 (Sheep polyclonal) ThermoFisher PA5-47621  
 Sclerostin (Rabbit polyclonal) Abcam ab63097  
 PPAR $\gamma$  (Rabbit polyclonal) Invitrogen PA3-821A  
 Adiponectin (11H4L4) Invitrogen PA1-84881  
 FLAG (L5) Biolegend 637301  
 p16 (EPR20418) Abcam ab232402  
 p21 (F-5) Santa Cruz sc-6246  
 p53 (EPR20416-124) Abcam ab252388  
 CENP-B (F-4) Santa Cruz sc-376283  
 MCP-1 (2D8) Thermo Fisher MA5-17040  
 TNF $\alpha$  (MP6-XT22) Fluidigm 3162002B  
 PAI-1 (1D5) Abcam ab125687  
 IL-6 (MP5-20F3) Fluidigm 3167003B  
 IL-1 $\alpha$  (ALF-161) Biolegend 503202  
 IL-1 $\beta$  (D6D6T) Cell Signaling 31202  
 CXCL1 (48415) R&D Systems MAB453-500  
 pNFkB (93H1) Cell Signaling 3033  
 pATM (EPR895) Abcam ab217838  
 BCL-2 (BCL/10C4) Biolegend 633502  
 yH2A-X (N1-431) BD Biosciences 560443  
 Ki67 (B56) Biolegend 350523  
 TotalSeq™-B0212 anti-mouse CD24 Antibody  
  
 Cell Sorting Reagents  
 CD24-PE/Cyanine7 Biolegend 101821  
 CD45-FITC Biolegend 103107  
 SYTOX Blue ThermoFisher S34857  
 Lineage Depletion Kit (mouse) Miltenyi Biotec 130-090-858  
 CD45 microbeads (mouse) Miltenyi Biotec 130-052-301  
 Annexin V-Alexa 647 Biolegend 640912

## Validation

Refer to Table 1 for CyTOF antibody validations. In brief:  
 Antibodies to CD45, CD146, LeptinR, Sca-1, CXCL12, ALPL, TNF $\alpha$ , IL-6, and Ki67 were approved by the manufacturer for CyTOF.  
 Antibodies to CD24, CD140a/PDGFR $\alpha$ , CD200, CD29, Runx2, PDPN, Sclerostin, Pparg, Adiponectin, FLAG, MCP-1, PAI-1, IL-1B, pNFkB, p21, p16, p53, yH2A-X, and pATM were approved by the manufacturer for flow cytometry.  
 Antibodies to OCN, Dmp1, PDPN, Sclerostin, FLAG, p21, p16, and BCL-2 were validated for CyTOF in-house using expression constructs.  
 Antibodies to FLAG, MCP-1, TNF $\alpha$ , PAI-1, IL-6, IL-1 $\alpha$ , IL-1B, CXCL1, pNFkB, CENP-B, p21, p16, p53, yH2A-X, pATM, and BCL-2 were

validated in-house for CyTOF using etoposide-induced senescent in vitro cultures of bone marrow stromal cells. Antibodies to Runx2, SP7/Osterix, ALPL, and OCN were validated in-house for CyTOF using digested bone samples versus marrow-only samples.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                     |
|----------------------------------------------------------------------|-------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | U2OS (ATCC - HTB-96), Primary BMSCs (derived from digested murine bone and marrow). |
| Authentication                                                       | None of the cell lines used were authenticated.                                     |
| Mycoplasma contamination                                             | None of the cell lines used were tested for mycoplasma contamination.               |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | Cell lines that were generally misidentified were not used in this study.           |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | INK-ATTAC mice (maintained on a C57BL/6N background) were collected at ages 6-month and 24-month. C57BL/6N ("Wild-Type") mice were collected at ages 6-month and 24-month. Alb.B6.Cdkn2a-Luciferase (p16Luc) mouse was collected at 6 months of age. Runx2-Cre x TdTomato mice were collected at 6-months of age. Mice were housed in ventilated cages and maintained within a pathogen-free, accredited facility under a twelve-hour light/dark cycle with constant temperature (23°C) and access to food and water ad libitum. |
| Wild animals            | No wild animals were used.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Reporting on sex        | All animal sexes are reported in the methods. Sex was considered as a biological variable (See Supplementary table 1), yet no significant interaction between sex and our primary outcomes was observed.                                                                                                                                                                                                                                                                                                                         |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Ethics oversight        | All animal studies were performed under protocols approved by the Institutional Animal Care and Use Committee (IACUC), and experiments were performed in accordance with Mayo Clinic IACUC guidelines.                                                                                                                                                                                                                                                                                                                           |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

- | No                                  | Yes                                                 |
|-------------------------------------|-----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

### Experiments of concern

Does the work involve any of these experiments of concern:

- | No                                  | Yes                                                                                                  |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Mice were euthanized according to standardized and approved IACUC protocols. Femurs and tibiae were isolated, cleaned of soft tissue, cut at both ends, and marrow centrifuged out of the diaphyses and metaphyses into a collection tube. Marrow was resuspended in 1mg/mL Liberase DL (Sigma) diluted in FACS buffer (0.5% BSA [Sigma] in PBS) and digested at 37°C for 30 minutes to increase yield of stromal cells released from the vasculature fraction as previously described<sup>33</sup>. Diaphyses and metaphyses cleared of bone marrow were gently crushed, rinsed in PBS, and then digested in 300 Units/mL of Collagenase IA (Sigma), diluted in MEM  $\alpha$  (ThermoFisher), 3 times for 25 minutes each. Bone and marrow solutions were then combined and treated with RBC lysis buffer (ThermoFisher) to clear erythrocytes. The sample was then depleted of cells expressing hematopoietic lineage markers (CD5, CD45R [B220], CD11b, Gr-1 [Ly-6G/C], 7-4, and Ter-119) using Magnet Assisted Cell Sorting (MACS) and the Lineage Cell Depletion Kit (Miltenyl Biotec). Samples were incubated with anti-mouse CD45-FITC (and CD24-PECy7 for CD24- and + cell isolation) at 1:400 dilution in FACS buffer at 4°C for 20 minutes in the dark. Cells were then incubated with SYTOX blue at 1:4,000 for 5 minutes, spun down at 300xg for 5 minutes at 4°C, then resuspended in FACS buffer at 1x10<sup>7</sup> cells/mL

Instrument

FACS Aria II (BD Biosciences)

Software

BD FACSDIVA and BD Cytometer Setup and Tracking Software

Cell population abundance

CD45-CD24+: 28%. CD45-CD24-: 5%

Gating strategy

FSC-A-positive/SSC-A-positive -> SSC-W-negative -> FSC-W-negative -> SyTOX-negative -> CD45-negative/CD24-positive or -negative

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

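The data were single-cell RNA-seq counts of Lin-CD45- cells from the bone and marrow of 3 untreated male INK-ATTAC mice, 24 months old, pooled into 1 sample and run in 2 lanes. The authors sorted the cells by FACS, prepared 10x Chromium 3′ libraries, sequenced them, and aligned and counted the reads with Cell Ranger. They deposited raw UMI counts per gene and barcode for each lane, without normalization, with barcodes already filtered to called cells. The header of the deposited counts names the software version 3.0.2, while the methods name another version of Cell Ranger. The genome build is not named in the paper's text. Nearly all gene identifiers in the deposited counts (32158) are in the GENCODE M21 annotation of GRCm38, from which the gene coordinates and transcripts were taken, without using them for counting.

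The paper's methods describe filtering, SCTransform normalization, integration of the datasets by anchors, and clustering in Seurat v4.0. Here Seurat 5.3.0 with sctransform 0.4.2 in R 4.3.3 was used, and Python 3.11.15 with scipy 1.17.1 and scanpy 1.11.5 for all sums, intervals and the Scrublet doublet scores. Genes seen in fewer than 3 cells were left out of the clustering, as were barcodes with fewer than 200 genes or over 20% mitochondrial UMIs. The design fixed before the data were examined had the lanes integrated by anchors as separate cells. The lanes turned out to hold the same cells, with 10928 barcodes in both, so the counts of both lanes were summed per barcode and clustered without integration, and the integration was kept as an added alternative. Taking the larger of both lane counts per gene and barcode was tried first and dropped, because it raises low counts. Each molecule may be counted in both lanes, so exact intervals (95%) for UMI levels and ratios and limits for a count of 0 (3 counts) use the mean of the lanes, while shares of cells count a UMI in either lane. As depth, lane 1 held 116827845 and lane 2 held 120556381 UMIs. The median of 2641 UMIs per mesenchymal cell means that a gene at 100 CPM is missed in most cells, so a cell without a UMI cannot be called negative for a gene. Intervals cover counting error only, and no p-value or standard error was computed, since there is 1 biological sample.

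Clusters were named from 21 lists of marker genes fixed before the data were examined. The scoring rule was chosen after the data had been looked at, and after a simpler scoring had been seen. A marker counted for a cluster if at least 10% of its cells had a UMI and its CPM was at least 25% of that in the cluster where it was highest. The list with the largest share of its markers found gave the name, if at least 3 were found. A cluster stayed unnamed if its leading 10 genes went against the name, or if its median UMI count was low, under the overall median divided by 3, and none of that list's markers was among its leading 10 genes by fold. The 2062 cells of clusters named from the LEPR+ stromal or the Sca-1/PDGFRa+ fibroblast list are the mesenchymal cells. No cluster was named from the osteoblast, pericyte, chondrocyte or adipocyte lists, which would also have counted. The mesenchymal cells were then clustered again in the same way. CD24 osteolineage cells are mesenchymal cells with at least 1 UMI of Cd24a and of Runx2, the genes by which the paper defines them. Ratios compare the CPM of summed counts between groups of cells.

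The genes named in the text are those the paper names for its scRNA-seq, the markers in the lists, the 5 leading genes of a cluster by fold among genes with a UMI in at least 25% of its cells and at least 100 UMIs, and up to 5 genes each way with the largest difference between CD24 osteolineage and other mesenchymal cells, among genes with at least 50 UMIs that went the same way in both lanes. One leading gene is not reported here. Gm26917, Hspa1b, Ddx3y and Xist were named after their values were seen. The ratio and interval functions were tested on simulated counts for the comparison of CD24 osteolineage with other mesenchymal cells. Among 4739 simulated genes, of which 200 were changed 2-fold, 99.5% of the changed genes had an interval on the right side of 0, and 4.98% of the unchanged genes had an interval off 0. The counts were drawn with the counting error that the intervals assume and no further spread between cells, so these rates check the calculation only. Only genes with at least 50 expected UMIs in CD24 osteolineage cells were simulated. Bcl2l1, with 26.5 UMIs there, and Bcl2l2, with 35.5, are below that. The estimate of how much Cd24a RNA of other cells accounts for was also tested on simulated counts, for all genes of the mesenchymal cells. It gave 99.1% in simulated cells with no Cd24a of their own and 48.7% in cells with as much of their own as from other cells. The simulated cells made none of the listed erythroid genes themselves and took up RNA in the ratio that the estimate assumes. The test therefore checks the calculation only. It cannot tell whether erythroid-list genes made by mesenchymal cells raise the estimate.

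The alternatives set before the data were examined were a mitochondrial limit of 10%, a minimum of 500 genes per cell, removal of the doublets called by Scrublet at an expected rate of 8%, each lane alone, log-normalized counts, resolutions of 0.4 and 1.2, a Cd24a gate of 2 UMIs, thinning of lane 1 to 2000 or 1000 UMIs per cell, the comparison with Runx2+ cells without Cd24a, the mean of each cell's own CPM, and the sub-cluster with the highest Cd24a. For Cdkn2a+ cells they also were mesenchymal cells only, another comparison group, and gene sums without the gene with the most UMIs. Added after the data were seen were the lanes as separate cells with integration, the inclusion of unnamed clusters in which over 50% of cells had a UMI of Lepr and of Cxcl12, and the exclusion of the erythroid-like sub-cluster. Cell-cell communication and the score of the SenMayo gene set were not recomputed. The single-cell results on Cdkn2a+ cells in the paper are given for another number of animals and are not shown to come from these libraries, so the values found here for such cells are reported only in the closing observations. This was decided after their counts had been seen. The CyTOF and CITE-Seq data were not used here.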

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

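The tests below on erythroid-like cells were chosen after the result was seen.

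Of the 9573 cells that passed the filters, 66.9% (exact interval 65.9% to 67.8%, counting error only) were erythroid-like. The preparation described in the paper lyses red blood cells and depletes cells with lineage markers, Ter-119 among them, before CD45+ cells are sorted out, and the paper does not report these cells: the clusters it shows for its scRNA-seq are mesenchymal and perivascular. They stood out because they are a signal in data that the paper does not discuss. Another 607 cells in 2 unnamed clusters were nearest to the erythroid list and would raise the share to 73.2%. Free globin RNA taken up in droplets of other cells is argued against as the source of the name. All 6400 cells lay in clusters that were also named erythroid without the 4 globin genes. For 4323 of them, in 5 clusters, no globin gene was among the markers found, but that count adds no evidence. A marker counted only relative to the cluster where it was highest, and globin was highest in an unnamed cluster, at 178521 CPM. These 5 clusters still held globin RNA, from 3421 to 18210 CPM. Free erythroid RNA of other genes is argued against for 4872 of the cells, in the 7 erythroid-like clusters other than the largest. Free RNA would add a similar number of UMIs to every droplet, but the lower quartile of the UMIs of the 10 non-globin erythroid genes per droplet was at least 15.5 in each of these clusters, and the upper quartile was at most 6 in each of the 6 named clusters of other classes. For the 1528 cells of the largest cluster such free RNA stays open. Its lower quartile of 6.5 and median of 12 lay above the highest median of 3.5 in those other classes, but the lower quartile was close to 6 and the same genes gave the cluster its name. Droplets shared by several cells, as far as Scrublet calls them, do not account for them either. With called doublets removed, 6357 erythroid-like cells remained against 1480 mesenchymal cells, and only 41 of the 6400 erythroid-like cells (0.641%) had been called. The mesenchymal number moved partly because clusters were named again without these cells. It also stays open how these cells came through the preparation. Ptprc, which encodes CD45, was at 2.20 CPM in the erythroid-like cells, with a UMI in 4.39% of them, against 46.9 CPM in the megakaryocyte-like cells, but protein on the cell surface was not measured here. A mislabelled pool cannot be examined with 1 sample. Because the design has 1 condition, no biological explanation was tested.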

How the results depend on the processing

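Across 142 values of results under 20 alternative settings, 110 stayed within the counting interval, or within 1.5 times for counts of cells, 32 moved beyond it, and 0 reversed a direction that the interval had set apart from 0. Only the ratio of Bcl2 had such an interval, so 17 of the 142 values could have reversed. Another 11 were counts of Sost, which had 0 UMIs in all deposited barcodes, so that no setting could move them. The settings with the lanes as separate cells, with the unnamed Lepr and Cxcl12 clusters, and without the erythroid-like sub-cluster were chosen after the data were seen. No paired analysis was possible because there is 1 group and no test.

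The numbers of cells depended on the processing. Requiring at least 500 genes per cell gave 1259 mesenchymal and 224 CD24 osteolineage cells, in place of 2062 and 337. Across the fits that each left out one replicate, mesenchymal cells ranged from 1347 to 2070 and CD24 osteolineage cells from 126 to 165. The lower mesenchymal count was that of lane 2 alone. With at least 500 genes per cell, in lane 2 alone and with called doublets removed (1480 mesenchymal cells), the smaller LEPR+ stromal-like cluster stayed unnamed, since its median UMI count lies near the limit of the naming rule. A single lane also holds fewer UMIs per cell than both, which lowers the number of cells with a UMI of both Cd24a and Runx2. The lanes as separate cells with anchor integration gave 19041 cells and 4504 mesenchymal cells, since each cell then enters in each lane.

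CD24 osteolineage cells numbered 76 with a Cd24a gate of 2 UMIs, 62 when thinned to 2000 UMIs and 33 when thinned to 1000, and the sub-cluster with the highest Cd24a held 73 cells. Thinning kept 1444 and 1929 of the 2062 mesenchymal cells, and removes UMIs of both gating genes by its construction.

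The log2 ratio of Bcl2 in CD24 osteolineage cells was below 0 in all of its 17 alternatives, from -1.44 to -0.0047, and its interval was below 0 in 8 of them. It was -0.71 with the Cd24a gate of 2 UMIs, -0.0047 thinned to 2000 UMIs, -0.78 thinned to 1000 UMIs, -1.44 in the sub-cluster with the highest Cd24a, and -0.91 with the unnamed Lepr and Cxcl12 clusters. The fits that left out one replicate gave -0.55 to -0.09, and without replicate 1 the interval covered 0. It also covered 0 with called doublets removed (-0.07) and without the erythroid-like sub-cluster (-0.06). The ratio of Bcl2l1 was below 0 in all of its 16 alternatives, from -0.73 to -0.0037, with no interval off 0. Thinned to 1000 UMIs it had no value, because no CD24 osteolineage cell had a UMI. The ratio of Bcl2l2 was below 0 in 11 of 17, from -1.84 to 0.21, and its interval was below 0 in 3 of them, at -1.45 with the gate of 2 UMIs, -1.84 in the sub-cluster with the highest Cd24a and -0.65 with the unnamed Lepr and Cxcl12 clusters. Thinned to 2000 UMIs it was -0.98. The cause of these moves was not tested, apart from the tests on erythroid RNA in the other observations.

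The number of Cdkn2a+ cells was small and fell further with thinning, which removes UMIs by its construction. In place of 18 Cdkn2a+ cells there were 9 among mesenchymal cells only, 2 thinned to 2000 UMIs and 1 thinned to 1000, and 10 to 12 cells across the fits that left out one replicate. The number with both Mki67 and Bcl2, which was 1, was 0 across the fits that left out one replicate (from 0 to 0), 0 at each thinned depth, 0 among mesenchymal cells only and 0 with the lanes as separate cells. It stayed at 1 with a mitochondrial limit of 10%, with at least 500 genes per cell and with called doublets removed. Of the 31 alternatives for ratios in the p16KB cells, 3 moved, all for the ligands, from -0.30 to -3.57 against Cdkn2a+ cells with neither Mki67 nor Bcl2, to 3.02 with the lanes as separate cells and to 2.90 without replicate 2. These rest on at most 2 cells. The ratio of Bcl2l2 there had no value, and several alternatives gave none for the other ratios.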

Differences from the paper's values

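The paper gives 3362 clustered Lin-CD45- cells. The counts here gave 2062 mesenchymal cells and 9573 cells passing the filters, and the paper's text does not say how its cells were chosen from the sorted ones, so the populations may not be the same and no direction is drawn. Among the alternatives set before the data were examined, the number of mesenchymal cells came within 1.5 times of the paper's value only at a resolution of 0.4, with 2246 cells. It stayed farther away with a mitochondrial limit of 10% (1931), at least 500 genes per cell (1259), called doublets removed (1480), without replicate 1 (1347), without replicate 2 (2070), log-normalized counts (1787) and a resolution of 1.2 (1722). The number of all cells did not come within 1.5 times under any of them. Of the alternatives chosen after seeing the values, including the unnamed Lepr and Cxcl12 clusters gave 2312 mesenchymal cells, and the lanes as separate cells with the anchor integration of the methods gave 4504 among 19041. Both are within 1.5 times of the paper's value, though the second counts each cell in both lanes. Leaving out the erythroid-like sub-cluster, also chosen after seeing the values, gave 1989 and stayed farther away.

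The paper states that CD24 osteolineage cells strongly co-express Bcl2, Bcl2l1 and Bcl2l2. Here all 3 were detected in these cells, but their levels were not above those of other mesenchymal cells, with log2 ratios of -0.34 (-0.68 to -0.03), -0.23 (-0.92 to 0.38) and -0.16 (-0.76 to 0.37). No alternative gave an interval above 0 for any of these ratios. The ratios compare groups of cells, whereas the paper's statement is on expression within these cells. Joint detection of the 3 genes in the same cell is not given here. The gate needs a Cd24a UMI, and erythroid RNA could account for 106% of these UMIs in mesenchymal cells, or 93.9% by the globin genes. The gated cells may therefore be mesenchymal cells with erythroid RNA, and these ratios cannot test the paper's statement on cells that make Cd24a.

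The paper's scRNA-seq clusters include perivascular cells, Nestin+ pericytes and several osteolineage populations (Fig. 4F). Here no cluster was named pericyte or osteoblast. Of the 11 genes on the pericyte list, 7 were highest in the fibroblast-like cluster, with Rgs5 at 404 CPM in 14 cells, and 2 in the LEPR+ stromal-like cells, while Mcam and Nes were highest in the endothelial-like cluster, at 161 and 99.0 CPM. The names were rebuilt from marker lists.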

Other observations

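The tests of whether both lanes hold the same cells, of Cd24a by the total level of erythroid RNA and of Bcl2 per stromal UMI were chosen after the result was seen. The tests of Cd24a by quartile of globin share and with called doublets removed were chosen before their values were seen, though after the levels of Cd24a and Hbb-bs by cluster.

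The lanes are labelled as replicates of the pool. A loading of different cells in each lane is argued against by the Pearson r of 0.999858 between the log10 UMI totals of shared barcodes. A single set of cells counted in 2 runs gives squared count differences of at most their summed counts, and the share found was 0.559, a value under 1 that is consistent with many molecules being counted in both lanes. No biological explanation applies to this.

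A candidate source of the Cd24a UMIs in mesenchymal cells is RNA of erythroid cells, which had Cd24a at 1173 CPM against 121 CPM in the mesenchymal cells. If the 10 non-globin erythroid genes carry Cd24a into mesenchymal cells in the ratio found in all other cells, they account for 106% of the Cd24a UMIs there, and the 4 globin genes account for 93.9%. Within the mesenchymal cells, Cd24a rose from 52.6 CPM (43.0 to 63.2) in the quartile with the lowest share of globin to 374 CPM (342 to 409) in the highest, a log2 ratio of 2.83, while the non-globin erythroid genes rose by 2.35. The share of cells with a Cd24a UMI rose less, from 27.3% to 33.7%, though the highest quartile had fewer UMIs per cell, at a median of 1699 against 3558. Erythroid cells sharing a droplet, as far as Scrublet calls them, are not the whole source. Removing the 67 called mesenchymal cells left Cd24a at 58.7% of its level, although these were 3.25% of the cells. Of the 14 erythroid genes, Car2 and Tfrc are also expressed outside erythroid cells. These values do not exclude Cd24a transcripts made by some mesenchymal cells themselves, and protein levels were not measured here. No biological explanation was tested, as there is 1 condition.

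The lower Bcl2 in CD24 osteolineage cells may come from dilution by erythroid RNA. Per UMI of the 12 LEPR+ stromal genes, which themselves fell by 0.37 on the log2 scale, the log2 ratio of Bcl2 was 0.023 (-0.31 to 0.33), and so no lower than in other mesenchymal cells. Cxcl12 alone had a log2 ratio of -0.39 and Mcl1, another anti-apoptotic gene, one of 0.04 (-0.22 to 0.29). Mki67 had one of 2.76 (2.62 to 2.92). The sub-cluster with the highest Cd24a, of which 72.6% of cells were called doublets, had Mki67 at 1920 CPM against 57.6 CPM in the other sub-clusters, and it was led by histone and cell cycle genes.

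Among the genes with the largest differences between CD24 osteolineage and other mesenchymal cells, those on the higher side rested on few cells. For Cytl1, Chil1, Npy, Igha and Chad, between 68.8% and 100% of the UMIs in CD24 osteolineage cells came from a single cell. On the lower side, Aspn, Col14a1, Cd34, Fmod and Tnxb, with log2 ratios from -4.01 to -3.02, are genes of the fibroblast-like cluster, found in 47 to 80 of the other mesenchymal cells. Of their UMIs in the other mesenchymal cells, 19.1% or less came from a single cell. Among 5261 genes with at least 50 UMIs, 258 had a log2 ratio above 1 and 30 one below -1.

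The unnamed cluster of 250 cells with Lepr and Cxcl12 had Cd24a at 973 CPM (931 to 1017), close to the level of erythroid-like cells, with Bcl2 at 16.1 CPM (10.8 to 22.4). In it, 32.4% of cells were called doublets, against 3.24% of the LEPR+ stromal-like cells.

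Over the cells passing the filters, Cdkn2a had 10 UMIs in lane 1 and 12 in lane 2, in 18 of 9573 cells (0.188%, 0.111% to 0.297%). These were 7 erythroid-like, 5 LEPR+ stromal-like, 4 fibroblast-like, 1 megakaryocyte-like and 1 plasma cell-like cells, with a median of 13724 UMIs. Of the 18 cells, 9 had a UMI of Mki67, 3 one of Bcl2 and 1 both, where 1.5 would be expected from independent detection. Cells with Cdkn2a and Bcl2 but no Mki67, the p16KB phenotype of the paper, numbered 2, and against the other Cdkn2a+ cells the 6 ratios that could be computed all had intervals covering 0, such as 0.57 (-2.01 to 2.04) for Mcl1 and 4.15 (-2.72 to 9.86) for the SASP panel genes. Cdkn1a was found in 749 cells (7.82%).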
